# NodoMap: A single-cell and spatial transcriptomic atlas of the mouse nodose ganglion

**DOI:** 10.1016/j.cpblue.2026.100072

**Published:** 2026-07-20

**Authors:** Sijing Cheng, Georgina K.C. Dowsett, Kara Rainbow, Mariana Norton, Anna G. Roberts, Phyllis Phuah, Gavin A. Bewick, Brian Y.H. Lam, Giles S.H. Yeo, Kevin G. Murphy

**Keywords:** vagus, nodose ganglia, gut-brain axis, dorsal-vagal complex

## Abstract

The vagus nerve is a central component of the parasympathetic nervous system, innervating multiple abdominal organs to monitor and regulate their function. Vagal sensory neuron cell bodies reside in the nodose ganglia, but their molecular diversity and spatial organization remain incompletely defined. Here, we generated and integrated single-nucleus RNA sequencing (snRNA-seq) data with multiple published datasets to construct a unified atlas of 106,436 cells and combined this with spatial transcriptomics to create a single-cell and spatial map of the mouse nodose ganglion (NodoMap). We identify 21 neuronal subtypes and multiple non-neuronal populations, revealing subtype-specific gene expression differences between left and right ganglia and transcriptional responses to fasting. Spatial analysis shows intermingled neuronal populations with distinct cellular neighborhoods. Together, NodoMap provides a high-resolution resource for dissecting vagal sensory circuits and identifying molecular targets involved in energy homeostasis and metabolic disease.

## Highlights

• NodoMap integrates data from 106,436 cells and nuclei
• Different cell subtypes form spatial neighborhoods within the ganglia
• Fasting drives distinct transcriptional changes in specific cell subtypes
• Transcriptional asymmetry in specific cell subtypes between left and right ganglia

## Introduction

The vagus nerve is a major component of the parasympathetic nervous system and transmits information crucial to an array of physiological functions between the brain and peripheral organs. Vagal afferent neurons signal to the brainstem, where they can act on interneurons that either modulate other circuits or input into local vagal efferent neurons, forming vagovagal neurocircuits that detect and respond to sensory inputs to regulate motor functions.^1^^,^^2^ The vagus is an integral part, and the main neuronal pathway, of the gut-brain axis, which regulates appetite and gut function. The subdiaphragmatic sensory afferent fibers of the vagus nerve innervate the gastrointestinal tract, where vagal mechanoreceptors and chemoreceptors can detect gastrointestinal distension, as well as the presence and absorption of nutrients, both directly and via their effects on the release of gastrointestinal hormones.^3^^,^^4^ Information regarding luminal pressure, nutrient, and hormonal signaling can thus be promptly transduced to the brain and integrated to regulate appetite and gastrointestinal motility. Vagus nerve stimulation can also be used to treat specific neurological conditions^5^^,^^6^^,^^7^^,^^8^ and has been suggested to be potentially useful in other diseases, including obesity.^9^^,^^10^^,^^11^^,^^12^ Understanding which specific vagal neuron populations respond to metabolic hormones such as glucagon-like peptide-1^13^^,^^14^ and how such signaling is transmitted to the brain is also highly relevant to the development of new treatments for metabolic disease.

Beyond the gut, the vagus nerve also conveys sensory information from the heart, lungs, liver, and kidneys and plays important roles in regulating cardiovascular function, respiration, and inflammatory responses. The anti-inflammatory reflex mediated by vagal efferents has attracted growing interest as a potential therapeutic target in inflammatory diseases.^15^ Vagal afferent signaling is also important in transmitting information about immune status and infection to the brain, contributing to sickness behavior and the coordination of systemic responses to pathogens.^16^^,^^17^^,^^18^^,^^19^

The breadth of physiological systems under vagal influence underscores the importance of understanding the cellular and molecular diversity of the neurons that form this nerve. The cell bodies of vagal afferent fibers reside in the nodose ganglia, located at the base of the skull.^20^ In mice, the nodose ganglia form part of a nodose-jugular ganglia complex,^21^ and mouse models have been widely used for preclinical studies of vagal signaling. Application of single-cell (scRNA-seq) and single-nucleus (snRNA-seq) RNA sequencing to sensory ganglia has revealed far greater cellular heterogeneity than previously appreciated^22^^,^^23^ and has enabled the linking of transcriptional identity to function. In the last decade, these new technologies have revolutionized our understanding of the vagus, revealing that nodose ganglia neurons are highly heterogeneous.^24^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^^,^^30^ However, each of these nodose datasets was generated and analyzed in isolation, using different analytical parameters and variable cell-type resolution. No unified reference atlas integrating information across studies exists, and the transcriptional diversity of non-neuronal populations within the ganglia has received comparatively little attention. Though it has long been known that nutritional state influences vagal afferent signaling,^31^^,^^32^^,^^33^^,^^34^^,^^35^^,^^36^ the transcriptional changes occurring in individual neuronal subtypes in response to fasting have not been defined. Similarly, although different signals have been shown to be transduced through the left or right nodose and studies have reported differences in gene expression between the left and right nodose ganglia,^27^^,^^37^^,^^38^^,^^39^ the extent and nature of these lateralized differences have not been systematically characterized. Furthermore, the spatial organization of the nodose ganglia at cellular resolution has not been described, and the extent to which different neuronal populations occupy distinct regions or exist within structured multicellular neighborhoods remains unexplored.

Here, we address these gaps by generating new snRNA-seq data from the mouse nodose ganglia and integrating these with four existing published datasets to create a unified single-cell atlas of 106,436 cells, which we have named NodoMap. We complement this with high-resolution spatial transcriptomics, enabling the spatial mapping of transcriptionally defined cell types within the ganglia.

## Results

### Creating the NodoMap

Several scRNA-seq studies have been performed on murine nodose ganglia.^24^^,^^28^^,^^30^^,^^37^^,^^40^ However, single-cell dissociation has to be performed on fresh tissue, is time-consuming, risks cell-type selection bias, and often induces transcriptional perturbation.^41^ In contrast, snRNA-seq can be performed on frozen samples, and nuclear RNA has been found to be more stable than cytoplasmic RNA in brain samples.^42^ Crucially, several studies have shown that the transcriptomic profile of murine brain tissues generated from snRNA-seq is comparable to that generated by scRNA-seq.^41^^,^^42^^,^^43^^,^^44^ Thus, we performed snRNA-seq on left and right nodose ganglia taken from mice fed *ad libitum* or fasted overnight. 

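Nuclei from the nodose ganglia of 20 male mice aged 7 weeks were sequenced as 1 pooled library of single-nucleus RNA. The ganglia had been divided by side and by feeding state (fed, or fasted for 16 h) into 4 pools of 10 ganglia, each given its own oligonucleotide tag before mixing. The sources used here do not say which tag stands for which side or feeding state, so every value was computed over the pooled nuclei and none is given for a side or a feeding state. The deposited matrix holds counts of unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, that the authors made with Cell Ranger 6.0.1 on GRCm38 with the Ensembl 100 annotation. It holds 39389760 UMIs over 55399 genes and 4121 barcodes, with a median of 2157 UMIs per barcode. The limits of the study for its own nuclei and the removal of doublets left 3039 nuclei with a median of 2679 UMIs (1002 to 99577) and 1682 genes. For each class of nuclei, the UMIs of a gene were summed and divided by all UMIs of the class and scaled to 1000000 (CPM), and the share of nuclei with at least 1 UMI of the gene was taken. With 1 library there are no replicates and no test was made. The ranges in parentheses are exact 95% intervals (Clopper-Pearson for shares, Poisson for CPM, conditional on the summed UMIs for ratios) and cover counting error only. RNA from broken cells floats into every droplet, so values for neurons are set beside those of 618 endothelial-like, fibroblast-like, mural-like, immune and adipocyte-like nuclei, called non-neural nuclei from here on, which should lack neuronal genes. Genes that are not confined to neurons can be made by these nuclei too, and their value is then not a free RNA level. Because neurons were sequenced more deeply (median 11932 UMIs in nodose-like neurons, 22033 in jugular-like neurons and 2030.5 in non-neural nuclei), shares were also computed after thinning every nucleus to 1500 UMIs. CPM is relative to all RNA, so a deep neuron can hold more UMIs of a gene than a non-neural nucleus at a lower CPM.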

To establish a clear transcriptomic definition of the nodose ganglia, we integrated our in-house snRNA-seq data with four other published datasets (Figure S1A),^24^^,^^30^^,^^37^^,^^40^ in order to create a unified reference atlas, NodoMap (Figure 1A). The atlas comprises a total of 106,436 cells and characterizes corresponding cell types across different studies (Tables S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, and S19).^45^

**Figure 1:**
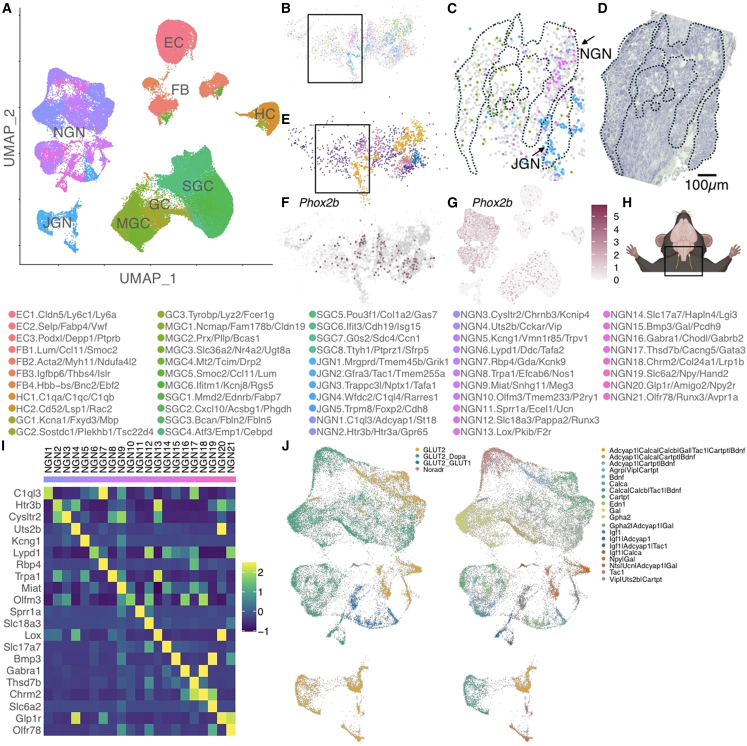
A spatio-cellular atlas of the mouse nodose ganglion (A) A uniform manifold approximation and projection (UMAP) plot of the single-cell/single-nucleus sequencing (sc/snRNA-seq) dataset, colored by cluster and with cluster names written below. We integrated 4 publicly available and 1 in-house sc/snRNA-seq datasets of the mouse nodose ganglia to create a database of 106,436 cells. Of these, 26,554 were neurons, and 50,485 were satellite glial cells and myelinating glial cells. There were also 10,709 endothelial cells, 8,874 fibroblasts, and 4,963 hematopoietic cells. Clusters were annotated based on cell type and the top 3 marker genes with the highest specificity for that cluster. (B) Spatial transcriptomics of the nodose ganglion. To identify the cell type present underneath each spot, we integrated the sc/snRNA-seq atlas together with the spatial transcriptomics data using RCTD (see STAR Methods) to predict the cell type and number of cells present at each bead. Slide-seq data are presented for 1 tile of 3 left nodose ganglia sections; spots represent beads where RNA transcripts were detected. Spots are colored based on the predicted cell type present at each bead. Beads were annotated with a cell type only if the RCTD pipeline identified them as singlets. Colors match the sc/snRNA-seq cluster colors. (C) Zoomed-in image of the square section from (B). (D) Hematoxylin staining of an adjacent section of the same region in (B). In (C and D), regions of the tissue containing nodose and jugular neurons have been highlighted, matching the output from RCTD. Beads were assigned nodose (purple) and jugular (blue) neuronal subtypes by RCTD. (E) Neighborhood analysis on the RCTD output, including the cell types assigned to singlet and multiplet beads. We identified 4 distinct neighborhood types. Neighborhoods were labeled based on the cell types that co-occur in the regions. Neighborhoods highlighted in pink predominantly contained NGN cell types, NGN/glia neighborhoods are highlighted in purple, JGN neighborhoods are indicated in orange, and a non-neuronal neighborhood is highlighted in blue (see the legend of Figure S5 for more details on expression patterns in each neighborhood). (F and G) *Phox2b* is a marker highly expressed in nodose neurons with only low expression in jugular neurons. The cells expressing *Phox2b* were colored based on the same scale bar. (F) Log-normalized expression of *Phox2b* in 1 tile of the spatial transcriptomics dataset. (G) Log-normalized expression of *Phox2b* in the single-cell atlas. *Phox2b* expression is enriched in nodose ganglion neuronal clusters. (H) Diagram highlighting the orientation of the nodose ganglion sections in the mouse. (I) Heatmap showing scaled expression of marker genes in nodose ganglion neuronal clusters. (J) UMAP plots of nodose and jugular neurons, colored by neurotransmitter (left) and neuropeptide (right) assignment.

In mice, the nodose and jugular ganglia merge to form the vagal ganglia.^21^ Our analysis identified a total of 52 clusters, which we annotated based on cell type and three marker genes with the highest specificity score (Figures 1A and 1I; Tables S1, S2, and S3). We identified 21 nodose and 5 jugular neuronal clusters; 3 glial, 8 satellite glial, and 6 myelinating glial cell clusters; and 3 endothelial, 4 fibroblast, and 2 hemopoietic cell clusters (Figures 1A and S2; Table S4). 

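In the nuclei sequenced for this study, which are 1 of the 5 data sets of the atlas, 929 of 3039 nuclei were neurons (30.6%, 28.9 to 32.2). This share ran from 31.1% to 50.1% under the 7 alternative filters and clusterings tried. It was 50.1% both at the lower clustering resolution and with over 2000 UMIs. Clustered on their own, the neurons fell into 11 groups. Of these, 5 groups with 453 neurons carried nodose markers and 3 groups with 168 neurons carried jugular markers, so that jugular-like neurons made up 27.1% (23.6 to 30.7) of the named neurons. Under the same alternatives, the jugular-like share ran from 11.2% at the lower clustering resolution to 39.5% with doublets kept. The other 308 neurons, in 3 groups, met the naming rule for neither class. The largest named class outside the neurons was satellite glia-like (472 nuclei, 15.5%, 14.3 to 16.9), the cells that wrap neuronal cell bodies, followed by fibroblast-like (376 nuclei, 12.4%, 11.2 to 13.6) and myelinating glia-like nuclei (188 nuclei, 6.19%, 5.36 to 7.10). Macrophage-like (84), endothelial-like (65), other immune (53), adipocyte-like (24), mural-like (16) and muscle-like (4) nuclei were rarer. All nuclei together formed 24 clusters, and 5 of them, with 828 nuclei (27.2%, 25.7 to 28.9), stayed unnamed. The largest unnamed cluster had 591 nuclei at a median of only 1413 UMIs. It was nearest to neurons, with 6 supporting neuron markers, but only 1 of these was among its 50 leading genes. The genes reported at the claims were left out of the clustering and naming, and the clusters were named from markers listed beforehand.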

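Numbered by size, the nodose-like groups of neurons were neuron cluster 1 (174 neurons, led by *Htr3a*, *Ass1* and *Scg2*), cluster 4 (101, *Sntg2*, *Slit2* and *Eya4*), cluster 5 (83, *Olfm3*, *Slit3* and *Cysltr2*), cluster 7 (67, *Myl1*, *St18* and *Col6a5*) and cluster 10 (28, *Gabrb2* and *Trdn*). The jugular-like groups were cluster 6 (78, *Grik1* and *Slc16a12*), cluster 8 (58, with *Gfra3* and *Foxp2* among its leading genes) and cluster 9 (32, *Gm38256*, *Cdh9* and *Sdk2*). Clusters 2 (153, *Nefm*, *Lgi2* and *S100b*), 3 (131, *Tafa1*, *Slc6a20a* and *Ranbp3l*) and 11 (24, *Rgs5*, *Tmem79* and *Mical1*) were unnamed. Cluster 11 was nearest to jugular-like neurons, with 3 supporting markers, but only 1 of them, *Mrgprd*, was among its 50 leading genes. *Tafa1*, which leads cluster 3, is also a listed jugular marker, but the cluster did not meet the rule. Median depth ran from 3002 UMIs in cluster 1 to 41278 in cluster 3. These groups have no set counterpart under another clustering, so values given by cluster number rest on 1 clustering.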

To validate our clustering strategy with other datasets included in NodoMap, we compared our clustering with that reported by Kupari et al.^30^ and Buchanan et al.^37^ and found that while we had slightly higher nodose neuronal granularity, cell-type grouping was well preserved across the studies (Figures S3 and S4). We also identified more non-neuronal clusters than Kupari, highlighting improved cell-type segregation through integration of multiple datasets and higher cell count. Interestingly, the number of jugular neuronal clusters remained similar, suggesting limited heterogeneity. In addition to snRNA-seq, we performed whole-transcriptome spatial transcriptomics at a resolution of 10 μm (Curio Seeker platform^46^) on a total of 9 nodose ganglia sections from the left and right ganglia. 

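Sections 10 μm thick were laid on 3 tiles, each a square with sides of 3 mm covered in barcoded beads that capture RNA from the tissue above them. Each tile took sections of 3 ganglia, with 2 tiles for the left side and 1 for the right. The deposited files used here give the barcode and the x and y position of every bead, in a position unit whose length is not given in the sources used here, and hold no counts of transcripts. The tiles carried 76027 and 78215 beads (left) and 78268 beads (right), with a median distance to the nearest bead of 14.9, 14.8 and 14.7 position units. Only 109 barcodes were shared between tiles. Which cell type lay over a bead was taken from the study's own deconvolution table, of which 1999 of 9683 beads were used, all from the first left tile. These beads had 224 to 2460 transcripts each (median 411). Calls for the right tile were not analysed here, so no left and right comparison was made, and there is 1 tile and no replicate.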

Integration of snRNA-seq and spatial transcriptomics was performed using the robust cell-type decomposition (RCTD)^47^ method, which allowed us to map the majority of the snRNA-seq clusters onto both the left and right nodose ganglia (Figures 1B–1E).^47^ 

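In the first left tile, neurons took most of the beads whose cell type was resolved. RCTD models the transcripts of a bead as a mixture of reference cell types, and of 1999 beads it called 627 as holding a single type, 53 as a certain pair of types, 189 as an uncertain pair and 1130 as rejected. Of the 680 single and certain beads, counted by their first type, 506 were nodose neurons (74.4%, 71.0 to 77.7) and 111 were jugular neurons (16.3%, 13.6 to 19.3). Myelinating glia accounted for 39 beads, satellite glia for 13, fibroblasts for 10 and other glia for 1. The commonest clusters were NGN3 with 121 beads, NGN2 with 120, JGN1 with 79, NGN14 with 59 and NGN9 with 52. The class of each bead is the study's call, and nearby beads can lie over the same cell, so the intervals are narrower than the real uncertainty. From such calls on both sides the paper concludes that most snRNA-seq clusters can be placed in the left and right ganglia.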

As expected, expression of the nodose ganglia neuronal marker *Phox2b* was able to distinguish between nodose and jugular neurons in the snRNA-seq dataset^48^ and was also found in regions where nodose neuronal clusters were mapped in the spatial transcriptomics dataset (Figures 1F and 1G). We also saw some low-level *Phox2b* expression in myelinating glial cells, satellite glial cells, and other glial cell populations^48^ in our snRNA-seq dataset. The spatial expression of highly expressed receptors for metabolic signals and common nodose ganglia neuron (NGN) cluster markers is shown in Figures S5 and S6.

The spatial relationships between different nodose ganglia cell types have not previously been comprehensively evaluated. We carried out cellular neighborhood analyses (see STAR Methods)^49^ to investigate whether specific multicellular combinations were more likely to be found together, indicating structural organization of regions within the ganglia. We identified four types of cellular neighborhood from the spatial transcriptomics data (Figures 1E and S7). 

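Jugular beads sat among jugular beads and nodose beads among nodose beads in the part of the first left tile that was used. Of the 15 nearest resolved beads around a jugular bead, 71.9% were jugular, although jugular neurons made up 16.3% of all resolved beads, a 4.40-fold enrichment. Around nodose beads, 90.5% of neighbours were nodose and only 5.59% jugular. Myelinating glia kept their own company too, with 26.8% of their neighbours myelinating against 5.74% of all beads. Jugular neurons made up 25.8% of the neighbours of the 39 myelinating beads (20% with 5 neighbours), against 16.3% of all beads. Nodose neurons made up 37.3% of them, against 74.4% of beads. Seen from jugular beads, the myelinating share was 5.53%, no higher than over all beads. By cluster, 63.1% of the neighbours of JGN1 beads were JGN1, against 11.6% of all beads, with 36.4% against 8.68% for NGN14, 43.0% against 17.8% for NGN3, 30.7% against 17.6% for NGN2 and 9.87% against 7.65% for NGN9. The jugular share around jugular beads was 71.0% with 5 neighbours, 64.2% with 30 and 71.3% with single-type beads alone. The myelinating share around myelinating glia moved more, to 40%, 18.6% and 25.2% in the same order. These are shares within 1 tile and the order of beads in the table decided which were used, so no test was made.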

As expected given the known segregation of nodose and jugular neurons within the ganglia, one neighborhood consisted of the presence of both nodose neurons and glia (NGN3, MGC2, SGC5, MGC4, and NGN2 being the top 5 most significantly present in this neighborhood), another was formed of mainly nodose ganglion neurons (NGN9, NGN1, NGN8, NGN4, and NGN13), and a third comprised predominantly jugular neuronal populations (JGN1–JGN4). These three neighborhoods were present at similar frequencies across left and right ganglia. A rarer niche present in our spatial data was made up of mainly non-neuronal cells (FB4, NGN3, EC2, MGC2, EC3, and FB2). This non-neuronal niche was present only in one section, and in a region of the spatial data that was marked by expression of Hba-a1, suggesting this region likely includes a blood vessel (Figures 1E and S8).

### Classifying neuronal clusters

We also characterized neuronal subtypes through their expression of neurotransmitter and neuropeptide-associated genes. As expected, the vast majority of nodose neurons were glutamatergic, with specific clusters expressing distinct elements of the glutamatergic molecular machinery. 

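UMIs were found in every neuron cluster for *Slc17a6*, which encodes the transporter that fills synaptic vesicles with glutamate. Its level was 133 CPM (125 to 141) in nodose-like neurons and 107 CPM (98.0 to 117) in jugular-like neurons, 1.24-fold (1.11 to 1.38) and 1.09 to 1.27 under the 7 alternative filters and clusterings. UMIs were in 65.6% (61.0 to 69.9) of nodose-like and 83.9% of the deeper jugular-like neurons, against 19.7% of non-neural nuclei. After thinning, the shares were 18.7%, 11.3% and 10.9%, so the order of the unthinned shares reflects depth. Per nucleus, nodose-like neurons held 2.44 UMIs and non-neural nuclei 0.251. Relative to all RNA, non-neural nuclei held 93.0 CPM, and clusters 5 and 6 were no higher (89.8 and 85.6 CPM). All 11 neuron clusters passed the 30% limit the study uses for this gene, and none did after thinning. *Slc17a8*, which encodes a related transporter found in sensory fibers for light touch, was higher in jugular-like neurons: 10.6 CPM against 0.600 CPM, 17.6 times. This order held under all 7 alternatives. The high level lay in jugular-like cluster 9, with 45.7 CPM and 50% (31.9 to 68.1) of neurons. Jugular-like clusters 6 and 8 held 2.75 and 5.61 CPM, and nodose-like cluster 7 held 1.89 CPM. *Slc17a6* lies on chromosome 7 from 51622006 to 51671119 (GRCm38, GENCODE M21).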

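*Slc17a7*, a further vesicular glutamate transporter gene, was rare beside *Slc17a6* and strongest in a neuron cluster rich in neurofilament RNA. Neuron cluster 2, led by the neurofilament gene *Nefm*, held 52.5 CPM (40.9 to 66.3) and had the gene in 15.0% (9.77 to 21.7) of its neurons at a median of 4649 UMIs. The deeper cluster 3 had it in 25.2% of neurons at a median of 41278 UMIs, but at only 9.79 CPM. Nodose-like and jugular-like neurons held 6.00 CPM and 3.08 CPM, no more than the 7.20 CPM of the non-neural nuclei, and which of them was higher changed with doublets kept, at the higher resolution and with fewer components and variable genes. Per nucleus, nodose-like and jugular-like neurons held more, at 0.110 and 0.0833 UMIs against 0.0194 in non-neural nuclei. Both transporters were seen together in 93 of 929 neurons (10.0%, 8.16 to 12.1) and in 4 of 908 after thinning. In non-neural nuclei they met in 5 of 618. No cluster passed 30% for *Slc17a7*, a limit that the study applied to the clusters of the whole atlas. *Slc17a7* lies on chromosome 7 from 45163949 to 45176142.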

Of note, while most nodose neuronal types expressed only the vGLUT2 (*Slc17a6*) vesicular glutamate transporter, two nodose clusters and one jugular neuronal cluster expressed both vGLUT1 (*Slc17a7*) and vGLUT2 (Figures 1J and S7), suggesting specialized differences in the synapses associated with these neurons and differences in the probability of glutamatergic release from these neurons in comparison to other neuronal populations.^50^ A number of other glutamatergic clusters were also found to be dopaminergic (Figure 1J), and NGN19, marked by the expression of *Slc6a2*, *Npy*, and *Hand2*, lacked expression of glutamatergic genes but expressed *Dbh*, *Ddc*, and *Th* transcripts. 

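A small set of neurons in the library had the gene set of noradrenaline neurons. Selecting neurons with UMIs of at least 2 of *Slc6a2* (the noradrenaline transporter), *Npy* and *Hand2* (a transcription factor of sympathetic neurons) gave 12 nuclei, and 90 more had exactly 1 of these genes. In the 12, *Dbh*, whose enzyme turns dopamine into noradrenaline, reached 271 CPM (217 to 334) against 5.14 CPM in the other 917 neurons. *Dbh* UMIs were in 83.3% (51.6 to 97.9) against 9.92% of neurons at similar depth (medians of 18979.5 and 14845 UMIs) and 2.27% of non-neural nuclei. The ratio was 47.4 to 70.6 under the 7 alternatives. *Ddc*, for the enzyme that makes dopamine, was at 299 CPM against 33.4 CPM, and *Th*, for the enzyme that starts the pathway, at 103 CPM against 20.6 CPM. *Slc17a6* was still present in 10 of the 12 nuclei, at 84.1 CPM (55.4 to 122) against 128 CPM in other neurons and 93.0 CPM in non-neural nuclei, and at 2.25 UMIs per nucleus (1.48 to 3.27) against 0.251 in non-neural nuclei. The 12 nuclei were spread over 6 neuron clusters and formed none of their own. From *Dbh* with *Ddc* and *Th*, the paper proposes that these neurons are noradrenergic and can also make dopamine.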

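Dopamine genes were otherwise a nodose trait. *Ddc* was 8.80-fold (6.12 to 13.1) and *Th* 3.34-fold (2.42 to 4.73) higher in nodose-like than in jugular-like neurons by CPM, with 2.79 to 9.99 and 2.34 to 3.51 under the alternatives. *Ddc* peaked in nodose-like cluster 4 (157 CPM, 141 to 173, 73.3% of neurons) and *Th* in nodose-like cluster 10 (61.4 CPM, 45.4 to 81.2, 75%), against 5.18% and 2.59% of non-neural nuclei. In all, 4 clusters (3, 4, 7 and 10) had more than 30% of neurons with *Th*, *Ddc* or the dopamine transporter gene *Slc6a3*, and none had after thinning. Of 16 genes for transmitters other than glutamate, 4 were seen in at least 10% of nodose-like neurons and 4 in at least 10% of jugular-like neurons, in each case *Ddc*, *Th*, *Dbh* and *Slc18a2*, which encodes the vesicular monoamine transporter. *Slc18a2* was 1.69-fold (1.11 to 2.62) as high in nodose-like as in jugular-like neurons, and lower with doublets kept. None of the 16 reached 10% of either class after thinning. *Dbh* lies on chromosome 2 from 27165233 to 27183200.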

*Dbh* encodes dopamine beta-carboxylase, an enzyme that converts dopamine into noradrenaline, suggesting that this neuronal population is likely noradrenergic (and contains the necessary molecular machinery for dopamine synthesis). This cluster was previously identified as representing “sympathetic neurons” by Kupari et al.^30^ and Buchanan et al.^37^ (Figures S3 and S4). Nodose neurons also expressed genes encoding different combinations of neuropeptides, including *Tac1*, *Npy*, *Nts*, *Cartpt*, and *Adcyap1* (Figures 1J and S7B). 

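The peptide genes divided nodose from jugular neurons in different ways. *Cartpt*, which encodes the appetite-reducing peptide CART, leaned to nodose-like neurons: 118 CPM (111 to 126) against 41.0 CPM (35.3 to 47.3), 2.88-fold (2.46 to 3.39), and 2.41 to 3.89 under the 7 alternatives. It was highest in nodose-like cluster 1 (290.3 CPM), unnamed cluster 2 (242 CPM) and nodose-like cluster 7 (241 CPM), against 83.4 CPM in non-neural nuclei. *Tac1*, the gene for substance P, was 2.43 times higher in jugular-like neurons (174 CPM against 71.9 CPM), but this order turned round at both other clustering resolutions and with fewer components and variable genes. In nodose-like neurons as a class, *Tac1* was below the 133 CPM of non-neural nuclei. *Adcyap1*, for the peptide PACAP, was close in both classes (54.6 CPM and 57.5 CPM, a nodose to jugular ratio of 0.841 to 3.34 under the alternatives) and highest in clusters 8 (169 CPM) and 7 (126 CPM). *Npy* and *Nts*, for neuropeptide Y and neurotensin, were seen in only 1.55% and 1.77% of nodose-like neurons and 0.809% and 0.324% of non-neural nuclei, and no cluster passed 30% for either gene.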

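Of 19 peptide genes, 12 were seen in at least 10% of nodose-like neurons and 10 in at least 10% of jugular-like neurons (3 and 2 after thinning). The widest spread was *Calca*, which encodes the pain-related peptide CGRP. *Calca* UMIs were in 82.6% of nodose-like and 96.4% of jugular-like neurons, but also in 61.7% of non-neural nuclei, and its 214 CPM in nodose-like neurons lay under their 509 CPM. Jugular-like cluster 8 stood out at 1444 CPM (1378 to 1512). Jugular-like neurons were the higher class in the main clustering, and nodose-like neurons at the lower resolution and with fewer components and variable genes. *Calcb*, for the second form of CGRP, was 5.07 times higher in jugular-like neurons and stayed higher there under all 7 alternatives, by less. Nodose over jugular, the ratio was 0.197 in the main setting and 0.229 to 0.477 under the alternatives. *Bdnf*, for a neurotrophin, was close in both classes (46.0 CPM and 44.9 CPM), and *Sst* and *Edn3*, for somatostatin and an endothelin, were seen in 4.64% and 3.97% of nodose-like neurons, no higher than the non-neural level by CPM. *Agrp*, for agouti-related peptide, was alike in both classes (48.7 CPM and 48.9 CPM) and above the 18.6 CPM of non-neural nuclei.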

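The 12 neurons selected on *Slc6a2*, *Npy* and *Hand2* also held more *Gal*, which encodes the peptide galanin, than other neurons. *Gal* reached 59.2 CPM (35.6 to 92.4) in them and 24.8 CPM (22.6 to 27.1) in the others. It was seen in 5 of the 12 and in 23.7% of the others, against 3.72% of non-neural nuclei. *Npy* itself was used to select these neurons, so its level in them is not a result. Over all neurons, these 12 included, *Gal* was not confined to a class, with 24.5 CPM in nodose-like and 31.3 CPM in jugular-like neurons, an order that turned round in 4 of the 7 alternatives. By cluster it was highest in 8 (93.9 CPM) and 1 (80.7 CPM).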

*Npy* expression was enriched in NGN19, and this cluster also expressed *Gal*. 

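*Vip*, which encodes vasoactive intestinal peptide, was a nodose gene present in few neurons. It reached 19.0 CPM (16.1 to 22.2) in nodose-like and 4.19 CPM (2.52 to 6.54) in jugular-like neurons, 4.53-fold (2.81 to 7.72), and 3.07 to 4.64 under the 7 alternatives. The share was 13.0% (10.1 to 16.5) of nodose-like, 10.1% of jugular-like and 3.07% of non-neural nuclei, and after thinning 3.92%, 1.19% and 1.13%. Clusters 1 (73.6 CPM, 55.0 to 96.6) and 7 (49.2 CPM, 38.9 to 61.4) were the richest. Among the 45 neurons with UMIs of both *Uts2b*, for a peptide hormone, and *Cckar*, the other label genes of a *Vip* cluster of the atlas, *Vip* was 6.67-fold (5.12 to 8.66) higher by CPM than in the other 884 neurons. The 45 were deeper (medians of 28156 and 14549 UMIs). *Vip* lies on chromosome 10 from 5639218 to 5647617.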

*Vip* transcripts were found in NGN20, NGN4, and NGN13 (Figure 1J). 

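*Cckar*, for the receptor through which the gut hormone cholecystokinin acts on vagal neurons, was higher in nodose neurons. It reached 39.6 CPM (35.4 to 44.1) in nodose-like and 10.1 CPM (7.42 to 13.5) in jugular-like neurons, 3.91-fold (2.86 to 5.44), and 2.71 to 3.93 under the 7 alternatives. Its UMIs were in 28.5% and 18.5% of these neurons and 5.18% of non-neural nuclei. Nodose-like cluster 7 was the richest, with 107 CPM (91.1 to 124) and 55.2% (42.6 to 67.4) of neurons. Label genes of the atlas were followed from neuron to neuron: of 21 neurons with UMIs of both *Uts2b* and *Vip*, 17 had *Cckar* (81.0%, 58.1 to 94.6; 38.1% after thinning), against 25.1% of the others, and the ratio of CPM was 5.83-fold (4.74 to 7.12). *Trpa1*, for an irritant-gated channel, was 2.06-fold (1.76 to 2.41) higher in 99 neurons with *Efcab6* and *Nos1* than elsewhere. *Olfr78*, for an odorant receptor of oxygen-sensing cells, was 10.0-fold (5.83 to 16.4) higher in 10 neurons with *Runx3* and *Avpr1a*. Only 4 of these 10 had it (40%, 12.2 to 73.8), against 4.79% of the others, so the ratio rests on few nuclei. *Slc18a3*, for the vesicular acetylcholine transporter, was too rare to follow, with 1 of 14 neurons that had *Pappa2* and *Runx3* and 5 of the other 915. Selecting on 2 genes favors deep nuclei (medians of 48003 UMIs for the *Cckar* set and 14431 for its others), which raises shares, and the study chose these label genes partly on the same nuclei. *Cckar* lies on chromosome 5 from 53697776 to 53707705.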

Regarding notable membrane sensors and channels, a cluster of neurons expressed the Cck A receptor (*Cckar*) (NGN4), and other discrete clusters expressed *Trpa1* (NGN8), *Slc18a3* (NGN12), and *Olfr78* (NGN21).

In addition to classifying neurons by the expression of neurotransmitters and neuropeptides, we used previously reported information to classify each of our neuronal clusters based on the type of expressed sodium channel, the myelination level, the sensor type, and the organ each cluster innervated^24^^,^^30^^,^^40^ (Figures S9 and S10). 

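Of the sodium channel genes, *Scn10a* (Nav1.8), typical of slow fibers that signal damage or irritation, dominated. *Scn10a* reached 491 CPM (476 to 506) in nodose-like and 1119.6 CPM (1089 to 1151) in jugular-like neurons, and stayed higher in jugular-like neurons under all 7 alternatives. The high jugular-like level lay in cluster 6 (1673 CPM). Jugular-like clusters 8 and 9 held 403 and 427 CPM, below nodose-like clusters 1, 5 and 7 (606, 795 and 584 CPM). *Scn1a* (Nav1.1), typical of fast fibers, reached 96.8 CPM and 55.5 CPM. It was 1.74-fold (1.51 to 2.02) as high in nodose-like neurons, an order that turned round at the higher resolution and with fewer components and variable genes. Non-neural nuclei held 201 CPM of *Scn10a* and 28.8 CPM of *Scn1a*. Only nodose-like clusters 4 and 10 had more *Scn1a* than *Scn10a* by CPM (163 against 145 and 208 against 129), while jugular-like cluster 6 had 15.3 against 1673. At the study's limits of 40% of neurons for *Scn1a* and 30% for *Scn10a*, 5 and 11 of the 11 clusters passed, and 0 and 9 after thinning. CPM compares a gene between classes and also carries differences in transcript capture between genes, so the comparison of both channels within a cluster is approximate. *Scn1a* lies on chromosome 2 from 66270778 to 66440840 and *Scn10a* on chromosome 9 from 119608456 to 119719322.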

Of the 26 neuronal clusters, 10 were identified as expressing predominantly Nav1.1 channels and 14 as expressing predominantly Nav1.8 channels, with 2 clusters expressing similar levels of both channels (Figures S9A and S10A). Myelination affects the speed at which action potentials travel along axons and therefore the speed of signaling to the brain. 

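*Nefh*, which encodes the heavy neurofilament of thick axons, marked out 1 group of neurons. Unnamed neuron cluster 2, which also leads in *Nefm*, held 843 CPM (795 to 894), against 224 CPM in the next highest cluster and 167 CPM in non-neural nuclei. Between the classes *Nefh* was 1.24-fold (1.11 to 1.38) as high in nodose-like neurons, and lower in them with doublets kept, at the higher resolution and with fewer components and variable genes. *Cntn1* and *Cntnap1*, for proteins that anchor myelin beside the node of Ranvier, turned round in the same 3 alternatives. *Ncam1*, for an adhesion molecule of unmyelinated axons, was 1.64-fold (1.57 to 1.72) as high in nodose-like neurons (803 CPM against 488 CPM) and 1.39 to 2.13 under the alternatives. All 4 genes were seen in at least 10% of both classes. None of the 11 clusters met all of the study's limits for a myelinated type or for an unmyelinated type. The study applied these limits to the clusters of the whole atlas. *Nefh* lies on chromosome 11 from 4938754 to 4948064.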

Only 5 neuronal populations were found to be myelinated (JGN3, NGN14, NGN12, NGN10, and NGN21), as determined by expression of *Nefh*, *Cntn1*, *Cntnap1*, and *Ncam1*. Eleven neuronal clusters were unmyelinated, and 10 were lightly myelinated (Figures S9B and S10B). Neurons in the nodose and jugular ganglia sense mechanical and nociceptive information from the periphery and relay this information to the CNS. 

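*Piezo2*, the stretch-gated channel of touch neurons, and *Trpv1*, the heat and capsaicin channel of pain neurons, peaked in different clusters. *Piezo2* reached 3162 CPM (3035 to 3292) in jugular-like cluster 9, where every neuron had it even after thinning, and 1075 CPM in jugular-like cluster 6. As a class, jugular-like neurons held 1177 CPM and nodose-like neurons 347 CPM, in the same order under all 7 alternatives and against 475 CPM in non-neural nuclei. The remaining jugular-like cluster, 8, lay below both the nodose-like class and the non-neural nuclei by CPM. *Trpv1* was highest in clusters 8 (420.3 CPM, 385 to 458) and 7 (291 CPM, 265 to 319). In nodose-like neurons it stood at 109 CPM, 2.12 times the non-neural level and 1.71 to 2.53 times under the alternatives. Which class had more *Trpv1* depended on the clustering: jugular-like neurons in the main setting (137 CPM), nodose-like neurons at both other resolutions and with fewer components and variable genes. *P2ry1*, for an ATP receptor, led in cluster 9 as well (132 CPM against 40.2 CPM in non-neural nuclei). *Gfra1*, a receptor part for the growth factor GDNF, was far higher in myelinating glia (1464 CPM) than in any neuron cluster. *Ptgfr*, for a prostaglandin receptor, stayed below the non-neural level by CPM in both classes (7.44 CPM and 2.42 CPM against 19.8 CPM). Of 8 sensor genes, 8 were seen in at least 10% of nodose-like and 7 of jugular-like neurons (2 and 3 after thinning). *Piezo2* lies on chromosome 18 from 63010213 to 63387183.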

Altogether, 10/26 neuron clusters were identified as mechanosensors, 10/26 as nocisensors, and 6 as a mix of the two (Figures S9C and S10C).

Finally, nodose and jugular neurons communicate information from different organs to the brain. Using transcriptomic signatures, we used marker genes established by Zhao et al.^40^ and Bai et al.^24^ to provisionally predict the organ each neuronal population innervated and calculated the proportion of cells expressing these marker genes in every neuronal cluster. These signatures suggested that of the 5 jugular neuronal clusters, JGN3 is likely to transduce information from the gut, JGN5 to innervate the lungs, and the other 3 jugular clusters to have a broader projection pattern. 

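Some of the genes used to predict target organs differed between jugular and nodose neurons. *Runx1*, a transcription factor of nociceptive neurons, reached 667 CPM (643 to 691) in jugular-like and 92.5 CPM (86.1 to 99.3) in nodose-like neurons, against 286 CPM in non-neural nuclei. *Pou4f1*, a transcription factor of somatic sensory neurons, was also higher in jugular-like neurons (162 CPM against 48.0 CPM), as was *Sox4*, a transcription factor of developing neurons (50.7 CPM against 23.2 CPM). *Etv1*, a transcription factor (285 CPM against 41.6 CPM), and *Esr1*, the estrogen receptor (95.0 CPM against 13.0 CPM), were higher in nodose-like neurons. These 5 directions held under all 7 alternatives. *Zfhx3*, a transcription factor, and *Rab15*, for a vesicle traffic protein, leaned to jugular-like neurons by less (nodose over jugular 0.622 to 0.993 and 0.696 to 0.966 under the alternatives). Of the other transcription factors, *Tbx3* (2.78-fold, 2.35 to 3.31) and *Nhlh2* (5.40-fold, 2.98 to 10.7) were higher in nodose-like neurons and *Ebf3* in jugular-like neurons (232 CPM against 119 CPM) under all alternatives, *Mef2c* (1.16-fold, 1.04 to 1.29) turned round at the lower and the higher resolution, and *Klf4* was rare (1.32% of nodose-like neurons). *Caln1*, for a calcium-binding protein, was close in both classes (15.0 CPM and 13.2 CPM, a ratio of 0.558 to 2.20 under the alternatives). Of 15 organ genes, 12 were seen in at least 10% of nodose-like and 11 of jugular-like neurons, and 7 and 6 after thinning. The highest shares were those of *Zfhx3* (78.8% of nodose-like and 92.9% of jugular-like neurons, 53.4% of non-neural nuclei) and *Runx1* (96.4% of jugular-like neurons, 35.9%). *Runx1* lies on chromosome 16 from 92601466 to 92826149.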

With regard to nodose neurons, the signatures suggested that it was likely that NGN7 innervates the pancreas, NGN15 the heart, NGN21 the jejunum/ileum, and NGN12 the duodenum (Figures S9D and S10D). Previously reported gene markers for vagal afferents innervating the gut^24^ were also expressed in another 8 nodose neuronal clusters, which we also classed as likely projecting to the gut. An additional 9 nodose neuronal clusters expressed gut marker genes and organ projection marker genes to one or more other organs and were thus classified as having broad projections. However, while others have verified these marker genes using tracing studies,^15^ we have not done so for the specific clusters identified in our analyses, and they must therefore be taken as provisional until such experimental verification is completed.^18^^,^^28^^,^^29^

### Exploring potential vagal to hindbrain pathways

Afferent vagal neurons synapse with neurons of the dorsal vagal complex (DVC) in the hindbrain, predominantly in the nucleus tractus solitarius (NTS) and the area postrema (AP).^27^^,^^51^ To identify possible interneuronal communications between the nodose ganglia neurons and neuronal populations within the hindbrain, we employed CellChat^52^ to explore possible ligand-receptor interactions between NodoMap and a previously published single-cell transcriptomic dataset of the mouse hindbrain.^53^ We identified a total of 54 potentially enriched pathways (32 of which are annotated as non-protein signaling or secretory signaling) signaling in the biologically relevant direction (nodose to hindbrain neurons; Table S14). To categorize signaling pathways based on how many neuron types they are signaling from/to, we classified pathways as having a “many” relationship if the number of source or target clusters was greater than 25% of the total clusters (and if less than 25%, then this was a “few” relationship). In this instance, we identified 28 potential pathways with many-to-many nodose-to-hindbrain neuronal connectivity, 12 pathways with a few-to-many relationship, 5 with a many-to-few relationship, and 9 with a few-to-few relationship.

As expected, a common signaling pathway from all nodose neuronal clusters to all hindbrain neuronal clusters was glutamatergic signaling, with no GABAergic signaling identified between the two regions.^54^^,^^55^^,^^56^ We investigated whether the analysis identified signaling pathways that might represent previously identified connections between nodose neurons and DVC neurons. Bai et al.^24^ demonstrated signaling between Oxtr+ nodose neurons innervating the gut and hindbrain ppg neurons. 

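*Oxtr*, for the oxytocin receptor, was sparse in this library and concentrated in a nodose-like cluster. It was seen in 24 of 929 neurons (2.58%, 1.66 to 3.82) and in 0.324% of non-neural nuclei. By class it was seen in 3.75% (2.20 to 5.94) of nodose-like and 1.79% (0.370 to 5.13) of jugular-like neurons. Cluster 4 was the only cluster above 10%, with 12 of 101 neurons (11.9%, 6.29 to 19.8) at 5.52 CPM (2.94 to 9.43). Shallow cluster 1 had a like CPM (5.67 CPM, 1.54 to 14.5) from 3 of 174 neurons. After thinning, 3.06% of cluster 4 and 0.226% of non-neural nuclei held it. With so few UMIs, a cluster of this size is resolved only roughly. *Oxtr* lies on chromosome 6 from 112473683 to 112489943.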

In NodoMap, we identify 2 nodose neuronal clusters with >10% Oxtr expression, which were also labeled as mechanosensors and annotated to have broad projections: NGN6 and NGN17. CellChat identified that these clusters might communicate with ppg neurons via several signaling pathways, including glutamatergic signaling (Table S14). To focus on nodose-to-AP/NTS-specific signaling pathways, we identified six neuronal clusters in the hindbrain dataset that were highly likely to originate from the AP or NTS, based on expression of AP/NTS-specific marker genes (see STAR Methods). One pathway of particular interest was tachykinin (TAC) signaling, which highlighted 4 potential nodose neuronal source clusters—NGN10, NGN12, NGN14, and NGN16—and 4 potential target clusters in the hindbrain neuronal dataset (few to few, Figure S11A). 

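By cluster, *Tac1* was richest in jugular-like neurons that also carry *Gfra3*, the receptor part for the growth factor artemin. Jugular-like cluster 8 held 447 CPM (410.5 to 485), and the unnamed cluster 2 came next with 212 CPM. Of the nodose-like clusters, cluster 1 (188 CPM, 158 to 223) was above the non-neural nuclei (133 CPM) and clusters 4, 5, 7 and 10 were not (47.3 to 110.3 CPM). These 4 clusters were far deeper, with medians of 19759 to 28920 UMIs against 3002 in cluster 1 and 2030.5 in non-neural nuclei. Their lower CPM thus does not mean fewer *Tac1* UMIs per nucleus. In 126 neurons with UMIs of both *Gfra3* and *Tmem255a*, label genes of a *Tac1* cluster, *Tac1* was 3.36-fold (3.10 to 3.65) higher than in the other 803 neurons (medians of 36280.5 and 11651 UMIs). More than 50% of neurons had it in 8 of 11 clusters, 4 of them nodose-like, and in none after thinning. The hindbrain nuclei were not analysed here. *Tac1* lies on chromosome 6 from 7554879 to 7565834.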

All four of these nodose clusters have the potential to signal to a specific neuronal population in the DVC: HB_NE_Gcg/Prlr, likely to be GLP-1-producing neurons known to be involved in modulation of appetite,^57^ and all 4 were predicted to innervate either the duodenum specifically or the gut more generally (Figure S9D), highlighting a possible gastrointestinal-nodose-DVC signaling pathway via *Tac1/Tac1r*.^58^^,^^59^ This aligns with previous reports that GLP-1-producing neurons in the nucleus of the solitary tract are directly innervated by vagal afferents.^60^ Additionally, energy-homeostasis-associated gene (*Enho*) signaling was identified with a few-to-many signaling relationship (Figure S11B). *Enho* encodes the small peptide Adropin, reported to bind and signal via the G protein-coupled receptor 19 (*Gpr19*).^61^^,^^62^ All nodose neuronal clusters expressed at least some levels of *Enho*, with potential target clusters in the hindbrain including HB_NE_Tbx20/Prph, thought to be NTS specific due to its expression of transcription factor *Phox2b*. 

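*Enho* UMIs turned up in every neuron cluster at a low level. Shares of neurons ran from 12.5% in cluster 11 to 60.3% in cluster 3, the deepest cluster, with 28.5% (24.4 to 32.9) of nodose-like neurons and 6.80% of non-neural nuclei. Relative to all RNA, neurons held 26.5 CPM (24.3 to 28.8) and non-neural nuclei 27.0 CPM (19.7 to 36.1), a ratio of 0.982 (0.723 to 1.36) and 0.899 to 1.32 under the alternatives. Per nucleus, neurons held 0.575 UMIs and non-neural nuclei 0.0728, so neurons held more per nucleus but not relative to all RNA. Cluster 2 stood above the rest at 69.8 CPM (56.3 to 85.5). *Gpr19*, the reported receptor gene, reached 16.9 CPM in nodose-like, 14.3 CPM in jugular-like and 11.4 CPM in non-neural nuclei. UMIs per nucleus were added as a measure after the data had been seen. *Enho* lies on chromosome 4 from 41638144 to 41640324.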

A list of all identified potential signaling pathways, their ligands and receptors, source and target clusters, and their classifications is shown in Table S14. However, anatomical mapping studies are required to determine how many of these putative cellular connections reflect actual physiological signaling pathways.

### The effects of fasting on nodose neurons

The vagus nerve plays a crucial role in the gut-brain axis, regulating feeding behavior in response to food ingestion.^20^^,^^24^^,^^63^ Fasting has previously been reported to alter the expression of specific genes associated with energy homeostasis in the nodose ganglia,^31^^,^^34^^,^^64^^,^^65^ but the changes occurring in individual neuronal types are largely unknown. We performed snRNA-seq on the nodose ganglia of mice fasted overnight and compared the expression profile to that from *ad libitum*-fed mice, using data from 598 nuclei from overnight fasted mice and 1,126 from *ad libitum*-fed animals. These nuclei were distributed across nearly all of the clusters we identified across the five datasets (50 out of 52 clusters, with no nuclei found from the MGC6 and NGN20 clusters) (Figures 2A and 2B). 

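Every broad class of the atlas except the other glia had a named counterpart among the 3039 nuclei kept here. The marker lists held no class for other glia, so the naming could not return it. An unnamed cluster of 122 nuclei was nearest to satellite glia, with 7 supporting markers. The study's own table for its nuclei gives the paper's counts as 507 nodose and 258 jugular neurons, 375 satellite and 159 myelinating glia, 288 fibroblasts, 61 hematopoietic cells, 54 endothelial cells and 22 other glia. Here the counts were 453 nodose-like and 168 jugular-like neurons with 308 neurons unnamed, and 472, 188 and 376 nuclei like satellite glia, myelinating glia and fibroblasts. The nuclei could be divided only by tag pool, and only for the part of the tag table used here. In the 3 pools that this part covers in full, with 848, 405 and 193 nuclei kept, jugular-like neurons made up 33.9%, 31.8% and 31.9% of the named neurons, and neurons 37.0%, 35.3% and 33.7% of nuclei. The jugular-like share in the first of them moved to 17.2% at the lower clustering resolution, 46.3% at the higher one and 49.2% with doublets kept. The pools differ in feeding state and side in a way that is not given in the sources used here, so no value by feeding state was computed.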

As expected, fasting did not alter cell cluster identity, but differential gene expression analysis within each nodose neuronal cluster identified a number of genes upregulated or downregulated in specific nodose neuronal populations by fasting (Figure 2C; Table S5). NGN2, NGN5, NGN8, and NGN10, which are all predicted to project to the gut or to have broad projections including the gut, appeared particularly transcriptionally sensitive to fasting. NGN2 and NGN10 had the greatest number of genes downregulated, and NGN8 and NGN5 had the greatest number upregulated in response to fasting. These changes included the upregulation by fasting of the gene encoding amyloid-like protein 1 (*Aplp1*) in the NGN2 cluster, which has been implicated in the modulation of glucose and insulin homeostasis,^66^ and the downregulation of the gene encoding the metabotropic glutamate receptor 8 (*Grm8*) in NGN10 (Figures 2D–2G). Examining specifically the expression of gastrointestinal and pancreatic hormone receptors and nutrient-sensing transporters and receptors, cholecystokinin B receptor (*Cckbr*) was downregulated in NGN1 by fasting, while glucagon-like peptide-1 receptor (*Glp1r*) was upregulated by fasting in NGN14 (Figures S12 and S13; Table S5). Ingenuity Pathway Analysis of the altered expression profiles in NGN2, NGN5, NGN8, and NGN10 found diverse signaling and metabolic pathways were altered in specific clusters, including the upregulation of stress-sensitive pathways such as the eukaryotic initiation factor 2 (*Eif2*) signaling and the response of eukaryotic translation initiation factor 2α kinase 4 (EIF2AK4/GCN2) to amino acid deficiency in NGN5 and the upregulated AMPK signaling in NGN10 (Figure 2H; Table S7).

**Figure 2:**
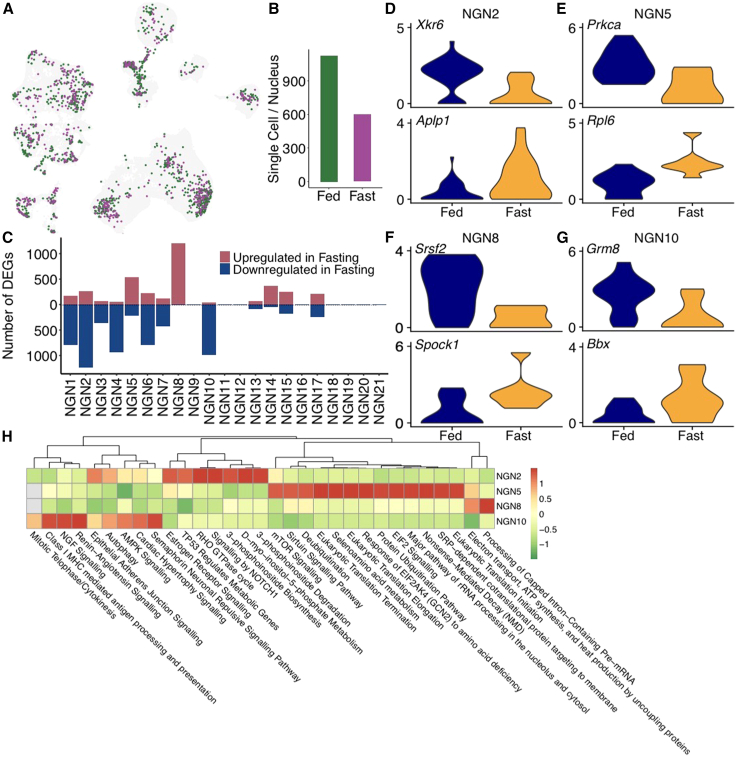
The effects of fasting on nodose ganglion neuronal gene expression (A) A UMAP plot with cells from *ad libitum*-fed (green) and overnight-fasted (pink) mice highlighted. (B) The number of nuclei originating from *ad libitum*-fed and overnight-fasted mice. (C) The number of significantly upregulated (red) and downregulated (blue) genes in each nodose neuronal cluster in response to overnight fasting (*p* < 0.05). (D–G) The top upregulated and downregulated genes in NGN2, NGN5, NGN8, and NGN10 in fasted animals, selected based on specificity scores and their expression levels (see STAR Methods). (H) The top 10 pathways that were enriched in the top 4 transcriptionally sensitive nodose neuronal clusters (see STAR Methods).

### Differences between left and right nodose neuronal gene expression

Current literature suggests functional differences in the left and right nodose ganglia, with, for example, the left nodose ganglion thought to be more involved in distension-induced satiety and the right nodose ganglion having a greater role in food preference.^27^ Differential gene expression was analyzed using in-house data and Buchanan et al.,^37^ totaling 11,032 cells or nuclei from the left nodose and 8,411 from the right nodose ganglia (Figures 3A and 3B), distributed across all 52 clusters (Figure 3A). Similar numbers of cell clusters and neighborhoods were observed in both left and right ganglia (Figures 3C–3J). However, all clusters showed differential expression of specific genes between left and right ganglia (Figure 3K; Table S6). In particular, clusters NGN3, NGN9, NGN16, and NGN18 had 1,418, 1,929, 1,714, and 1,278 significantly differentially expressed genes (DEGs), respectively (Figures 3K–3O). Examining once again the expression of gastrointestinal and pancreatic hormone receptors and nutrient-sensing transporters and receptors, cannabinoid receptor 1 (Cnr1), insulin receptor (Insr), and the solute carriers Slc5a3, Slc5a5, and Slc5a7 were significantly enriched in left compared to right nodose ganglia in NGN9 (Figures S14 and S15; Table S6). Pathway analysis on the DEGs in NGN3, NGN9, NGN16 and NGN18 identified a number of signaling pathways enriched in left or right nodose neurons. For example, oxidative phosphorylation and respiratory electron transport were significantly upregulated in right nodose neurons in the NGN3 clusters, indicating the right ganglia may be considered more nutrient sensitive. Glutaminergic receptor signaling pathways, the insulin secretion signaling pathway, and serotonin receptor signaling were significantly enriched in right nodose neurons in the NGN9, NGN16, and NGN18 clusters, respectively (Figure 3P; Table S8).

**Figure 3:**
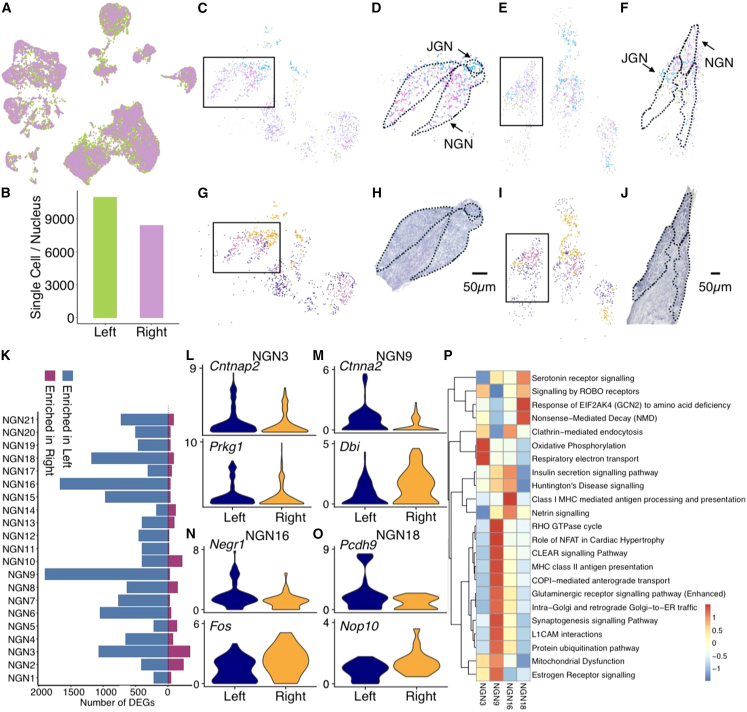
Differences in gene expression between the left and right nodose ganglia (A) A UMAP plot highlighting cells that originated from left nodose ganglia (green) and right nodose ganglia (lilac). (B) The number of cells from left or right nodose ganglia within the dataset. (C and D) RCTD mapping of snRNA-seq clusters on 3 left nodose ganglion sections on 1 tile, with (D) showing a zoomed-in image of the highlighted region in (C). Regions containing nodose or jugular neurons are highlighted. (E and F) RCTD mapping of snRNA-seq clusters on 3 right nodose ganglion sections on 1 tile, with (F) showing a zoomed-in image of the highlighted region in (E). Regions containing nodose or jugular neurons are highlighted. (G) Neighborhoods identified in the left nodose ganglia, with NGN neighborhoods labeled in pink, NGN/glia neighborhoods highlighted in purple, and JGN neighborhoods highlighted in orange. (H) Hematoxylin-stained near-adjacent tissue section of the nodose ganglia highlighted in the box in (C) and (D). NGN and JGN regions are highlighted by dotted lines. (I) Neighborhoods identified in the right nodose ganglia, with NGN neighborhoods labeled in pink, NGN/glia neighborhoods highlighted in purple, and JGN neighborhoods highlighted in orange. (J) Hematoxylin-stained near-adjacent tissue section of the nodose ganglia highlighted in the box in (E) and (F). NGN and JGN regions are highlighted by dotted lines. (K–O) DEG analysis comparing left vs. right in nodose neuronal clusters. Some clusters displayed particularly high numbers of DEGs (*p* < 0.05). NGN3, NGN9, NGN16, and NGN18 had 1,418, 1,929, 1,714, and 1,278 significantly DEGs, respectively, with (L–O) showing the top genes enriched in left/right in each of these 4 clusters. (P) Pathway analysis on the DEGs (*p* < 0.05) in the top 4 transcriptionally sensitive nodose neuronal clusters.

### Jugular neurons

In accord with previous analyses, jugular neurons organized into fewer clusters than nodose neurons.^30^ 

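*Prdm12*, a transcriptional regulator required for pain-sensing neurons, was a jugular gene in the nuclei of this study. It reached 159 CPM (148 to 171) in jugular-like and 22.0 CPM (18.9 to 25.4) in nodose-like neurons, 7.24 times higher, and 2.80 to 6.41 times under the 7 alternatives. It was seen in 91.7% (86.4 to 95.4) of jugular-like and 29.4% (25.2 to 33.8) of nodose-like neurons, against 10.0% (7.78 to 12.7) of non-neural nuclei (40.8 CPM). After thinning the shares were 20.2%, 3.46% and 7.01%. Per nucleus, nodose-like neurons held 0.404 UMIs and non-neural nuclei 0.110, so it is left open how much of the nodose share is free RNA. Clusters 6, 8 and 9 held 177, 132 and 145 CPM. Among the unnamed clusters, cluster 11 was as high (199 CPM, 128 to 297) and clusters 2 and 3 lay between the classes (78.8 and 91.0 CPM). *Prdm12* lies on chromosome 2 from 31640037 to 31655795.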

Jugular neurons were identified by enriched expression of Prdm12^30^ and formed five clusters distinct from the nodose clusters (Figures 4A and 4B) and defined by enrichment of individual genes (Figure 4C). 

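*Trpm8*, the channel gene that answers to cold and menthol, was concentrated in 1 jugular-like cluster. Cluster 8 held 1038 CPM (982 to 1096), and the next highest cluster, nodose-like cluster 7, 59.2 CPM. It was seen in 50% (36.6 to 63.4) of the neurons of cluster 8 and 29.3% after thinning, against 4.53% and 2.94% of non-neural nuclei. As a class, jugular-like neurons held 289.9 CPM and nodose-like neurons 17.5 CPM, with jugular-like neurons higher under all 7 alternatives. In 123 neurons with UMIs of both *Foxp2* and *Cdh8*, the other label genes of the atlas cluster, *Trpm8* was 31.0-fold (26.2 to 37.0) higher than in the other 806 neurons (medians of 39395 and 11610 UMIs). Over all its neurons, cluster 8 also led the neuron clusters in *Trpv1*, *Calca* and *Tac1*, genes of pain and irritation. Only 50% of its neurons had a *Trpm8* UMI, so these values need not be those of the neurons with *Trpm8*. Which neurons of the cluster held them was not examined. *Trpm8* lies on chromosome 1 from 88277661 to 88389293.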

Interestingly, JGN5 expressed the cold and menthol receptor Trpm8, thought to be involved in esophageal vagal sensory signaling.^67^ Jugular neuron clusters also showed a number of DEGs in response to fasting and between the left and right ganglia (Figures 4D–4I), though the numbers of DEGs were lower than in nodose neurons. The JGN1 and JGN5 clusters showed the highest number of significantly downregulated (890) and upregulated (612) DEGs in response to fasting, respectively. The nutrient-sensitive and metabolism pathways altered in response to fasting in JGN clusters were similar to those observed in NGN clusters (Table S16). For example, the response of EIF2AK4 (GCN2) to the amino acid deficiency pathway was upregulated by fasting in JGN1, and the regulation of lipid metabolism by the PPARa pathway was upregulated in JGN5. It is interesting that both jugular neuronal clusters and nodose neuronal clusters, typically not thought to be involved in appetite or metabolic regulation, show extensive changes in gene expression in response to fasting. Such changes may reflect, for example, that fasting can change the circulating levels of neuronal trophic factors^68^^,^^69^^,^^70^^,^^71^ and cytokines,^72^^,^^73^^,^^74^^,^^75^^,^^76^^,^^77^^,^^78^ and it can also alter neuronal energy substrate use,^79^^,^^80^^,^^81^^,^^82^ all of which can alter nodose neuronal activity and gene expression in diverse neuronal populations.^16^^,^^19^^,^^83^^,^^84^^,^^85^^,^^86^^,^^87^^,^^88^^,^^89^^,^^90^^,^^91^ Thus, these effects may represent the broad effects of fasting on, for example, inflammation, growth, and metabolism. JGN1 also had the highest number (451) of DEGs enriched in the left ganglia, and JGN3 had the highest number (185) enriched in the right ganglia. Oxytocin and glutaminergic receptor signaling pathways were downregulated in left jugular neurons in JGN1, and nutrient-sensitive pathways, such as the response of EIF2AK4 (GCN2) to amino acid deficiency, were upregulated in right jugular neurons in JGN3 (Table S17).

**Figure 4:**
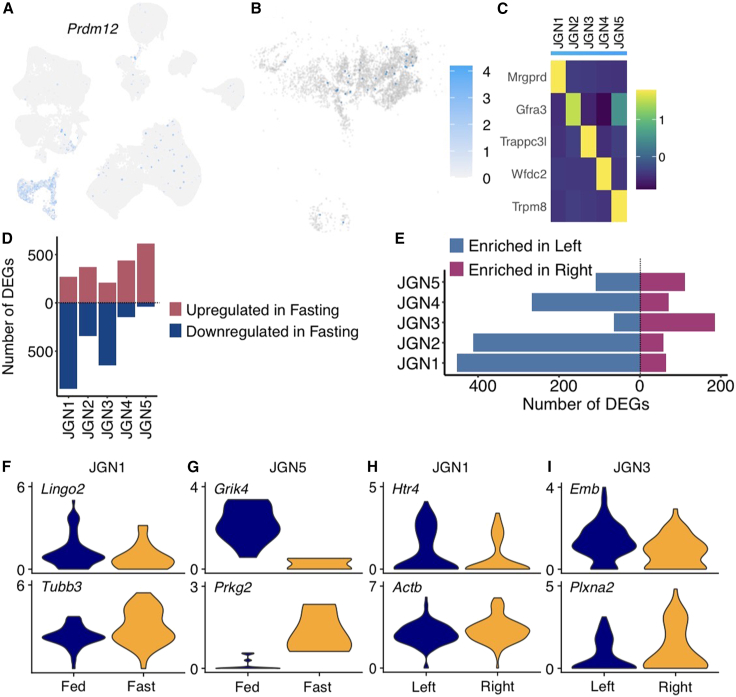
Overview of jugular neurons (A) UMAP plot highlighting expression of *Prdm12* in NodoMap (log_2_ scale). (B) Log-normalized expression of *Prdm12* in spatial transcriptomics dataset. Cells were colored by the same expression level scale bar as (A). (C) Heatmap showing scaled expression of five marker genes in jugular ganglion neuronal clusters. (D and E) Graph showing the number of statistically significantly DEGs (*p* < 0.05) in each jugular neuronal cluster (D) when comparing overnight fasting to *ad libitum*-fed (red: upregulated in fasting, blue: downregulated in fasting) (E) and left vs. right (red: enriched in right nodose ganglia, blue: enriched in left nodose ganglia). (F–I) Violin plots showing log-normalized expression of top DEGs in (F and G) fed and fasted animals and in (H and I) left vs. right nodose ganglia.

### Non-neuronal cells

Twenty-six clusters of non-neuronal cell types were identified in both the snRNA-seq and spatial transcriptomic datasets by the presence of the marker genes *Emcn* (endothelial cells), *Ebf2* (fibroblasts), *Ptprc* (hematopoietic cells), *Mpz* (myelinated glial cells), and *Fabp7* (satellite glial cells)^30^^,^^92^^,^^93^^,^^94^ (Figures 5A–5K). 

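Marker genes of vessel, connective tissue and blood cells fell in the classes they are meant to mark, and those of satellite glia were less selective. Clusters were made and named without them. *Emcn*, for an adhesion protein of small vessels, was seen in 63.1% of endothelial-like nuclei and 2.62% of others. *Ebf2*, a transcription factor of connective tissue, was seen in 85.1% of fibroblast-like nuclei and 19.5% of others. *Ptprc*, the CD45 gene of blood cells, was seen in 66.7% of macrophage-like and 77.4% of other immune nuclei. By CPM these genes were 117, 29.5, 110.4 and 133 times higher in their classes. The satellite glia gene *Fabp7*, for a fatty acid carrier, was 6.33 times higher and seen in 62.5% (58.0 to 66.9) of satellite glia-like nuclei against 30.3% of others. The study calls satellite glia by a share of 90% for *Fabp7* or *Apoe* or 96% for *Dbi*: *Apoe* passed (95.3%, and 83.2% of others), and *Fabp7* and *Dbi* (57.2%, and 52.0% of others) did not. For fibroblasts it asks for 30% for *Ebf2* and 70% for *Acta2*, a gene of contractile cells, and *Acta2* was in 0.532% of fibroblast-like nuclei.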

Again, specific cell types showed differential gene expression between fed and fasted states and between left and right ganglia (Figures 5L–5Q), though the number of genes with altered expression was typically lower than the number of genes altered in the neuronal clusters. Cluster MGC1 had the highest number of fasting downregulated DEGs (258), and SGC1 had the highest number of fasting upregulated DEGs (357). Intracellular transduction and myelination signaling pathways were either downregulated or upregulated by fasting across different non-neuronal clusters (Table S16). Comparing left and right ganglia, FB3 had the highest number (1,024) of enriched DEGs in the left ganglia, and FB4 the highest number (815) enriched in the right ganglia. Interestingly, estrogen receptor and insulin-like growth factor 1 signaling were both downregulated in the left ganglia of FB3. In contrast, both estrogen receptor- and cholecystokinin/gastrin-mediated signaling were enriched in the right ganglia of FB4 (Table S17).

**Figure 5:**
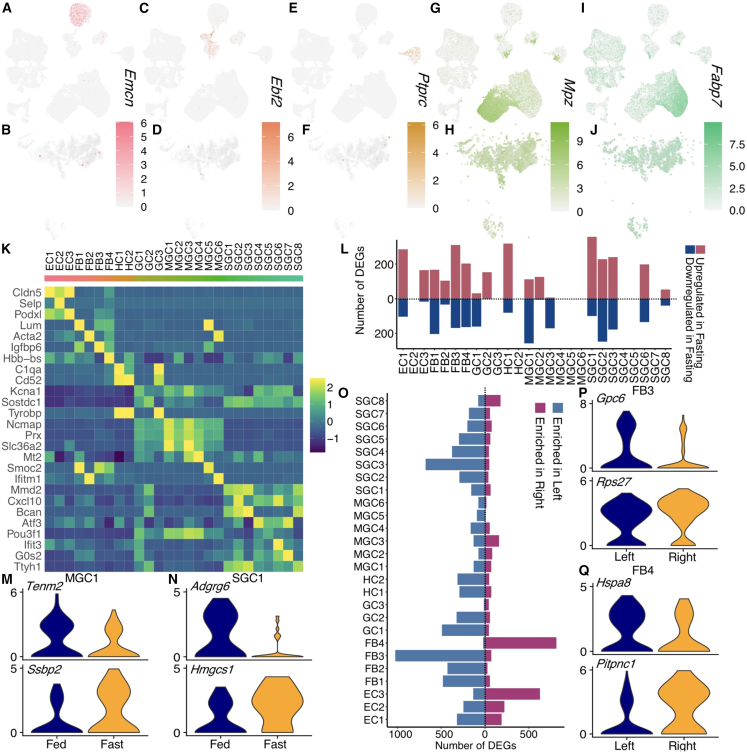
Overview of non-neuronal cells (A, C, E, G, and I) UMAP plot highlighting expression of non-neuronal cell markers in single-cell atlas (log_2_ scale) and (B, D, F, H, and J) a tile of the spatial transcriptomics dataset of 3 left nodose ganglia. For each marker gene, the cells were colored by the same expression scale bar (A and B: *Emcn*, endothelial cells [ECs]; C and D: *Ebf2*, fibroblasts [FBs]; E and F: *Ptprc*, hematopoietic cells [HCs]; G and H: *Mpz*, myelinated glial cells [MGCs); and I and J: *Fabp7*, satellite glial cells [SGCs]; if both MGC and SGC markers were presented in the clusters, they were labeled as glial cells [GCs]). (K) Heatmap with scaled expression of marker genes in non-neuronal clusters. (L) Number of significantly DEGs in fasting across all non-neuronal clusters (*p* < 0.05). (M and N) Violin plots showing top DEGs in the fasted state. (O) Number of significantly DEGs comparing left and right nodose ganglia across the non-neuronal clusters (*p* < 0.05). (P and Q) Violin plots with marker genes enriched in left or right nodose ganglia from the FB3 (P) or FB4 (Q) cluster.

## Discussion

We have harmonized multiple scRNA-seq/snRNA-seq datasets of the mouse nodose ganglia and aligned them with spatial transcriptomics data to create a tool for researchers interested in the physiological and pathophysiological roles of the vagus nerve. Research into vagal signaling has advanced significantly in the last decade,^24^^,^^26^^,^^55^^,^^56^^,^^63^^,^^95^ helped greatly by new molecular approaches, and we hope that NodoMap will facilitate further understanding of this major gut-brain pathway. Harmonizing data from multiple sources is likely to improve the resolution of cell classification, particularly for rarer populations.

NodoMap represents a significant advance over prior individual datasets in several respects. By integrating five independent datasets, we achieve substantially greater cell numbers than any single study, improving statistical power to detect rare cell populations and enabling robust identification of cluster-specific marker genes. The resulting atlas has refined resolution when comparing nodose ganglion neuronal clusters (e.g., NG14 and NG15).^30^^,^^37^ It includes 52 clusters, of which 26 are neuronal subtypes. Even though we have not had the opportunity to perform similar analyses on human tissue, evidence suggests that human nodose ganglia have characteristics similar to those in the mouse, including expression of key genes and overlapping functional pathways.^96^

The observation that all neuronal clusters exhibit differential gene expression between the left and right nodose ganglia is striking and extends prior reports of functional lateralization in vagal signaling.^26^^,^^38^^,^^39^^,^^97^ Left-right differences in vagal circuits have been documented at the level of connectivity, physiology, and behavior. The left vagus has been more strongly implicated in distension-induced satiety signals,^38^ while the right has been linked to nutrient preference and reward signals.^26^ Our data suggest that these functional differences may have a transcriptional basis, with hundreds of DEGs in some neuronal subtypes. These findings highlight the importance of treating the left and right vagus as distinct entities in experimental design and in interpreting vagal stimulation studies, where the choice of side may have significant consequences for functional outcomes.

CellChat analysis identified a number of potential signaling pathways between the vagus and the hindbrain. Although a number of specific vagal-brainstem pathways have been characterized,^55^^,^^98^ there are likely to be many more, with the role of, for example, 2-AG and prostaglandin^99^ synthesized in nodose neurons having been little examined and the roles of neuropeptide signaling from the vagus to the hindbrain also remaining largely unknown.

### Limitations of the study

We have based our classification of neuron innervation targets on the work carried out by Bai et al.^24^ and have not anatomically or functionally confirmed these pathways. While these previous data strongly suggest that the markers used are helpful for this classification, it is possible that not all neurons in a cluster target the assigned organs, and it is unclear how broad and heterogeneous the projection patterns of clusters with multiple organ innervation markers actually are. CellChat analysis likely overestimates possible connections, as the hindbrain dataset used will include many cells not innervated by vagal neurons. However, we hope that this analysis can suggest new pathways to investigate using functional studies. Future experiments using spatial transcriptomics analysis of the DVC, linked to tracing of vagal terminals, may help focus future projects on the most promising circuits.

The spatial transcriptomic analyses we have carried out were performed on a limited number of sections and ganglia, and while the major cell-type assignments were reproducible, the coverage of rarer populations in the spatial data was necessarily limited by the section sampling strategy. It is also possible that using snRNA-seq for our own dataset, rather than scRNA-seq, may result in underrepresentation of some transcripts, although both seem to capture the same cell clusters in comparable tissues.^42^ Finally, while NodoMap provides a rich transcriptional resource, the links between transcriptional identity and physiological function must ultimately be established through functional studies targeting the specific cell populations identified here.

In summary, NodoMap provides a rich resource for researchers studying vagal signaling. It is intended as a dynamic tool, regularly updated as new data come to light, and to be compared with any future equivalent analysis of the human nodose ganglia. We aim for NodoMap to provide a shared reference framework that facilitates the integration of findings across laboratories and experimental approaches and aids researchers seeking to interrogate specific vagal neuronal populations, identify molecular targets, or design genetically targeted experiments. NodoMap will thus hopefully support the discovery of new approaches to exploiting vagal signaling in a clinical context.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Kevin G. Murphy ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Raw sequencing files have been deposited at GEO: GSE296454. The four existing published datasets^24^^,^^30^^,^^37^^,^^40^ analyzed are deposited at GEO: GSE124312, GSE138651, GSE185173, and GSE192987. The NodoMap full dataset is available to explore on CellXgene here: https://cellxgene.cziscience.com/collections/982f9f44-031c-4c8c-91ee-dcaa53b10151. The RDS objects are available to download from the University of Cambridge APOLLO repository here: https://doi.org/10.17863/CAM.125125.
• The droplet-based 10× single-cell sequence reads of mouse nodose ganglia were downloaded using FASTQ-dump from the Sequence Read Archive prefetch toolkit (NCBI SRA v.3.0.0).
• Data used to construct figures are provided in Tables S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, and S19.
• All original code for the pre-processing, integration, and plotting of data has been deposited at GitHub and is publicly available at https://github.com/sc2470/NodoMap and at Zenodo at https://doi.org/10.5281/zenodo.20329018.

## Acknowledgments

The Section of Endocrinology and Investigative Medicine is funded by grants from the MRC, BBSRC, and NIHR and is supported by the NIHR Biomedical Research Centre Funding Scheme and the NIHR/Imperial Clinical Research Facility. The views expressed are those of the authors and not necessarily those of the MRC, BBSRC, NHS, NIHR, or Department of Health. K.G.M. is supported by 10.13039/501100000361Diabetes UK (18/0005886 and 20/0006295), the 10.13039/501100000268BBSRC (BB/W001497/1 and BB/X017273/1), the 10.13039/501100000265MRC (MR/Y013980/1), and the 10.13039/100010269Wellcome Trust (310835/Z/24/Z). S.C. was supported by the 10.13039/100009967British Society of Neuroendocrinology. B.Y.H.L. and G.S.H.Y. are supported by BBSRC Project Grant (BB/S017593/1) and the MRC Metabolic Diseases Unit (MC_UU_00014/1). Next-generation sequencing was performed at the IMS Genomics and Bioinformatics Core supported by the MRC (MC_UU_00014/5 and RGAG/542 MC_UU_00039), the Wellcome Trust (208363/Z/17/Z and RGAG/546 226800/Z/22/Z), and the 10.13039/501100022011Cancer Research UK Cambridge Institute Genomics Core.

## Author contributions

S.C. and G.K.C.D. were responsible for conceptualization, investigation, visualization, formal analysis, project administration, and the writing of the original draft. K.R., M.N., A.G.R., and P.P. were involved in investigation. G.A.B. contributed to visualization and formal analysis. B.Y.H.L. contributed to methodology, visualization, and formal analysis. G.S.H.Y. and K.G.M. were responsible for conceptualization, formal analysis, data curation, manuscript review and editing, supervision, and funding acquisition. All authors were involved in drafting the article or reviewing it critically for important intellectual content and gave final approval of the version to be published.

## Declaration of interests

B.Y.H.L. provides remunerated consultancy for Nuntius Therapeutics. G.S.H.Y. receives grant funding from Novo Nordisk and Amgen, Inc.; he also consults for both Novo Nordisk and Eli Lilly and Company.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

1M DTT	Sigma	CAT: 646563-10X
100% Triton X-100	Sigma	CAT: T8787-50ML
cOmplete EDTA-free protease inhibitor	Roche	CAT: 11873580001
RnaseIn	Promega	CAT: N2611
Superase.In	ThermoFisher	CAT: AM2696
Draq5	BioStatus	CAT: DR50200
Sucrose	Thermo Scientific	CAT: 419762500
2M KCl	Invitrogen	CAT: AM9640G
1M MgCl_2_	Invitrogen	CAT: AM9530G
1M Tris Buffer (pH 8.0)	Invitrogen	CAT: AM9855G
Optiprep (60%)	Sigma-Aldrich	CAT: D1556-250ML
Nuclease Free Water	Ambion, Invitrogen	CAT: AM9932
PBS	Invitrogen	CAT: AM9624
BSA	Sigma	CAT: A8412
Tissue-Tek O.C.T. Compound,	Sakura	CAT: 4583
Mayer’s Hematoxylin Solution	Sigma-Aldrich	CAT: MHS32

**Critical commercial assays**		

3′ CellPlex Kit (48 rxns)	10x Genomics	PN-1000261
Chromium Next GEM Single Cell 3′ Kit v3.1	10x Genomics	PN-1000269
Chromium Next GEM Chip G Single Cell Kit	10x Genomics	PN-1000127
Dual Index Kit TT Set A	10x Genomics	PN-1000215
Dual Index Kit NN Set A	10x Genomics	PN-1000243
Curio Seeker 3x3 kit	Curio Bioscience	SQ8002, K001, K002, K003
Nextera XT DNA Library Preparation Kit	Illumina, USA	FC-131-1024

**Deposited data**		

NodoMap - snRNASeq of mouse nodose ganglion	This paper	Apollo https://doi.org/10.17863/CAM.125125
NodoMap - Curio ST of mouse nodose ganglion	This paper	Apollo https://doi.org/10.17863/CAM.125125
An atlas of vagal sensory neurons and their molecular specialization	NCBI GEO	GSE124312
Genetic identification of vagal sensory neurons that control feeding	NCBI GEO	GSE138651
Single cell sequencing of the nodose ganglia	NCBI GEO	GSE185173
A molecular architecture of the vagal interoceptive system	NCBI GEO	GSE192987

**Experimental models: Organisms/strains**		

C57BL/6J mice	Charles River, UK	RRID: IMSR_JAX:000664

**Software and algorithms**		

sra-tools	NCBI SRA	Version 3.0.0
Cellranger	10xGenomics	Version 6.0.1
Scater	bioconductor https://bioconductor.org/packages/release/bioc/html/scater.html	Version 1.32.0
DropletUtils	bioconductor https://bioconductor.org/packages/release/bioc/html/DropletUtils.html	Version 1.20.0
scDblFinder	bioconductor https://bioconductor.org/packages/release/bioc/html/scDblFinder.html	Version 1.11.4
Seurat	CRAN https://github.com/satijalab/seurat	Version 4.31.1
Sctransform	CRAN	Version 0.3.4
Cluster	CRAN https://cran.r-project.org/web/packages/cluster/index.html	Version 2.1.6
Ingenuity Pathway analysis	QIAGEN	Year 2025
CellChat	https://github.com/jinworks/CellChat	Version 2.1.2
Spacexr	CRAN https://github.com/dmcable/spacexr	Version 2.2.1
ggplot2	CRAN	Version 3.4.2
patchwork	CRAN	Version 1.1.2
dplyr	CRAN	Version 1.1.2
scCustomize	CRAN	Version 1.1.2
scales	CRAN	Version 1.2.1
RColorBrewer	CRAN	Version 1.1–3
hdf5r	CRAN	Version 1.3.8
tidyr	CRAN	Version 1.3.0
cowplot	CRAN	Version 1.1.1
Curio seeker pipeline	Curio Bioscience https://knowledgebase.curiobioscience.com/bioinformatics/pipeline-install/	Version 1.0.4

**Other**		

2mL Dounce homogenizer	Sigma	D8938-1SET
Superfrost Plus Adhesion Microscope slides	Epredia	N/A

### Experimental model and study participant details

A total of twenty-six 7-week-old male C57BL/6J mice (Charles River, UK; RRID: IMSR_JAX:000664; twenty for snRNASeq and 6 for ST) were maintained on a 12hr light/dark cycle under a constant temperature (21°C–23°C) with free access to standard chow and water. Mice were group housed in ventilated cages and pathogen free facilities. All animals were acclimatised to the experimental procedures and randomised by body weight. For snRNASeq experiments, ten mice were fasted overnight for 16-h, and another ten mice were *ad libitum* fed prior to nodose ganglia extraction. Mice were randomly assigned to experimental groups by bodyweight.

All animal studies were performed according to the UK Home Office Animals Scientific Procedures Act 1986 (Project License No. PD75F462C) and approved by the Central Biomedical Services unit at the Hammersmith Campus, Imperial College London.

### Method details

#### Nuclei isolation

Mice were euthanized by decapitation at the same time of day and the nodose ganglia were immediately extracted and snap frozen on dry ice pooling overnight-fasted left, overnight-fasted right, *ad libitum* fed left, and *ad libitum* fed right nodose ganglia into four separate 1.5mL Eppendorf tubes. The pooled nodose ganglia samples were stored at −80°C before until nuclei isolation.

Each sample was separately homogenized in 500μL homogenization buffer (100μM DTT, 0.1% Triton X-100, 2x protease inhibitor, 0.4U/μL RNasin, 0.2U/μL Superase.In, 1μL/mL Draq5, and nuclei isolation medium (250mM sucrose, 25mM KCl, 5mM MgCl2, 10mM Tris buffer (pH 8.0) in nuclease-free water) in a 2mL Dounce homogenizer on ice using 10 strokes with pestle A and 10 strokes with pestle B. Samples were transferred to separate 1.5mL Eppendorf tubes and centrifuged at 900 r.cf. at 4°C for 10 min. The supernatant was carefully removed and pellets were each thoroughly resuspended in a 1:1 mixture of homogenization buffer and 50% Optiprep diluted in iodixanol dilution media (total volume 450μL per sample, final Optiprep concentration was 25%; 250mM sucrose, 150mM KCl, 30mM MgCl2, 60mM Tris buffer (pH 8.0), and nuclease-free water). These suspensions were then each carefully layered on top of separate 450μL 29% Optiprep diluted in iodixanol dilution medium in 2mL Eppendorf tubes and were centrifuged at 13,500 r.cf., at 4°C for 20 min to separate the nuclei and debris. The supernatant was removed, leaving the nuclear pellet. Pellets were resuspended in 1mL PBS containing 0.04% BSA.

#### Molecular tagging of nuclei

Resuspended samples were centrifuged at 900 r.cf. for 10 min at 4°C and supernatant was removed. Samples were resuspended in 100μL of different cell multiplexing oligo (CMO; from the 10X Genomics 3′ CellPlex kit) and incubated for 5 min at room temperature. The CMO is a feature barcode oligonucleotide connected to a lipid. After incubation, 1.9mL resuspension buffer (PBS with 1% BSA and 0.4U/μL RNasin) was added to each sample, and the mixture centrifuged at 900 r.cf. for 10 min, and then the supernatant was removed. Another 1mL resuspension buffer was added, the mixture centrifuged at 900 r.cf. for 4 min and then the supernatant removed, to remove any unbound CMO. Nuclei pellets were resuspended in 100μL resuspension buffer each and then combined. The pooled sample was centrifuged at 900 r.cf. for 10 min, the top 50μL of supernatant removed, and the pellet resuspended in the rest of the supernatant.

#### snRNASeq library preparation

The snRNASeq library was prepared according to the Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 (Dual Index) with Feature Barcode technology for Cell Multiplexing protocol. Nuclei were loaded onto the Chromium Chip G along with master mix, gel beads and partitioning oil and the chip was placed into the Chromium controller. In the machine, individual nuclei are encapsulated inside partitioning oil along with a single Gel Bead to form GEMs. Each Gel Bead contains oligonucleotides which consist of cell barcodes and unique molecular identifiers (UMI) and a poly(dT) tail which capture mRNA transcripts. A cDNA library is generated through reverse transcription; bead clean up and pre-amplification PCR. The cDNA library is then fragmented enzymatically amplified once more to create the final RNA sequencing library. The snRNASeq library was sequenced on a NovaSeq 6000 (Illumina, USA) at a minimum sequencing depth of 30,000 reads per nucleus.

#### Tissue preparation for spatial transcriptomics

After cervical dislocation, the left and right nodose ganglia from six mice were dissected and snap frozen on dry ice. Three nodose ganglia in the same orientation were placed on a single disposable base mold (Leica Biosystems, UK) and embedded by adding chilled bubble free optimal cutting temperature compound (Sakura 4583 Tissue-Tek O.C.T. Compound, USA). The samples, comprising 6 left nodose ganglia and 3 right nodose ganglia in total, were stored at −80°C until sectioned on a cryostat at −20°C into 10μm sections (Leica CM1950, Leica Biosystems, UK). The 10μm section was mounted to a pre-chilled 3mm by 3mm Curio Seeker tile slide (Curio Bioscience, USA) for high-resolution spatial transcriptomics.

The 10μm sections sliced before and after the section that was mounted on the Curio Seeker tile were mounted on Superfrost Plus Adhesion Microscope Slides (Epredia, UK) for haematoxylin (Sigma-Aldrich, MHS32) staining to visualise the sample morphology.

#### Spatial transcriptomics library preparation

The cDNA library was generated according to the Curio Seeker Spatial Mapping Kit (3x3) - User Manual for Fresh Frozen Tissues. Briefly, the tile with tissue mounted on was placed in an Eppendorf containing hybridization mix and incubated to allow for mRNA to hybridize to the barcoded poly (dT) oligos on the lawn of 10μm beads on the tile. Next, reverse transcription occurred to generate double stranded cDNA and the tissues were digested to release the beads into solution. cDNA was amplified, purified and quantified. Next, the Illumina sequencing platform compatible libraries were prepared by using the Nextera XT DNA Library Preparation Kit (Illumina, USA). The library was sequenced on Novaseq 6000 (Illumina, USA, Read1 = 50bp, Read2 = 50bp, Index1 and Index2 = 8bp).

### Quantification and statistical analysis

#### Dataset downloads

The droplet-based 10X single cell sequence reads of mouse nodose ganglia from 4 publicly available datasets^24^^,^^30^^,^^37^^,^^40^ were downloaded using FASTQ-dump from the sequence read archive prefetch toolkit (NCBI SRA version 3.0.0) (GSE124312, GSE138651, GSE185173, GSE192987).

#### Sequence alignment

Data was aligned to the mouse transcriptome (GRCm38 mm10, Ensembl 100) using the cellranger count function (version 6.0.1, 10X Genomics, USA). The same reference was used for all datasets (both accessed online, and data created in-house). Sample demultiplexing was performed as follows: Mapping of trimmed 15bp (fastx_trimmer 0.0.13) 10X Nextera CMO reads (R2) to the reference CMO sequences provided by 10X Genomics using bwa’s mem command (version 0.7.17). The aligned bam file was then annotated with cell barcodes (XC) and unique molecular identifiers (XM) extracted from R1 (fastx_trimmer 0.0.13) using fgbio AnnotateBamWithUmis command (version 1.5.1). Reads were then filtered to only those annotated with valid cell barcodes. Only cells with more than 150 valid CMO reads were retained for downstream analyses. 

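The tag reads could be followed for part of the library. The part of the study's tag table used here lists 1998 of its 4109 barcodes, and all 1998 are in the deposited matrix. Of them, 1458 passed the limits on genes, UMIs and mitochondrial share and also had more than 150 tag reads. The part covers pools 1 to 3 in full and stops within pool 4, so a nucleus missing from it has an unknown number of tag reads and was kept in the main results. Restricting the nuclei to those with more than 150 tag reads in this part, and then removing doublets, left 1371.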

The sample assignment and CMO counts are listed in Tables S17 and S18.

#### Dataset quality control

Scater (Version 1.32.0),^100^ DropletUtils (Version 1.20.0),^101^^,^^102^ scDblFinder (Version 1.11.4),^103^ and Seurat (Version 4.3.1)^104^ packages were used for data pre-processing: removing low quality cells and identifying and removing doublets, prior to integration. Datasets were filtered on an individual basis to identify and remove low quality cells based on a cut off for the number of genes, UMIs and percentage of mitochondrial genes per dataset. The cut-offs used for each dataset can be found in Table S10. 

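Applied to the deposited matrix, the limits of the study for its own nuclei acted mainly on depth. Of 4121 barcodes, 3883 had more than 600 genes, 3300 had more than 1000 and fewer than 100000 UMIs, and 4044 had less than 2% of UMIs from the 37 mitochondrial genes. Only 65 barcodes lay at or above the upper limit. All limits together left 3233 barcodes, and the median mitochondrial share of the nuclei kept was 0.388%, as nuclei carry few mitochondria. The deposited matrix is the filtered output of Cell Ranger, so the droplets it called empty are not part of it.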

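Droplets that hold a pair of nuclei were scored with scrublet in scanpy 1.11.5, which compares each barcode with simulated pairs, because scDblFinder was not used here. The threshold that scrublet set by itself called 0 of 3233 barcodes, so the 6% with the highest scores, 194 barcodes, were removed in its place, a change made after that result had been seen. Keeping all barcodes left 3233 nuclei instead of 3039.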

Doublets were identified and removed using scDblFinder. Metadata was added to each dataset, including the source of datasets, the age and the strain of mice, the position of nodose ganglia (left or right), and the nutritional status of the mice.

#### Batch correction and clustering

Datasets were integrated according to the Seurat integration pipeline for SCTranform normalised data. The pre-processed datasets were imported as a list, normalised using SCTransform (Version 0.3.4).^105^ The highly variable gene list was selected by ranking each gene based on the number of datasets it was deemed to be highly variable in. The integration method was iterative pairwise integration. After integrating all nodose ganglia cells/nuclei, batch-corrected datasets were clustered using the Louvain algorithm (FindNeighbors and FindClusters from Seurat Version 4.3.1^104^) and a quality control performed to check the count and feature reads of each cluster. Any clusters with obviously low counts/genes per cell were removed as low-quality clusters. The final integrated nodose single cell/nucleus data had a total of 55,399 genes and 106,436 cells or nuclei.

To optimize the clustering of the dataset, we clustered by computing the k-nearest neighbors based on a set of different number of principal components (PC = 30 to 60, incremental increase by 10), and ran Louvain clustering at differing resolutions (0.6–2, incremental increase by 0.2). The optimal number of clusters was selected based on the average silhouette width^106^ (ASW) of overall and *Phox2b* expressed clusters. *Phox2b* is a marker gene of nodose ganglia neurons (NGN).^30^ ASW measures the distance between cells in one cluster to the cells in the neighboring clusters with a range of [-1, 1]. The closer of ASW to +1, the more distant the cells are from the neighboring clusters, and the negative ASW suggests the cells are assigned to the wrong clusters. In summary, 1) 25,000 cells were randomly selected from the dataset analyzed for each PC and resolution; 2) their coordinates from 1 to 50 PCs were used to calculate the distances were calculated using the first 50 PCs between cells to generate a dissimilarity matrix. Silhouette widths were calculated based on the dissimilarity of cells using silhouette function from Cluster (Version 2.1.6)^107^; 3) step 1) and 2) were repeated five times and all silhouette widths averaged to get the overall ASW; 4) for cells calculated from the same PC and resolution, their overall ASWs were aggregated and averaged. The averaged overall ASW of each PC and resolution were plotted together into a line graph. Additionally, to identify the best clustering for nodose ganglia neurones, the following steps were performed: 5) the silhouette widths calculated and repeated from step 2) were aggregated by clusters and averaged to get the per-cluster ASW; 6) the per-cluster ASW of clusters with proportion of cells expressing *Phox2b* > 15% were recorded; 7) the *Phox2b* positive cluster ASWs were aggregated and averaged based on corresponding PCs and resolutions, and plotted as a line graph. Based on the overall and *Phox2b* positive clusters’ ASWs, the clusters generated using 50 PCs and resolution = 1.4 was regarded as the optimal model with a total of 53 clusters. (Figures S1B and S1C). After downstream quality assessment, one NGN cluster was identified to be a cluster of low-quality cells due to low gene expression and UMI/cell in comparison to other NGN clusters, low-level expression of the nodose neuron marker gene *Phox2b*, and relatively poorly defined marker genes. This cluster was removed from the atlas and downstream analysis was performed on this cleaned dataset, with a total of 52 clusters.

#### Defining cell types

The gene markers for neuronal cells were *Phox2b* for nodose ganglia neurons (NGN) and *Prdm12* for jugular ganglia neurons (JGN).^30^ For non-neuronal cells, *Emcn* was used for endothelial cells (EC),^30^ *Acta2* and *Ebf2* for Fibroblasts (FB),^92^ *Ptprc* for hematopoietic cells (HC),^93^ *Mpz* for myelinated glial cells (MGC),^94^ and *Apoe*, *Dbi*, and *Fabp7* for satellite glial cells (SGC).^30^ Additionally, a cluster was regarded as glial cells (GC) if the marker genes of MGC and SGC were both highly expressed (Table S11). The expression of each marker gene was visualized, and a histogram of expression levels was used to characterise cell clusters.

#### Differential gene expression analysis

To identify the marker genes for each cluster, the default setting of FindAllMarkers function from Seurat (Version 4.3.1)^104^ was used. The DEGs between two clusters of cells were defined by the Wilcoxon Rank-Sum test. Specificity score was calculated as in Steuernagel et al.^44^ to identify relevant markers for cluster annotation: the DEGs with the highest per cluster were used as cluster annotations. Genes starting with *Gm*-, ending with -*Rik*, or genes used by previous clusters were excluded as per.^44^

Differentially expressed genes in cells or nuclei from *ad libitum* fed or overnight fasted, or from left or right nodose ganglia, were identified using the FindMarkers function of Seurat (Version 4.3.1)^104^ with the Wilcoxon Rank-Sum test. The number of statistically significantly upregulated (*p* < 0.05; Average log_2_Foldchange >0) and downregulated (Average log_2_Foldchange <0) DEGs from each cluster were plotted.

#### Downstream pathway analysis

The ingenuity pathway analysis (IPA, QIAGEN, Germany) was used to identify pathways that were upregulated or downregulated under fed and fasted conditions, or what pathways were differentially regulated in the left or right nodose ganglia. The DEG lists used for pathway analysis were from the two NGN clusters with highest number of statistically significantly DEGs (*p* < 0.05) either upregulated (NGN5, NGN8) or downregulated (NGN2, NGN10) in fasting. Similarly, when comparing left to right nodose ganglia, the DEG lists were from the three NGN clusters with the highest number of statistically significantly DEGs (*p* < 0.05) enriched in left nodose ganglia (NGN9, NGN16, NGN18), and the cluster with the highest number of DEGs (*p* < 0.05) enriched in right nodose ganglia (NGN3). The pathways with top 10 -log(B-H *p* value) from each cluster were grouped and plotted into a heatmap.

#### Neurotransmitter/neuropeptide assignment

Neuropeptides and neurotransmitters were assigned to individual neuronal clusters based on a set of criteria similar to what was completed in Langlieb et al.^108^ For neurotransmitters, neuronal clusters were assigned neurotransmitter identity based on the percentage of cells in a cluster expressing marker genes required for the synthesis/transport of a neurotransmitter. In this instance, a threshold of 30% was used. If a cluster was not assigned any neurotransmitter identity, the expression of neurotransmitter related genes was inspected, and a neurotransmitter was manually assigned. Table S12 indicates the genes used to assign neurotransmitter identity to each cluster. For neuropeptides, expression was defined if over 30% of cells in a cluster had at least 1 transcript of the gene. Some neuropeptides were found to be highly expressed in all clusters, and so higher cut offs were chosen for these genes after manually inspecting a histogram of gene expression across all clusters. The following cut offs were used for high expressing genes: *Cartpt* > 60%; *Adcyap1*, *Calca*, *Calcb*, *Tac1*, *Bdnf* > 50%; *Gal* > 40%.

#### Assigning neuronal properties

The neuronal clusters were further characterised into different subtypes based on the expression level of sodium channels, mechanosensors and nocisensors, and the marker genes of neuronal fibers and neuronal projection to peripheral organs (Table S14).^24^^,^^30^^,^^40^

#### Cell-cell communication

CellChat (2.1.2)^52^ was used to investigate the enriched signaling pathways between mouse nodose ganglia and hindbrain neurons. We extracted neuronal clusters from Dowsett et al.^53^ and merged these with neuronal clusters from NodoMap to create a CellChat object with nodose and hindbrain neurons. We focused on 'Non-protein Signaling' and 'Secreted Signaling' pathways to look at neurotransmitter and neuropeptide interactions between nodose neurons and hindbrain neurons. Enriched pathways were subsetted to only include pathways that were signaling in the biologically appropriate direction (from nodose to hindbrain), and were split into classifications based the number of clusters each pathway was signaling from/to (many:many, many:few, few:many, few:few). For each enriched pathway, if the number of clusters it was signaling from or to was greater than 25% of the clusters from that region then it was classified as ‘many’. To focus on enriched pathways likely to be reaching regions within the dorsal vagal complex (DVC), expression of DVC-specific genes were inspected in clusters from the hindbrain snRNASeq dataset to highlight populations that are most likely from the area postrema, nucleus of the solitary tract, and dorsal motor nucleus of the vagus. We looked at expression of *Phox2b, Glp1r, Gcg, Dbh, Prlh, Gfral* and identified HB_NE_Ddc/Sctr, HB_NE_Tbx20/Prph, HB_NE_Gcg/Prlr, HB_NE_Ddc/Dbh, HB_NE_Gal/Dkk2 and HB_NE_Tfap2b/Olfr78 as DVC specific clusters, and so focused on ligand-receptor pairs that involved these populations.

#### Spatial transcriptomics pre-processing

After demultiplexing, STAR (version 2.7.5)^109^ was used to align the spatial RNA sequencing data to the reference transcriptome GRCm38 (mm10). Following Curio Seeker pipeline (version_2.0.0),^110^ the detected cell-associated barcodes, features, and the feature counts of every barcode were generated and saved as rds files for downstream analysis. Each dataset was filtered to keep the spot with more than 100 transcripts and 190 genes.

#### Integration of the spatial transcriptomics data of mouse left and right nodose ganglia

The integration of spatial transcriptomics datasets followed the same Seurat integration pipeline as the mouse nodose ganglia sc/snRNASeq data using sctransform (Version 0.3.4).^105^ The integrated nodose ganglia spatial transcriptomic data had 24,576 features/genes and 9,683 barcodes/spots.

#### Integration of snRNASeq and spatial transcriptomics data

To visualise the location of different cell types across the nodose ganglia, the Robust Cell Type Decomposition (RCTD)^47^ pipeline (spacexr, version 2.2.1) was followed. RCTD is a computational method that uses a sc/snRNASeq data as a reference to characterise the cell types in an ST dataset. From the integrated mouse nodose ganglia sc/snRNASeq dataset, the untransformed count matrix, the cell cluster information (PC = 50, resolution = 1.4), and the total number of counts/transcripts of each cell were extracted as the reference. In the integrated ST data, the spatial coordinates list, the untransformed count matrix, and the total number of counts of each pixel were used as the query. We ran the RCTD model with a gene cutoff of 0.0001, fc cutoff of 0.25, fc cutoff reg of 0.5, and UMI min sigma of 100 using spacexr (version 2.2.1),^47^ the cell cluster information from the reference was used to annotate every spot of the query.

#### Neighborhood analysis to identify spatial patterns in cell distribution

To identify spatial niches within the ganglia, neighborhood analysis was performed to identify which types of cells commonly appeared together. For each slice, all cells assigned ‘reject’ by RCTD were first removed, and a k-nearest neighbor (KNN) graph was constructed on the spatial coordinates of each cell (k = 15). For each cell neighborhood, weighted counts (inverse distance) of assigned cell types based on the singlet or doublet assignments were generated to create a celltypeXspatial barcode count matrix. If a cells neighbor was marked as a doublet by RCTD, each assignment was treated as a separate count with equal weighting. The new count matrices for each slice were then concatenated. This matrix was then scaled, regressing out any batch effects across slices, and clustering was run on 10 PCs at a resolution of 0.2 to identify four spatial niches. To identify what cell types were enriched in each niche, Seurat’s ‘FindMarkers’ function was run on the niches.

#### Statistics

Detailed statistical analyses are described in the sections respectively. For differential gene expression analysis, Seurat (Version 4.3.1)^104^ in R (Version 4.4.0) were used to perform the Wilcoxon Rank-Sum test. The specificity score calculation formula was adapted from Steuernagel et al.^44^ to define the marker genes of clusters.

## Supplemental information

Document S1. Figures S1–S15

Table S1. Dictionary

Table S2. Cell type

Table S3. Cluster marker

Table S4. Cluster cell

Table S5. Fed-fasted marker

Table S6. Left-right marker

Table S7. Fed-fasted Ingenuity Pathway Analysis nodose ganglia neurons

Table S8. Left-right Ingenuity Pathway Analysis nodose ganglia neurons

Table S9. Single-cell and single-nucleus RNA-seq metadata

Table S10. Spatial transcriptomics metadata

Table S11. Integrated dataset

Table S12. Cell types

Table S13. Neurotransmitter and neuropeptide data

Table S14. CellChat analyses

Table S15. Neuronal clusters

Table S16. Fed-fasted Ingenuity Pathway Analysis non-neuronal cells

Table S17. Left-right Ingenuity Pathway Analysis non-neuronal cells

Table S18. Cell CMO counts

Table S19. Cell barcodes for matching

Document S2. Article plus supplemental information

# Supplementary material for: NodoMap: A single-cell and spatial transcriptomic atlas of the mouse nodose ganglion
**Source:** Cell Press Blue. 2026 Jul 20;1(4):None. doi: 10.1016/j.cpblue.2026.100072
**Supplement:** Document S1. Figures S1–S15

Supplemental information

**NodoMap: A single-cell and spatial transcriptomic
atlas of the mouse nodose ganglion**

Sijing Cheng, Georgina K.C. Dowsett, Kara Rainbow, Mariana Norton, Anna G. Roberts, Phyllis Phuah, Gavin A. Bewick, Brian Y.H. Lam, Giles S.H. Yeo, and Kevin G. Murphy

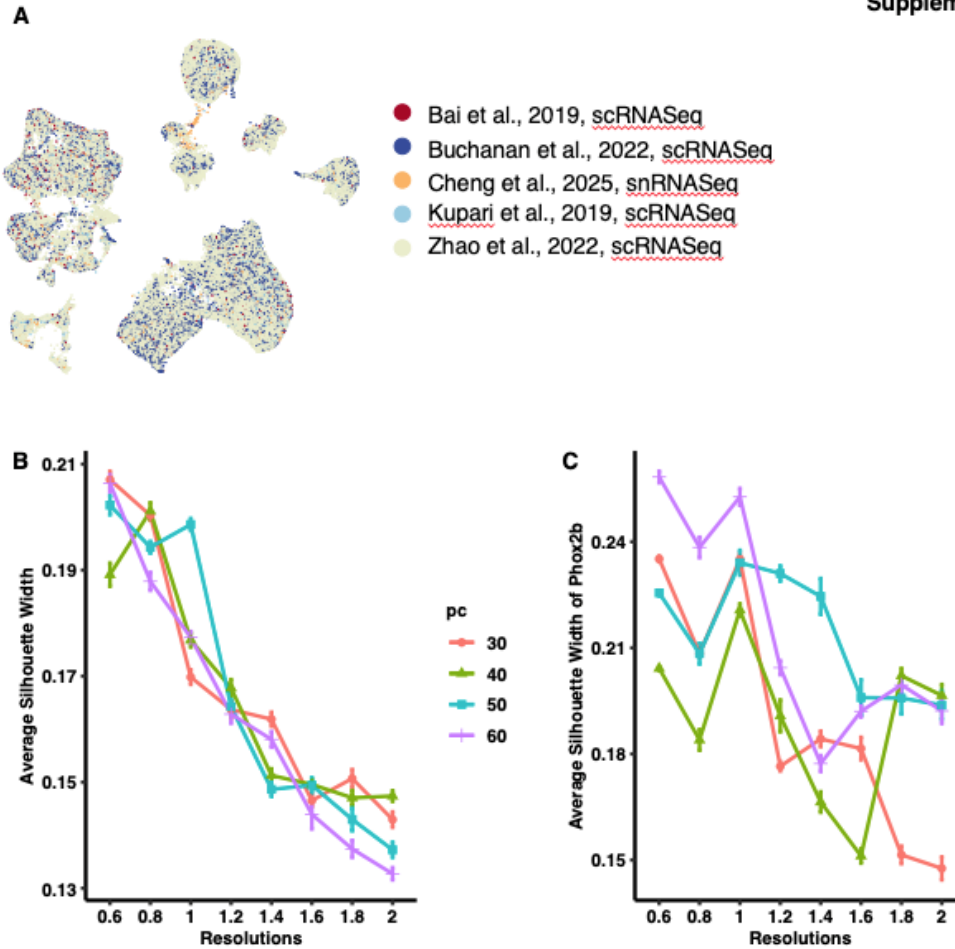

Supplementary Figure 1: Dataset integration quality control. **(A)** UMAP plot coloured by dataset. There were 1979 from Bai et al¹⁵, 17719 from Buchanan et al²⁸, 1724 from Cheng et al, 4,127 from Kupari et al¹⁴ and 80887 from Zhao et al³¹ single cells/nuclei used for downstream analysis. **(B-C)** Line plots of averaged average silhouette width score of all clusters **(B)** and *Phox2b* expressed clusters **(C)** from principal components (PCs) 30 to 60 (increment = 10) and resolutions 0.6 to 2 (increment = 0.2). Together with log-normalised expression of *Phox2b* (NGN marker) and *Prdm12* (JGN marker), single cell atlas defined under PC = 50 and resolution = 1.4 was regarded as the best clustering model.

Supplementary Figure 2

A

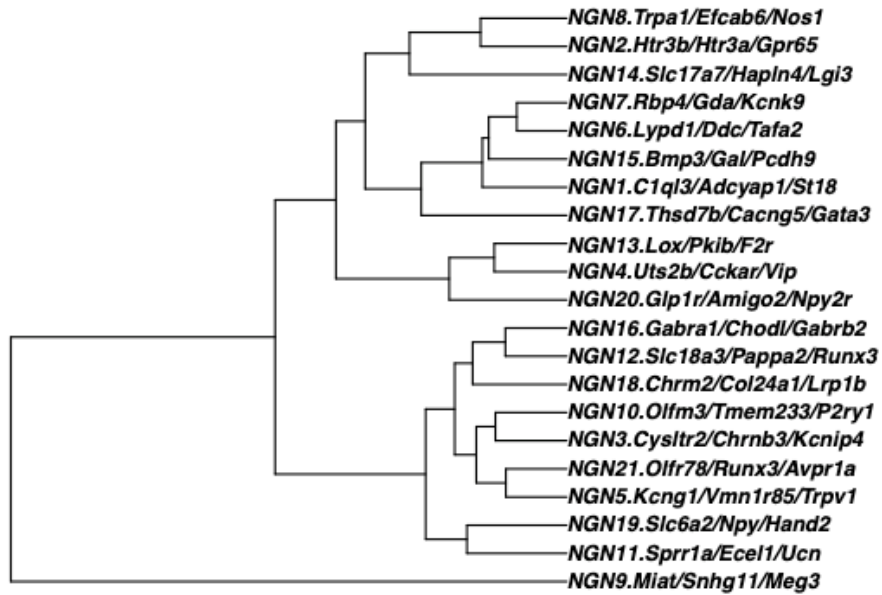

B

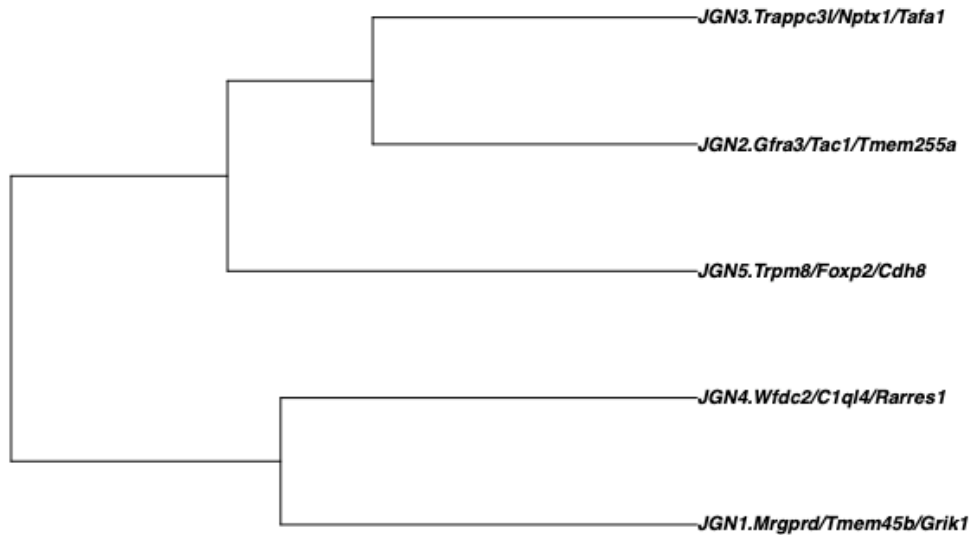

Supplementary Figure 2: Dendrograms of the neuronal clusters. **(A)** The phylogenetic tree plot of the 21 NGN clusters. **(B)** The phylogenetic tree plot of the 5 JGN clusters.

Supplementary Figure 3

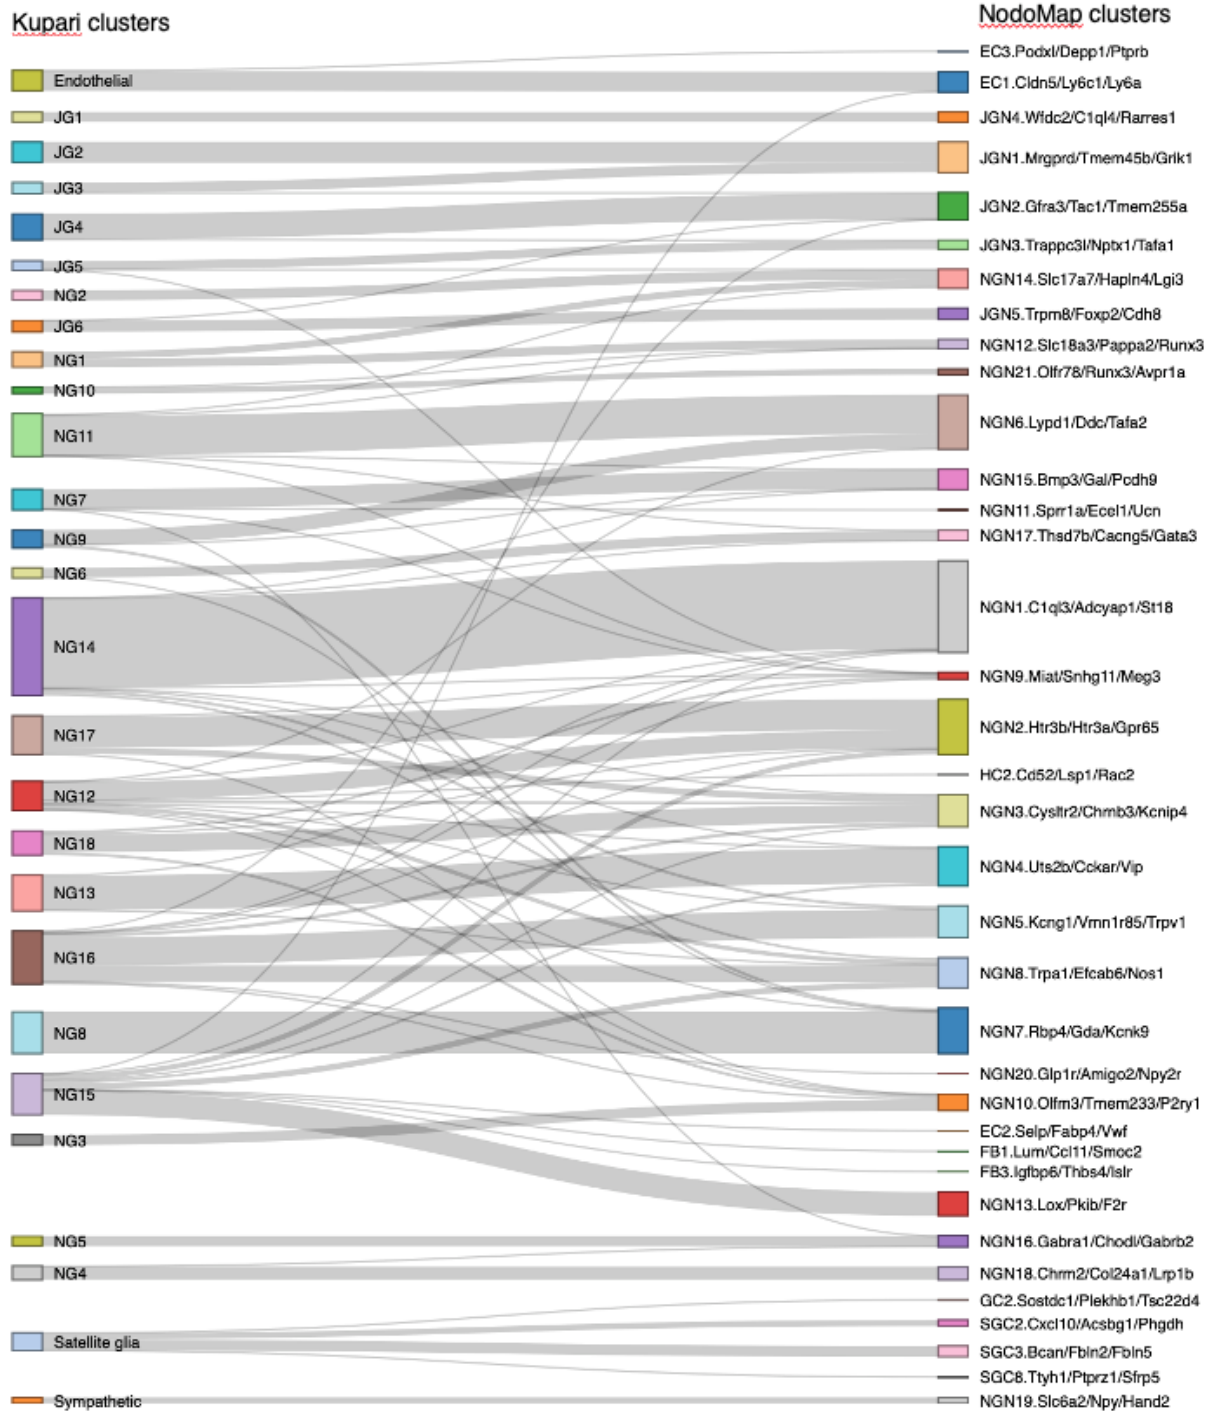

Supplementary Figure 3: Sankey plot highlighting the alignment of the cluster annotation from Kupari et al¹⁴ compared with the annotation based on all five datasets (Nodemap clusters).

Supplementary Figure 4

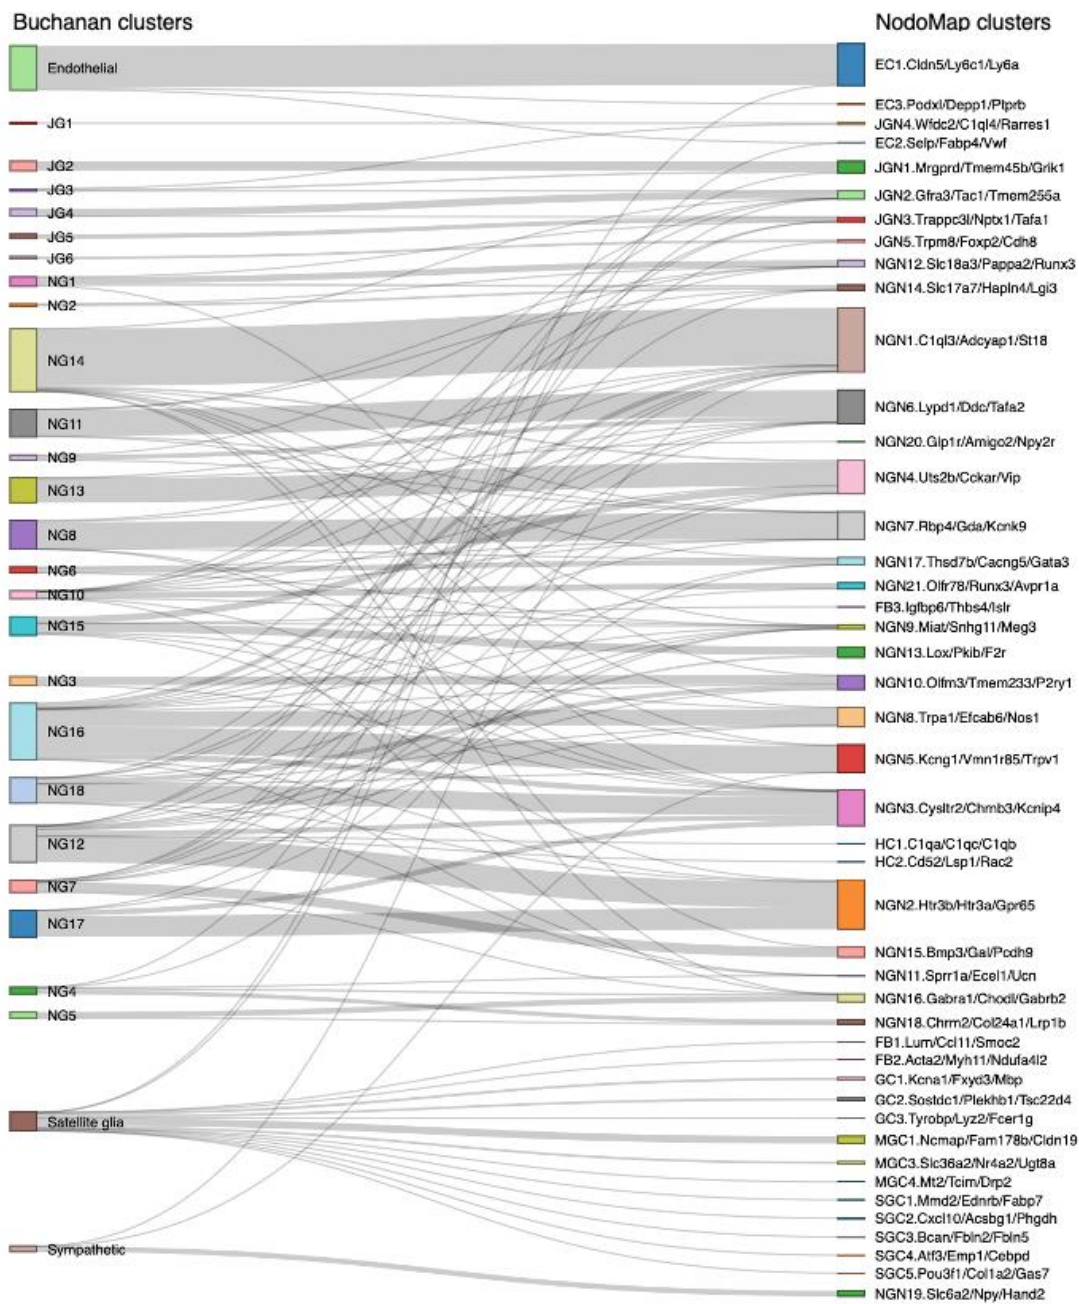

Supplementary Figure 4: Sankey plot highlighting the alignment of the cluster annotation from Buchanan et al²⁸ compared with the annotation based on all five datasets (NodoMap clusters).

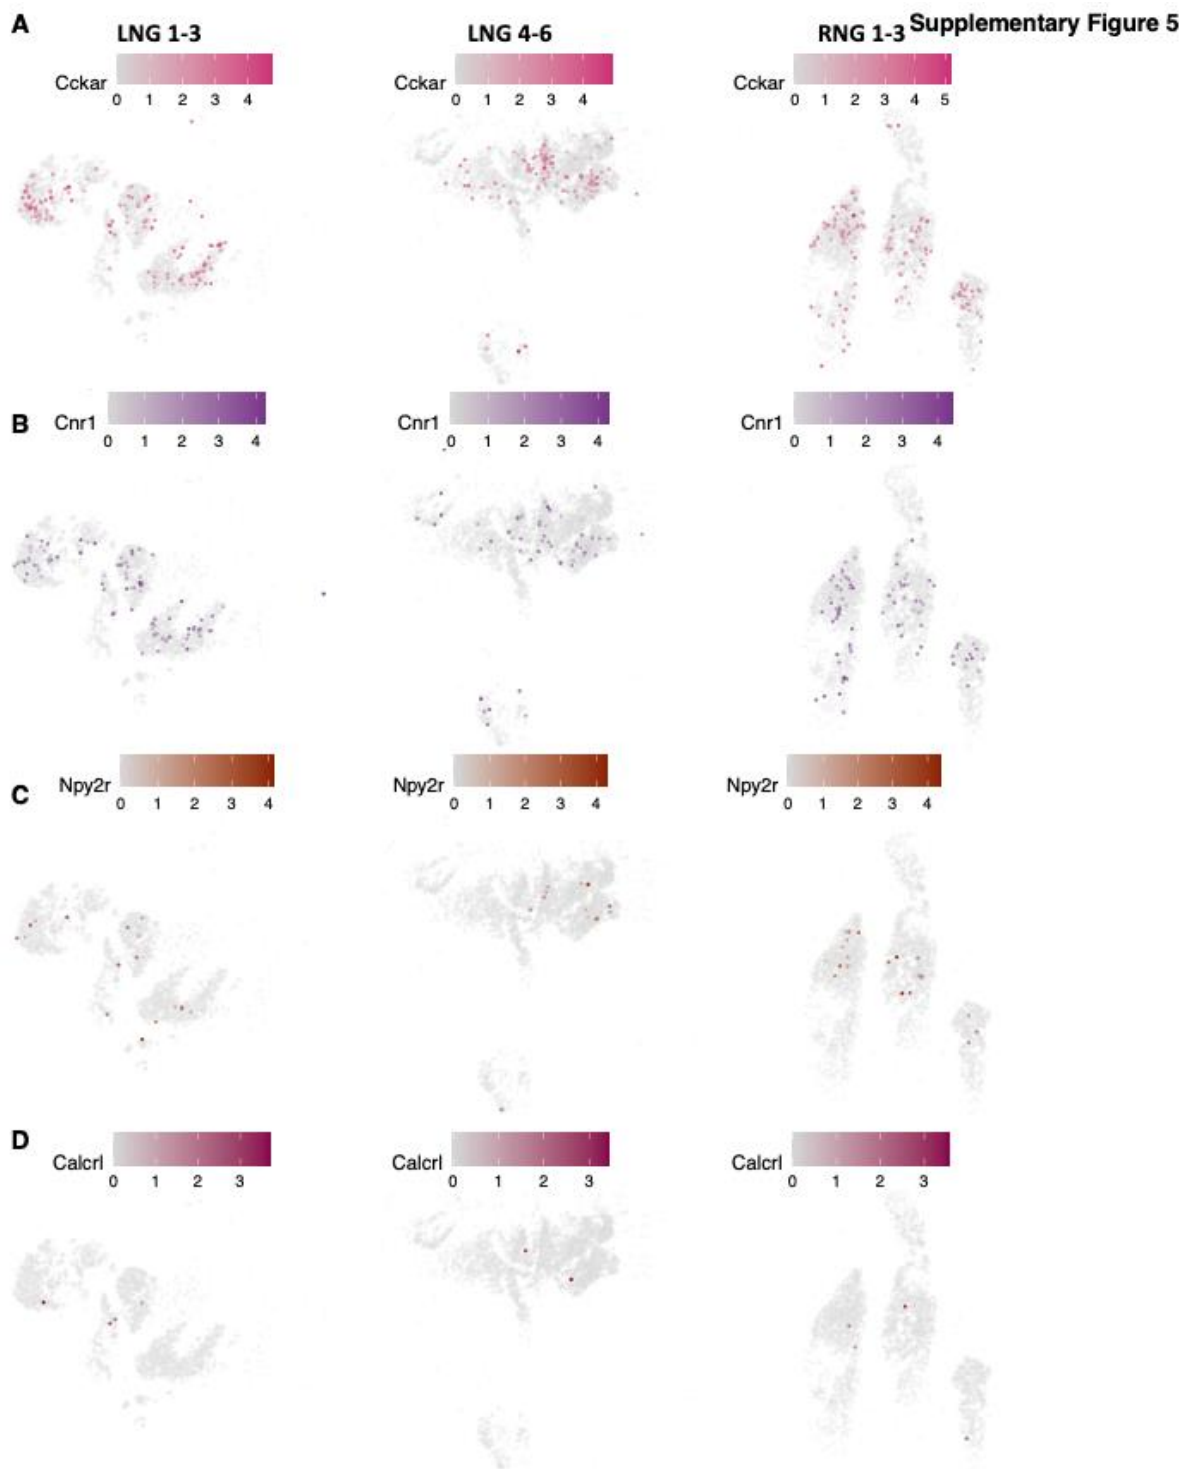

Supplementary Figure 5: Spatial feature plot showing the expression of highly expressed receptors for metabolic signals (A-D). The left and central tiles each were mounted with sections from three left nodose ganglia (six individual left ganglia represented in total). The right tile was a section from three right nodose ganglia (three individual right ganglia represented).

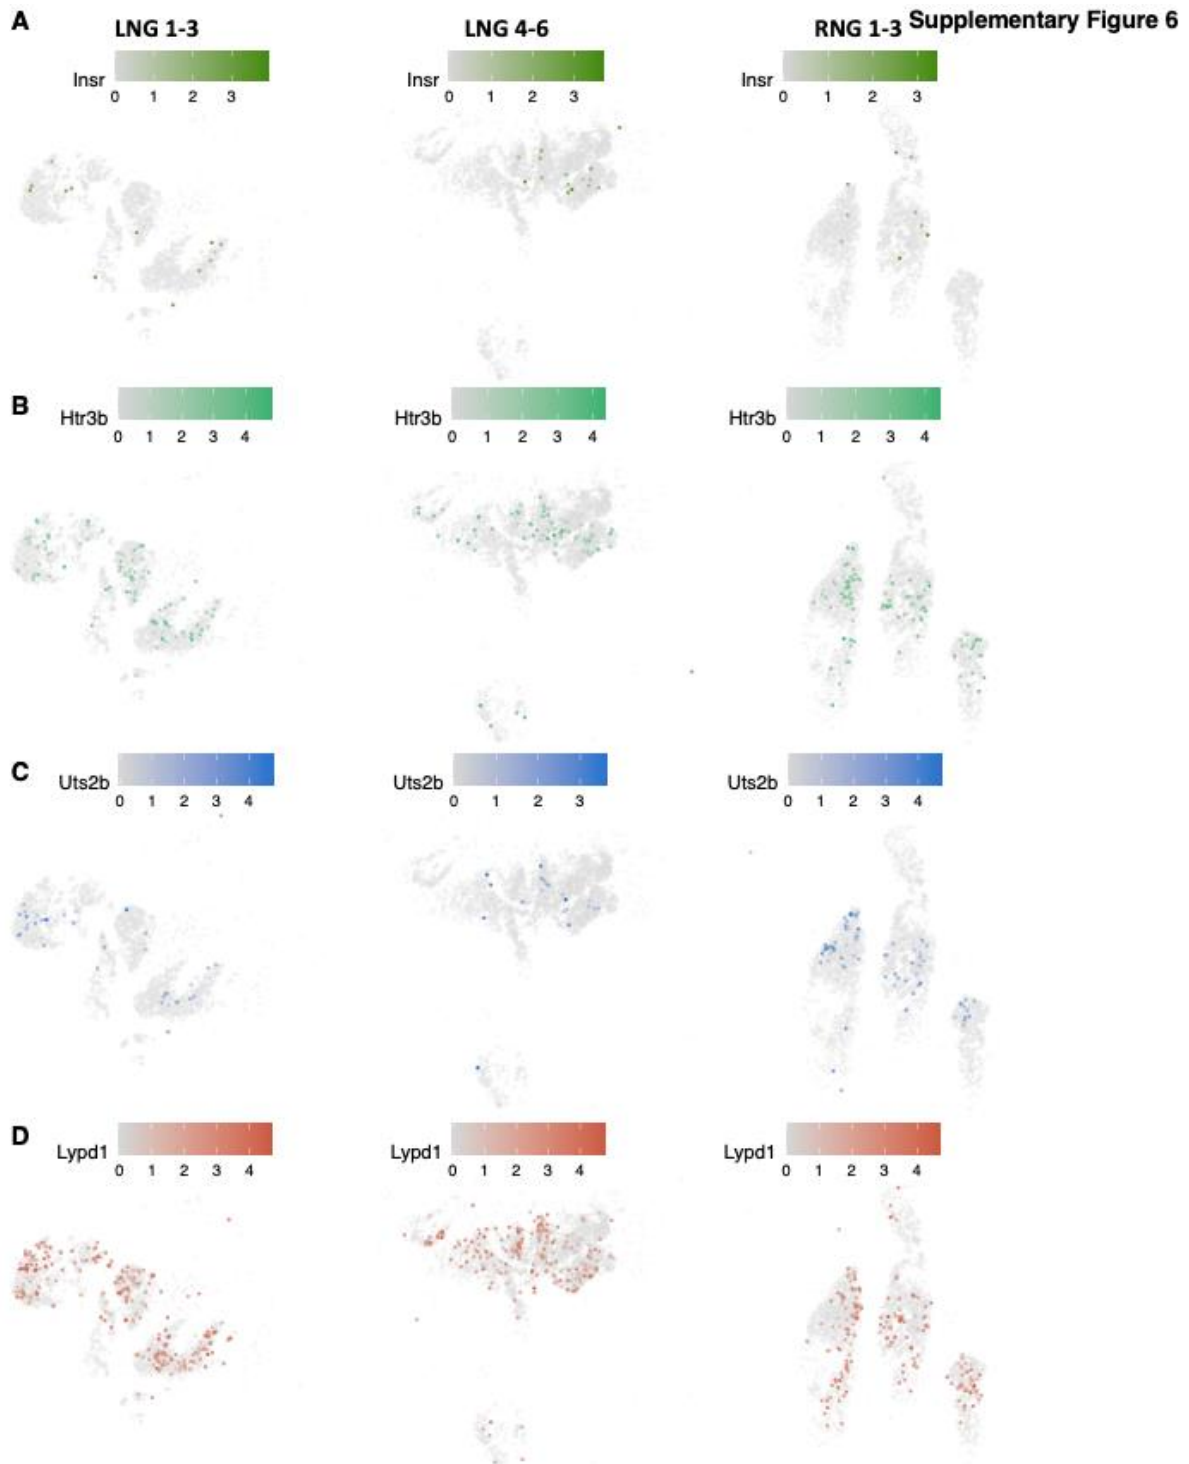

Supplementary Figure 6: Spatial feature plot showing the expression of highly expressed receptors for common NGN cluster markers **(A-D)**. The left and central tiles each were mounted with sections from three left nodose ganglia (six individual left ganglia represented in total). The right tile was a section from three right nodose ganglia (three individual right ganglia represented).

Supplementary Figure 7

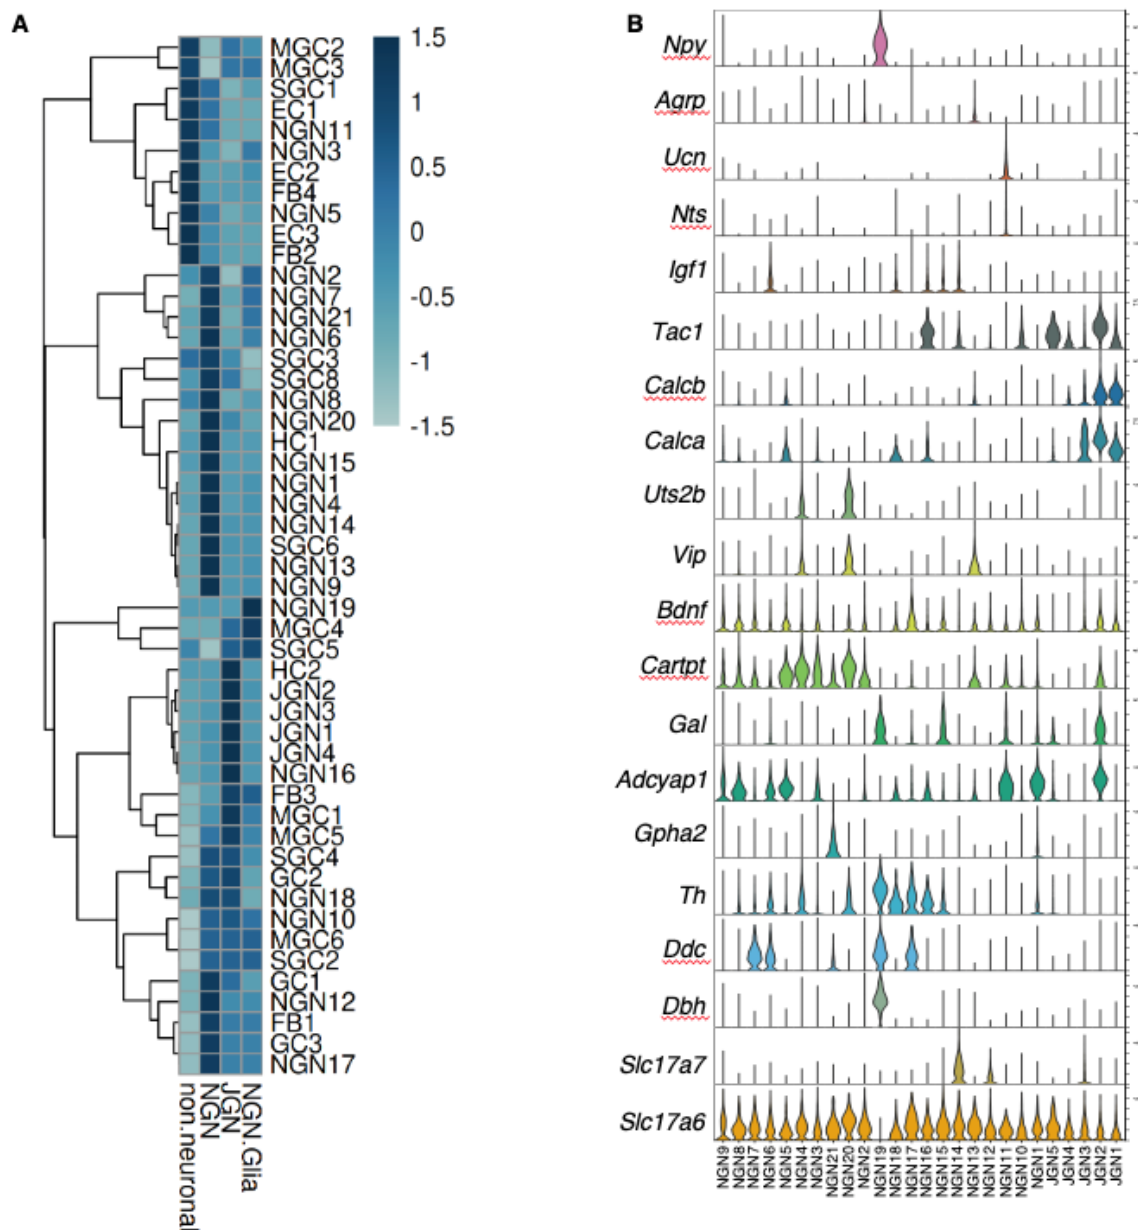

Supplementary Figure 7: Neighbourhood analysis and neuropeptide and neurotransmitter expression across neuronal clusters **(A)** Neighbourhood analysis was performed on the RCTD cell assignments in the spatial transcriptomics data. This formed a total of 4 neighbourhoods which were then labelled based on the co-occurrence of different cell types. The heatmap displays the scaled appearance of assigned cell types within each bin in the spatial transcriptomics dataset. Rows are clustered. **(B)** Violin plot showing expression of neuropeptide- and neurotransmitter-associated genes in nodose and jugular neuronal clusters.

Supplementary Figure 8

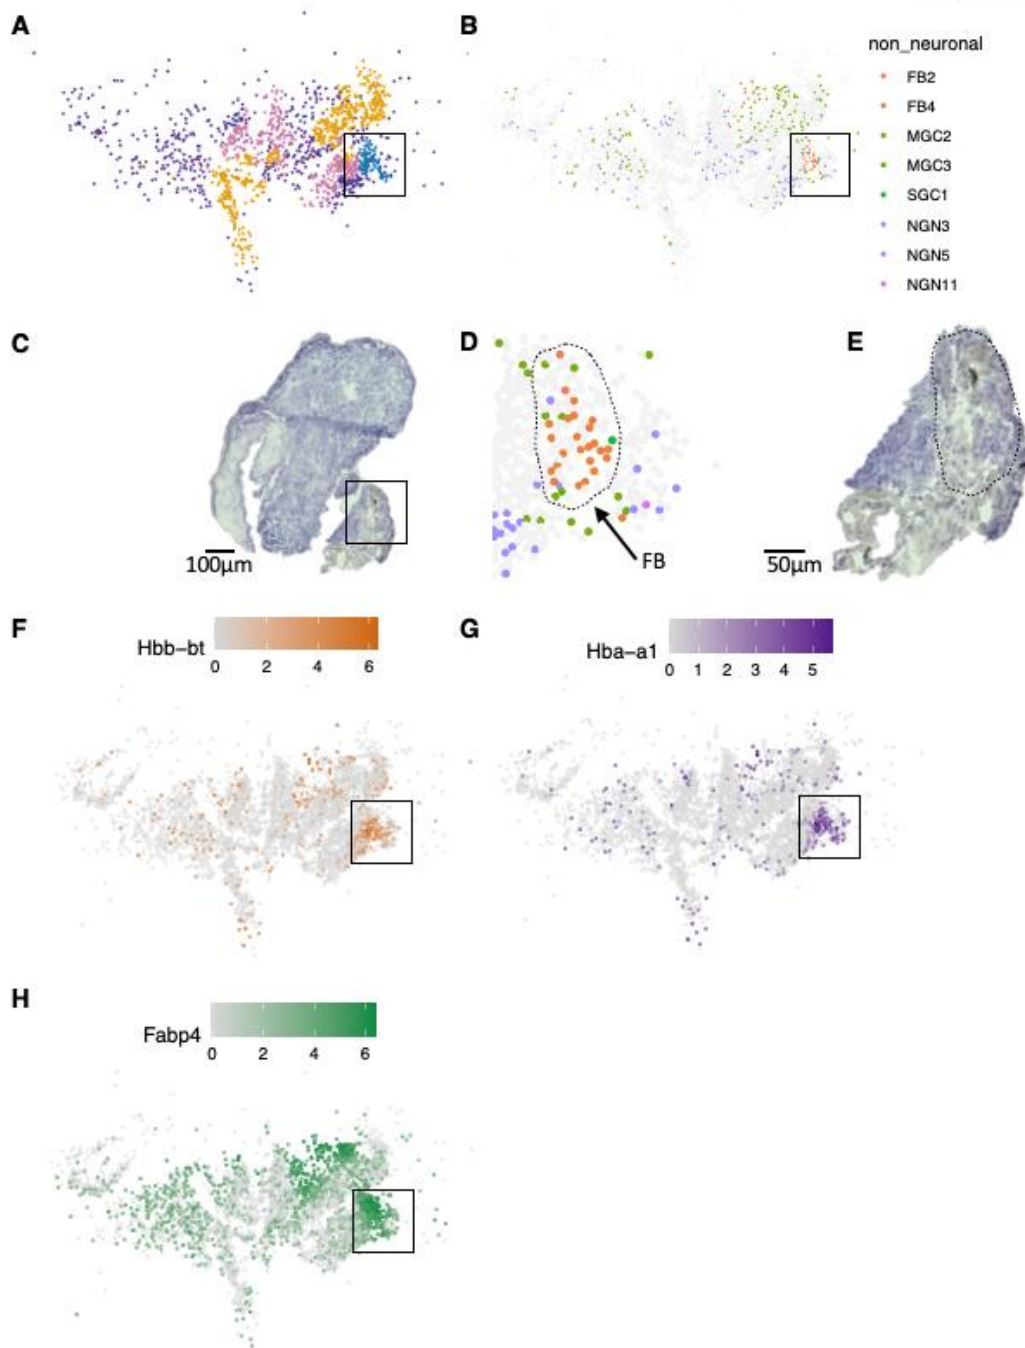

Supplementary Figure 8: Neighbourhood analyses including the non-neuronal niche which likely includes a blood vessel **(A)** Neighbourhood analysis on the RCTD output, with blue to highlight non-neuronal cell types (same as Figure 1E). **(B)** Spatial transcriptomics with RCTD and neighbourhood predicted non-neuronal clusters. **(C)** Haematoxylin staining of an adjacent section of the nodose ganglion. The zoomed-in image of the square section from panel B **(D)**, and panel C **(E)** with the fibroblasts (FB, orange) circled. **(F-H)** Spatial feature plot showing the blood cell marker genes Hbb-bt **(F)** and Hba-a1 **(G)** and the fibroblast marker gene Fabp4 **(H)**.

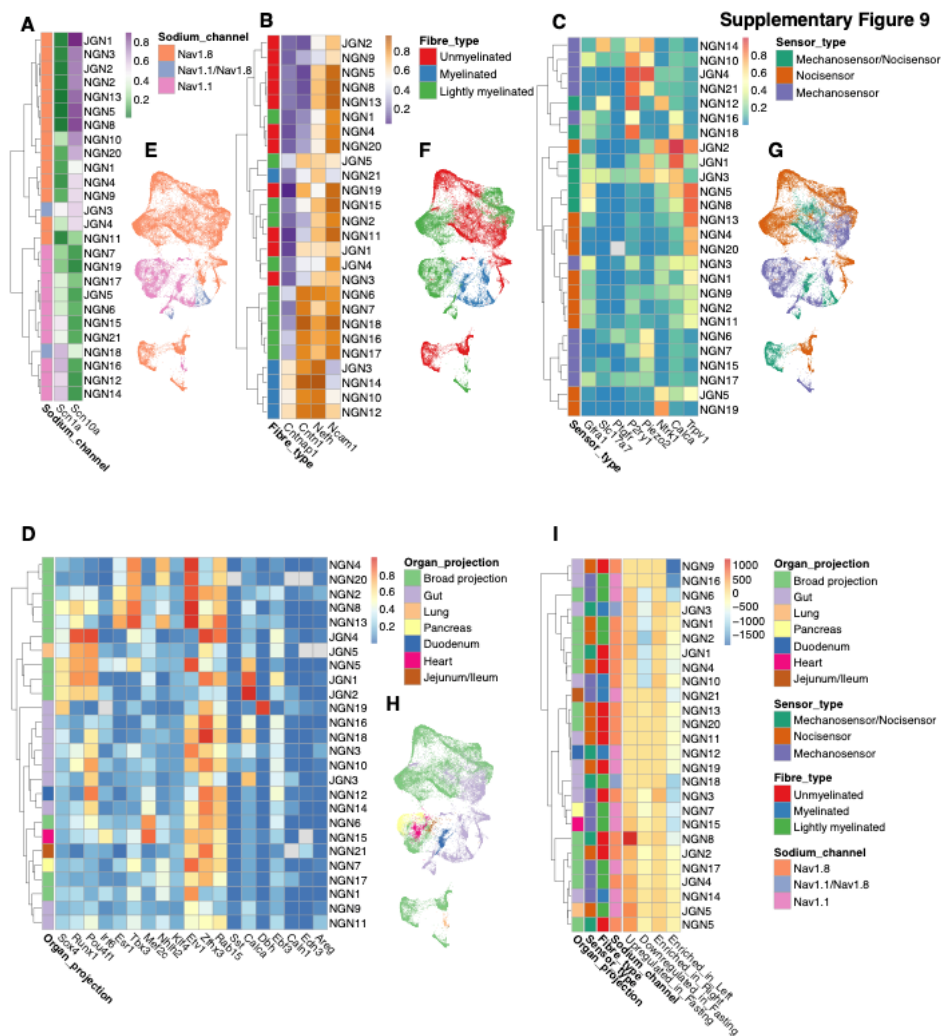

Supplementary Figure 9: Neuronal cluster classifications. (A-D) The clustered heatmaps showing the proportion of cells expressing the marker genes within the corresponding neuronal clusters. The neuronal clusters were clustered by the Boolean values. By comparing the expression level of marker genes, the neuronal clusters were further characterised based on their **(A)** sodium channels (Nav1.1 (*Scn1a*) or Nav1.8 (*Scn10a*)); **(B)** fibre types (myelinated or unmyelinated (*Cnntnap1*, *Cntn1*, *Nefh*, *Ncam1*)); **(C)** sensor types (mechanosensor (*Gfra1*, *Slc17a7*, *Ptgfr*, *P2ry1*, *Piezo2*) or nocisensor (*Ntrk1*, *Calca*, *Trpv1*)); **(D)** organ projections (lung (*Sox4*, *Runx1*, *Pou4f1*), heart (*Irf6*, *Esr1*, *Tbx3*, *Mef2c*), pancreas (*Nhlh2*, *Klf4*), gut (*Etv1*, *Zfhx3*, *Rab15*), stomach (*Sst*, *Calca*), duodenum (*Dbh*, *Ebf3*), jejunum/ileum (*Caln1*, *Edn3*), broad projection (marker genes from two or more organs). **(E-H)** UMAP plots of Nodoma neuronal clusters, coloured based on the classification of sodium channels **(E)**, fibre types **(F)**, sensor types **(G)**, and the peripheral organ projections **(H)**. **(I)** The heatmap of 4 neuronal annotations and the number of upregulated/downregulated DEGs in fasting or enriched DEGs in left or right nodose ganglia.

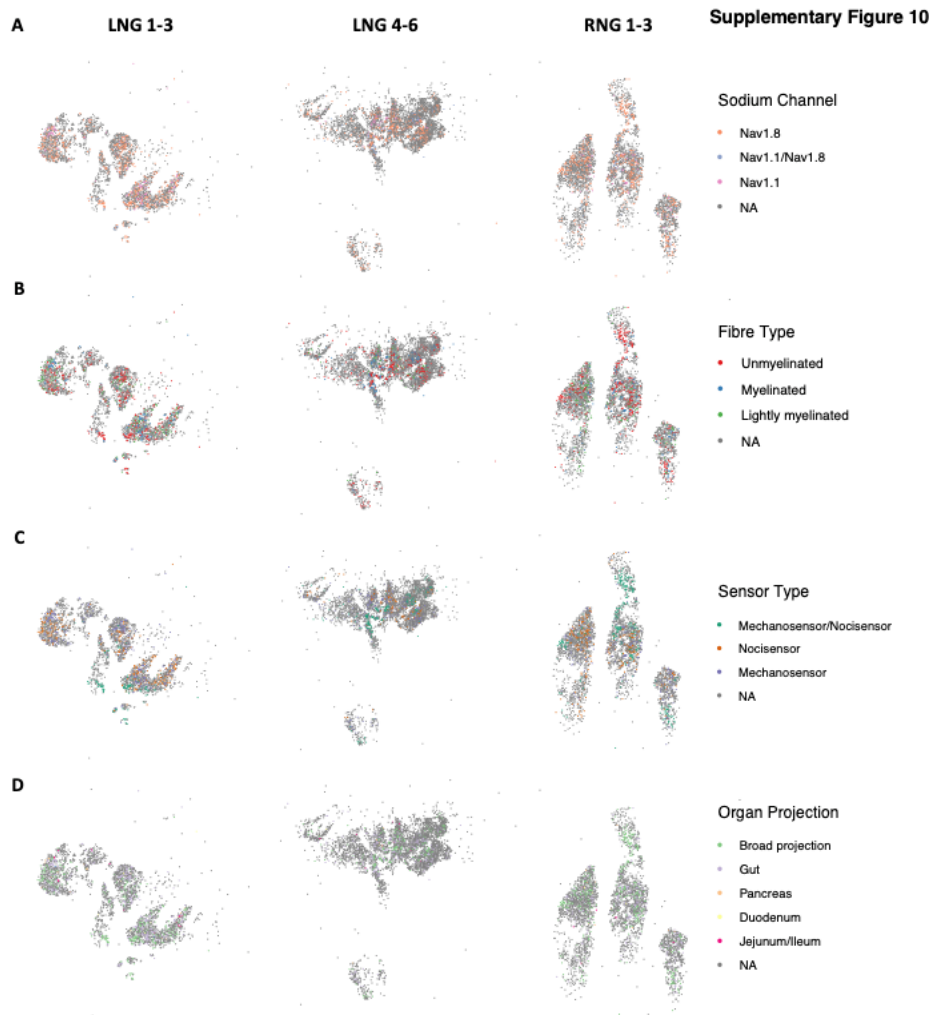

Supplementary Figure 10: Spatial analysis of neuronal cluster classifications **(A)** RCTD annotation of spatial transcriptomics spots, coloured by sodium channel type. **(B)** RCTD annotation of spatial transcriptomics spots, coloured by fibre type. **(C)** RCTD annotation of spatial transcriptomics spots, coloured by sensor type. **(D)** RCTD annotation of spatial transcriptomics spots, coloured by organ projection annotation. The left and central tiles each were mounted with sections from three left nodose ganglia (six individual left ganglia represented in total). The right tile was a section from three right nodose ganglia (three individual right ganglia represented).

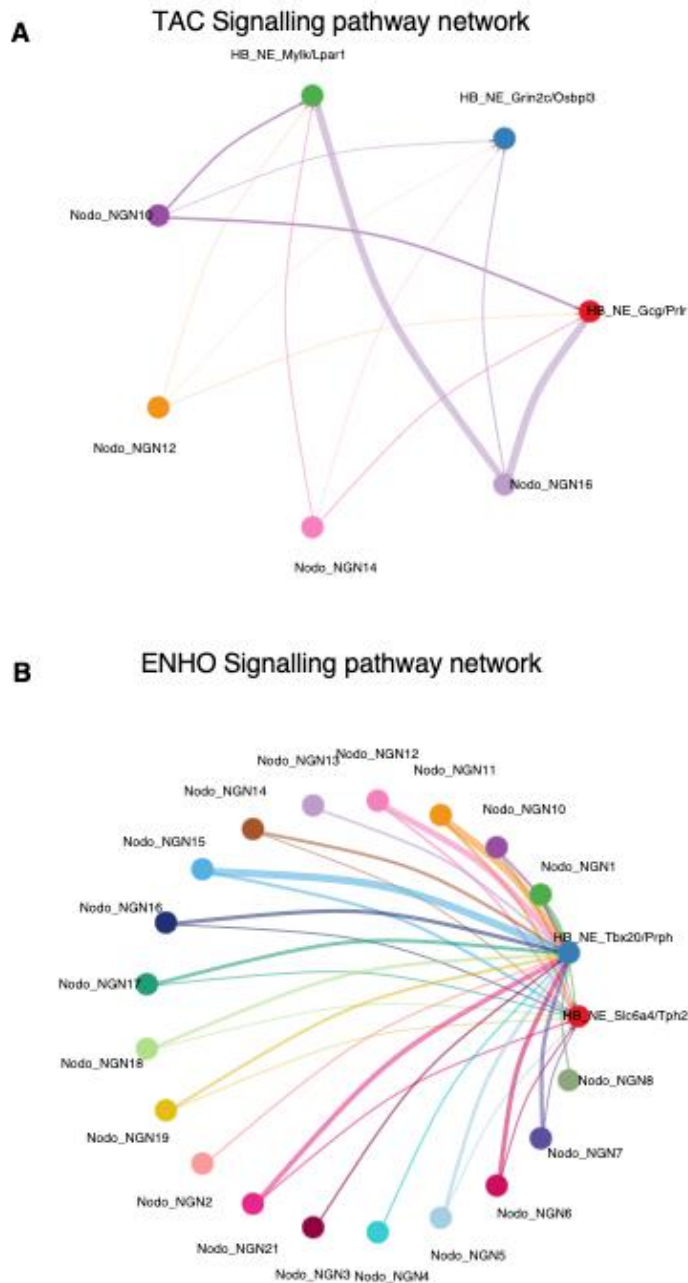

Supplementary Figure 11: CellChat mapping showing potential ligand-receptor interactions between nodose neuronal clusters and hindbrain neuronal clusters for **(A)** TAC signalling and **(B)** ENHO signalling. The thickness of the line represents the relative estimated strength of the signalling.

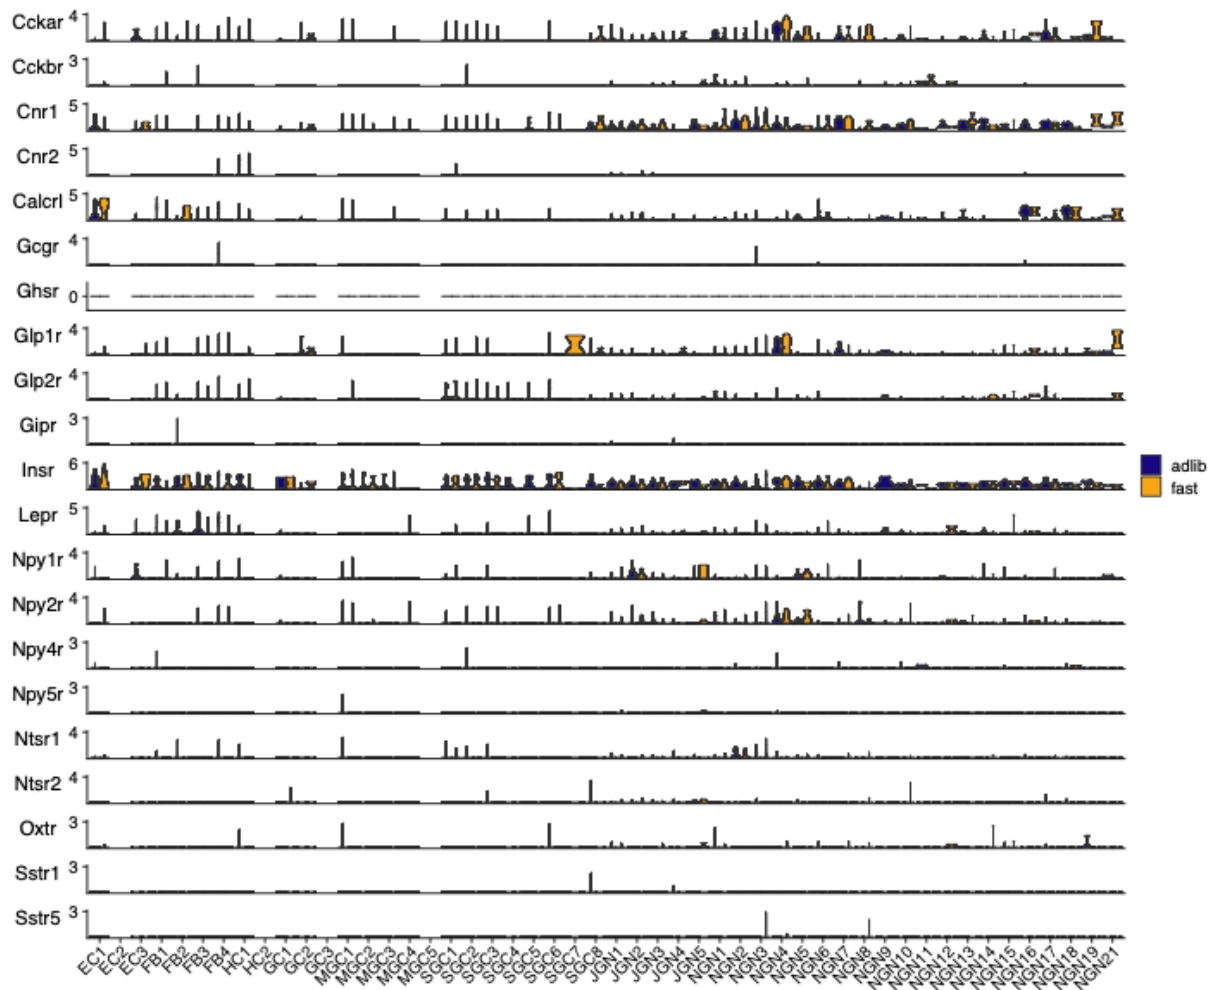

Supplementary Figure 12: Violin plot showing the expression of gastrointestinal and pancreatic hormone receptors in snRNAseq clusters compared between overnight fasting and *ad libitum* feeding.

Supplementary Figure 13

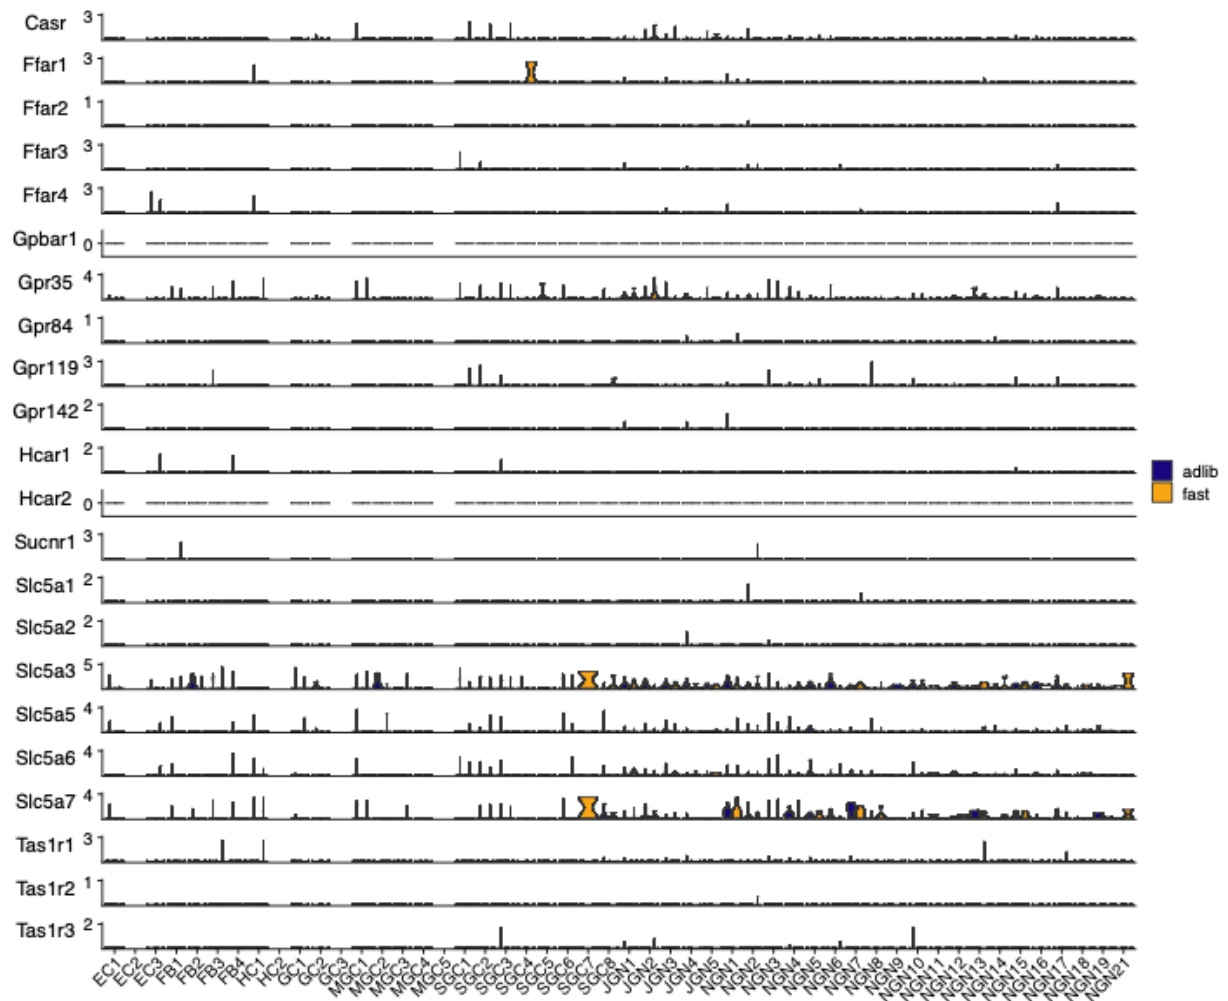

Supplementary Figure 13: Violin plot showing the expression of nutrient sensing transporters and receptors in snRNASeq clusters compared between overnight fasting and *ad libitum* feeding.

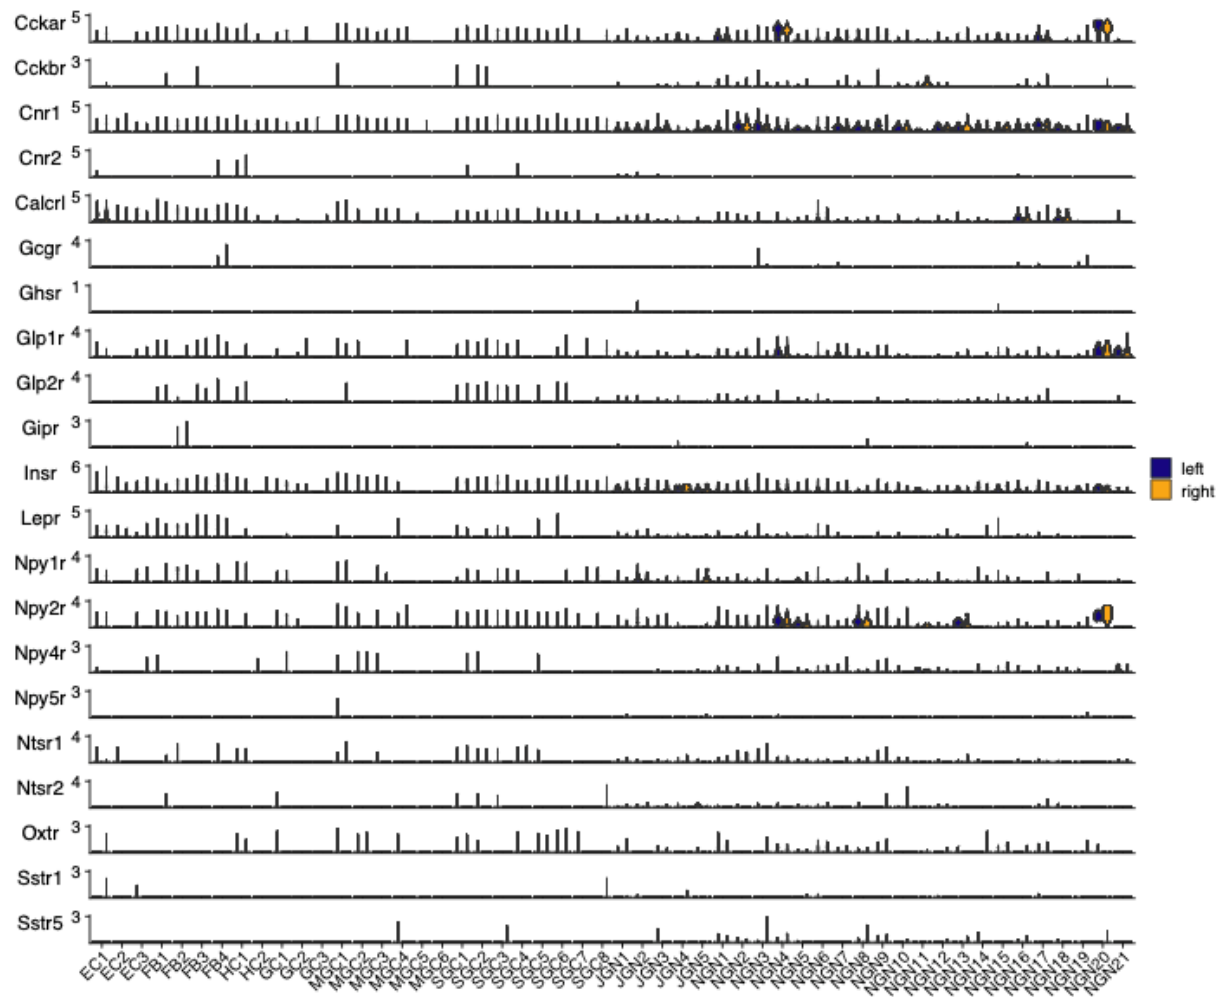

Supplementary Figure 14: Violin plot showing the expression of gastrointestinal and pancreatic hormone receptors in snRNASeq clusters compared between left and right nodose ganglia.

# Supplementary material for: NodoMap: A single-cell and spatial transcriptomic atlas of the mouse nodose ganglion
**Source:** Cell Press Blue. 2026 Jul 20;1(4):None. doi: 10.1016/j.cpblue.2026.100072
**Supplement:** Document S2. Article plus supplemental information

NodoMap: A single-cell and spatial transcriptomic atlas of the mouse nodose ganglion

Graphical abstract

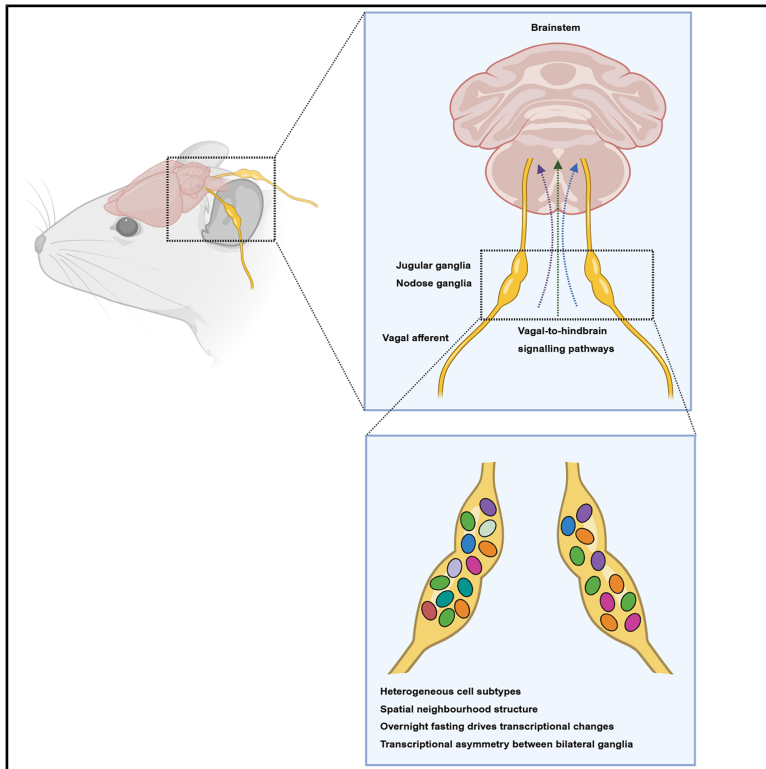

Authors

Sijing Cheng, Georgina K.C. Dowsett, Kara Rainbow, ..., Brian Y.H. Lam, Giles S.H. Yeo, Kevin G. Murphy

In brief

Cheng and colleagues present NodoMap, an atlas of the mouse nodose ganglia, which house the neurons of the vagus nerve. Integrating single-cell sequencing and spatial transcriptomics, they define neuronal subtypes, map fasting-induced transcriptional responses, and reveal molecular asymmetries between left and right ganglia, providing a new resource for studying gut-brain communication.

Highlights

- NodoMap integrates data from 106,436 cells and nuclei
- Different cell subtypes form spatial neighborhoods within the ganglia
- Fasting drives distinct transcriptional changes in specific cell subtypes
- Transcriptional asymmetry in specific cell subtypes between left and right ganglia

Resource

NodoMap: A single-cell and spatial transcriptomic atlas of the mouse nodose ganglion

Sijing Cheng,^{1,4} Georgina K.C. Dowsett,^{2,4} Kara Rainbow,² Mariana Norton,¹ Anna G. Roberts,¹ Phyllis Phuah,¹ Gavin A. Bewick,³ Brian Y.H. Lam,^{2,*} Giles S.H. Yeo,^{2,5,*} and Kevin G. Murphy^{1,5,6,*}

⁴These authors contributed equally

⁵These authors contributed equally

⁶Lead contact

<https://doi.org/10.1016/j.cpbblue.2026.100072>

SUMMARY

The vagus nerve is a central component of the parasympathetic nervous system, innervating multiple abdominal organs to monitor and regulate their function. Vagal sensory neuron cell bodies reside in the nodose ganglia, but their molecular diversity and spatial organization remain incompletely defined. Here, we generated and integrated single-nucleus RNA sequencing (snRNA-seq) data with multiple published datasets to construct a unified atlas of 106,436 cells and combined this with spatial transcriptomics to create a single-cell and spatial map of the mouse nodose ganglion (NodoMap). We identify 21 neuronal subtypes and multiple non-neuronal populations, revealing subtype-specific gene expression differences between left and right ganglia and transcriptional responses to fasting. Spatial analysis shows intermingled neuronal populations with distinct cellular neighborhoods. Together, NodoMap provides a high-resolution resource for dissecting vagal sensory circuits and identifying molecular targets involved in energy homeostasis and metabolic disease.

INTRODUCTION

The vagus nerve is a major component of the parasympathetic nervous system and transmits information crucial to an array of physiological functions between the brain and peripheral organs. Vagal afferent neurons signal to the brainstem, where they can act on interneurons that either modulate other circuits or input into local vagal efferent neurons, forming vagovagal neurocircuits that detect and respond to sensory inputs to regulate motor functions.^{1,2} The vagus is an integral part, and the main neuronal pathway, of the gut-brain axis, which regulates appetite and gut function. The subdiaphragmatic sensory afferent fibers of the vagus nerve innervate the gastrointestinal tract, where vagal mechanoreceptors and chemoreceptors can detect gastrointestinal distension, as well as the presence and absorption of nutrients, both directly and via their effects on the release of gastrointestinal hormones.^{3,4} Information regarding luminal pressure, nutrient, and hormonal signaling can thus be promptly transduced to the brain and integrated to regulate appetite and gastrointestinal motility. Vagus nerve stimulation can also be used to treat specific neurological conditions^{5–8} and has been suggested to be potentially useful in other diseases, including

obesity.^{9–12} Understanding which specific vagal neuron populations respond to metabolic hormones such as glucagon-like peptide-1^{13,14} and how such signaling is transmitted to the brain is also highly relevant to the development of new treatments for metabolic disease.

Beyond the gut, the vagus nerve also conveys sensory information from the heart, lungs, liver, and kidneys and plays important roles in regulating cardiovascular function, respiration, and inflammatory responses. The anti-inflammatory reflex mediated by vagal efferents has attracted growing interest as a potential therapeutic target in inflammatory diseases.¹⁵ Vagal afferent signaling is also important in transmitting information about immune status and infection to the brain, contributing to sickness behavior and the coordination of systemic responses to pathogens.^{16–19}

The breadth of physiological systems under vagal influence underscores the importance of understanding the cellular and molecular diversity of the neurons that form this nerve. The cell bodies of vagal afferent fibers reside in the nodose ganglia, located at the base of the skull.²⁰ In mice, the nodose ganglia form part of a nodose-jugular ganglia complex,²¹ and mouse models have been widely used for preclinical studies of vagal

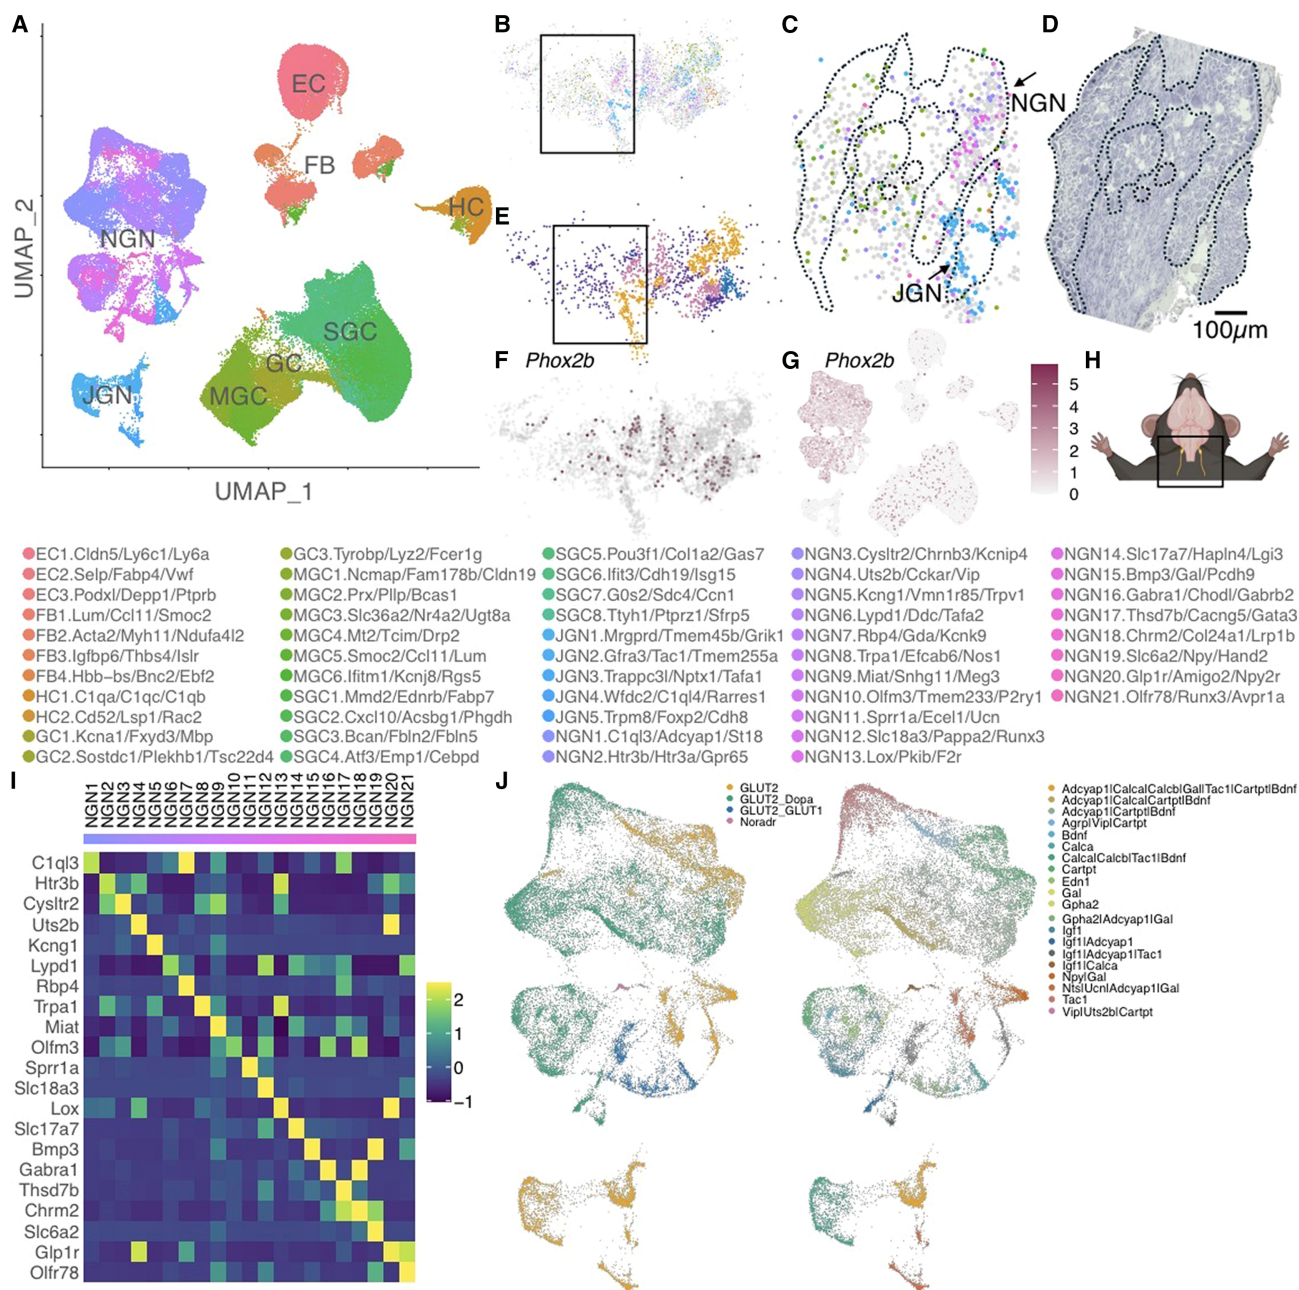

Figure 1. A spatio-cellular atlas of the mouse nodose ganglion

(A) A uniform manifold approximation and projection (UMAP) plot of the single-cell/single-nucleus sequencing (sc/snRNA-seq) dataset, colored by cluster and with cluster names written below. We integrated 4 publicly available and 1 in-house sc/snRNA-seq datasets of the mouse nodose ganglia to create a database of 106,436 cells. Of these, 26,554 were neurons, and 50,485 were satellite glial cells and myelinating glial cells. There were also 10,709 endothelial cells, 8,874 fibroblasts, and 4,963 hematopoietic cells. Clusters were annotated based on cell type and the top 3 marker genes with the highest specificity for that cluster. (B) Spatial transcriptomics of the nodose ganglion. To identify the cell type present underneath each spot, we integrated the sc/snRNA-seq atlas together with the spatial transcriptomics data using RCTD (see [STAR Methods](#)) to predict the cell type and number of cells present at each bead. Slide-seq data are presented for 1 tile of 3 left nodose ganglia sections; spots represent beads where RNA transcripts were detected. Spots are colored based on the predicted cell type present at each bead. Beads were annotated with a cell type only if the RCTD pipeline identified them as singlets. Colors match the sc/snRNA-seq cluster colors. (C) Zoomed-in image of the square section from (B). (D) Hematoxylin staining of an adjacent section of the same region in (B). In (C and D), regions of the tissue containing nodose and jugular neurons have been highlighted, matching the output from RCTD. Beads were assigned nodose (purple) and jugular (blue) neuronal subtypes by RCTD. (E) Neighborhood analysis on the RCTD output, including the cell types assigned to singlet and multiplet beads. We identified 4 distinct neighborhood types. Neighborhoods were labeled based on the cell types that co-occur in the regions. Neighborhoods highlighted in pink predominantly contained NGN cell types,

(legend continued on next page)

signaling. Application of single-cell (scRNA-seq) and single-nucleus (snRNA-seq) RNA sequencing to sensory ganglia has revealed far greater cellular heterogeneity than previously appreciated^{22,23} and has enabled the linking of transcriptional identity to function. In the last decade, these new technologies have revolutionized our understanding of the vagus, revealing that nodose ganglia neurons are highly heterogeneous.^{24–30} However, each of these nodose datasets was generated and analyzed in isolation, using different analytical parameters and variable cell-type resolution. No unified reference atlas integrating information across studies exists, and the transcriptional diversity of non-neuronal populations within the ganglia has received comparatively little attention. Though it has long been known that nutritional state influences vagal afferent signaling,^{31–36} the transcriptional changes occurring in individual neuronal subtypes in response to fasting have not been defined. Similarly, although different signals have been shown to be transduced through the left or right nodose and studies have reported differences in gene expression between the left and right nodose ganglia,^{27,37–39} the extent and nature of these lateralized differences have not been systematically characterized. Furthermore, the spatial organization of the nodose ganglia at cellular resolution has not been described, and the extent to which different neuronal populations occupy distinct regions or exist within structured multicellular neighborhoods remains unexplored.

Here, we address these gaps by generating new snRNA-seq data from the mouse nodose ganglia and integrating these with four existing published datasets to create a unified single-cell atlas of 106,436 cells, which we have named Nodomap. We complement this with high-resolution spatial transcriptomics, enabling the spatial mapping of transcriptionally defined cell types within the ganglia.

RESULTS

Creating the Nodomap

Several scRNA-seq studies have been performed on murine nodose ganglia.^{24,28,30,37,40} However, single-cell dissociation has to be performed on fresh tissue, is time-consuming, risks cell-type selection bias, and often induces transcriptional perturbation.⁴¹ In contrast, snRNA-seq can be performed on frozen samples, and nuclear RNA has been found to be more stable than cytoplasmic RNA in brain samples.⁴² Crucially, several studies have shown that the transcriptomic profile of murine brain tissues generated from snRNA-seq is comparable to that generated by scRNA-seq.^{41–44} Thus, we performed snRNA-seq on left and right nodose ganglia taken from mice fed *ad libitum* or fasted overnight. To establish a clear transcriptomic definition of the nodose ganglia, we integrated our in-house

snRNA-seq data with four other published datasets (Figure S1A),^{24,30,37,40} in order to create a unified reference atlas, Nodomap (Figure 1A). The atlas comprises a total of 106,436 cells and characterizes corresponding cell types across different studies (Tables S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, and S19).⁴⁵

In mice, the nodose and jugular ganglia merge to form the vagal ganglia.²¹ Our analysis identified a total of 52 clusters, which we annotated based on cell type and three marker genes with the highest specificity score (Figures 1A and 1I; Tables S1, S2, and S3). We identified 21 nodose and 5 jugular neuronal clusters; 3 glial, 8 satellite glial, and 6 myelinating glial cell clusters; and 3 endothelial, 4 fibroblast, and 2 hemopoietic cell clusters (Figures 1A and S2; Table S4). To validate our clustering strategy with other datasets included in Nodomap, we compared our clustering with that reported by Kupari et al.³⁰ and Buchanan et al.³⁷ and found that while we had slightly higher nodose neuronal granularity, cell-type grouping was well preserved across the studies (Figures S3 and S4). We also identified more non-neuronal clusters than Kupari, highlighting improved cell-type segregation through integration of multiple datasets and higher cell count. Interestingly, the number of jugular neuronal clusters remained similar, suggesting limited heterogeneity. In addition to snRNA-seq, we performed whole-transcriptome spatial transcriptomics at a resolution of 10 μ m (Curio Seeker platform⁴⁶) on a total of 9 nodose ganglia sections from the left and right ganglia. Integration of snRNA-seq and spatial transcriptomics was performed using the robust cell-type decomposition (RCTD)⁴⁷ method, which allowed us to map the majority of the snRNA-seq clusters onto both the left and right nodose ganglia (Figures 1B–1E).⁴⁷ As expected, expression of the nodose ganglia neuronal marker *Phox2b* was able to distinguish between nodose and jugular neurons in the snRNA-seq dataset⁴⁸ and was also found in regions where nodose neuronal clusters were mapped in the spatial transcriptomics dataset (Figures 1F and 1G). We also saw some low-level *Phox2b* expression in myelinating glial cells, satellite glial cells, and other glial cell populations⁴⁸ in our snRNA-seq dataset. The spatial expression of highly expressed receptors for metabolic signals and common nodose ganglia neuron (NGN) cluster markers is shown in Figures S5 and S6.

The spatial relationships between different nodose ganglia cell types have not previously been comprehensively evaluated. We carried out cellular neighborhood analyses (see STAR Methods)⁴⁹ to investigate whether specific multicellular combinations were more likely to be found together, indicating structural organization of regions within the ganglia. We identified four types of cellular neighborhood from the spatial transcriptomics data (Figures 1E and S7). As expected given the known

NGN/glia neighborhoods are highlighted in purple, JGN neighborhoods are indicated in orange, and a non-neuronal neighborhood is highlighted in blue (see the legend of Figure S5 for more details on expression patterns in each neighborhood).

(F and G) *Phox2b* is a marker highly expressed in nodose neurons with only low expression in jugular neurons. The cells expressing *Phox2b* were colored based on the same scale bar. (F) Log-normalized expression of *Phox2b* in 1 tile of the spatial transcriptomics dataset. (G) Log-normalized expression of *Phox2b* in the single-cell atlas. *Phox2b* expression is enriched in nodose ganglion neuronal clusters.

(H) Diagram highlighting the orientation of the nodose ganglion sections in the mouse.

(I) Heatmap showing scaled expression of marker genes in nodose ganglion neuronal clusters.

(J) UMAP plots of nodose and jugular neurons, colored by neurotransmitter (left) and neuropeptide (right) assignment.

segregation of nodose and jugular neurons within the ganglia, one neighborhood consisted of the presence of both nodose neurons and glia (NGN3, MGC2, SGC5, MGC4, and NGN2 being the top 5 most significantly present in this neighborhood), another was formed of mainly nodose ganglion neurons (NGN9, NGN1, NGN8, NGN4, and NGN13), and a third comprised predominantly jugular neuronal populations (JGN1–JGN4). These three neighborhoods were present at similar frequencies across left and right ganglia. A rarer niche present in our spatial data was made up of mainly non-neuronal cells (FB4, NGN3, EC2, MGC2, EC3, and FB2). This non-neuronal niche was present only in one section, and in a region of the spatial data that was marked by expression of *Hba-a1*, suggesting this region likely includes a blood vessel (Figures 1E and S8).

Classifying neuronal clusters

We also characterized neuronal subtypes through their expression of neurotransmitter and neuropeptide-associated genes. As expected, the vast majority of nodose neurons were glutamatergic, with specific clusters expressing distinct elements of the glutamatergic molecular machinery. Of note, while most nodose neuronal types expressed only the vGLUT2 (*Slc17a6*) vesicular glutamate transporter, two nodose clusters and one jugular neuronal cluster expressed both vGLUT1 (*Slc17a7*) and vGLUT2 (Figures 1J and S7), suggesting specialized differences in the synapses associated with these neurons and differences in the probability of glutamatergic release from these neurons in comparison to other neuronal populations.⁵⁰ A number of other glutamatergic clusters were also found to be dopaminergic (Figure 1J), and NGN19, marked by the expression of *Slc6a2*, *Npy*, and *Hand2*, lacked expression of glutamatergic genes but expressed *Dbh*, *Ddc*, and *Th* transcripts. *Dbh* encodes dopamine beta-carboxylase, an enzyme that converts dopamine into noradrenaline, suggesting that this neuronal population is likely noradrenergic (and contains the necessary molecular machinery for dopamine synthesis). This cluster was previously identified as representing “sympathetic neurons” by Kupari et al.³⁰ and Buchanan et al.³⁷ (Figures S3 and S4). Nodose neurons also expressed genes encoding different combinations of neuropeptides, including *Tac1*, *Npy*, *Nts*, *Cartpt*, and *Adcyap1* (Figures 1J and S7B). *Npy* expression was enriched in NGN19, and this cluster also expressed *Gal*. *Vip* transcripts were found in NGN20, NGN4, and NGN13 (Figure 1J). Regarding notable membrane sensors and channels, a cluster of neurons expressed the Cck A receptor (*Cckar*) (NGN4), and other discrete clusters expressed *Trpa1* (NGN8), *Slc18a3* (NGN12), and *Olfir78* (NGN21).

In addition to classifying neurons by the expression of neurotransmitters and neuropeptides, we used previously reported information to classify each of our neuronal clusters based on the type of expressed sodium channel, the myelination level, the sensor type, and the organ each cluster innervated^{24,30,40} (Figures S9 and S10). Of the 26 neuronal clusters, 10 were identified as expressing predominantly Nav1.1 channels and 14 as expressing predominantly Nav1.8 channels, with 2 clusters expressing similar levels of both channels (Figures S9A and S10A). Myelination affects the speed at which action potentials travel along axons and therefore the speed of signaling to the

brain. Only 5 neuronal populations were found to be myelinated (JGN3, NGN14, NGN12, NGN10, and NGN21), as determined by expression of *Nefh*, *Cntn1*, *Cntnap1*, and *Ncam1*. Eleven neuronal clusters were unmyelinated, and 10 were lightly myelinated (Figures S9B and S10B). Neurons in the nodose and jugular ganglia sense mechanical and nociceptive information from the periphery and relay this information to the CNS. Altogether, 10/26 neuron clusters were identified as mechanosensors, 10/26 as nocisensors, and 6 as a mix of the two (Figures S9C and S10C).

Finally, nodose and jugular neurons communicate information from different organs to the brain. Using transcriptomic signatures, we used marker genes established by Zhao et al.⁴⁰ and Bai et al.²⁴ to provisionally predict the organ each neuronal population innervated and calculated the proportion of cells expressing these marker genes in every neuronal cluster. These signatures suggested that of the 5 jugular neuronal clusters, JGN3 is likely to transduce information from the gut, JGN5 to innervate the lungs, and the other 3 jugular clusters to have a broader projection pattern. With regard to nodose neurons, the signatures suggested that it was likely that NGN7 innervates the pancreas, NGN15 the heart, NGN21 the jejunum/ileum, and NGN12 the duodenum (Figures S9D and S10D). Previously reported gene markers for vagal afferents innervating the gut²⁴ were also expressed in another 8 nodose neuronal clusters, which we also classed as likely projecting to the gut. An additional 9 nodose neuronal clusters expressed gut marker genes and organ projection marker genes to one or more other organs and were thus classified as having broad projections. However, while others have verified these marker genes using tracing studies,¹⁵ we have not done so for the specific clusters identified in our analyses, and they must therefore be taken as provisional until such experimental verification is completed.^{18,28,29}

Exploring potential vagal to hindbrain pathways

Afferent vagal neurons synapse with neurons of the dorsal vagal complex (DVC) in the hindbrain, predominantly in the nucleus tractus solitarius (NTS) and the area postrema (AP).^{27,51} To identify possible interneuronal communications between the nodose ganglia neurons and neuronal populations within the hindbrain, we employed CellChat⁵² to explore possible ligand-receptor interactions between NodMap and a previously published single-cell transcriptomic dataset of the mouse hindbrain.⁵³ We identified a total of 54 potentially enriched pathways (32 of which are annotated as non-protein signaling or secretory signaling) signaling in the biologically relevant direction (nodose to hindbrain neurons; Table S14). To categorize signaling pathways based on how many neuron types they are signaling from/to, we classified pathways as having a “many” relationship if the number of source or target clusters was greater than 25% of the total clusters (and if less than 25%, then this was a “few” relationship). In this instance, we identified 28 potential pathways with many-to-many nodose-to-hindbrain neuronal connectivity, 12 pathways with a few-to-many relationship, 5 with a many-to-few relationship, and 9 with a few-to-few relationship.

As expected, a common signaling pathway from all nodose neuronal clusters to all hindbrain neuronal clusters was glutamatergic signaling, with no GABAergic signaling identified between

the two regions.^{54–56} We investigated whether the analysis identified signaling pathways that might represent previously identified connections between nodose neurons and DVC neurons. Bai et al.²⁴ demonstrated signaling between Otr+ nodose neurons innervating the gut and hindbrain ppg neurons. In NodoMap, we identify 2 nodose neuronal clusters with >10% Otr expression, which were also labeled as mechanosensors and annotated to have broad projections: NGN6 and NGN17. CellChat identified that these clusters might communicate with ppg neurons via several signaling pathways, including glutamatergic signaling (Table S14). To focus on nodose-to-AP/NTS-specific signaling pathways, we identified six neuronal clusters in the hindbrain dataset that were highly likely to originate from the AP or NTS, based on expression of AP/NTS-specific marker genes (see STAR Methods). One pathway of particular interest was tachykinin (TAC) signaling, which highlighted 4 potential nodose neuronal source clusters—NGN10, NGN12, NGN14, and NGN16—and 4 potential target clusters in the hindbrain neuronal dataset (few to few, Figure S11A). All four of these nodose clusters have the potential to signal to a specific neuronal population in the DVC: HB_NE_Gcg/Prhr, likely to be GLP-1-producing neurons known to be involved in modulation of appetite,⁵⁷ and all 4 were predicted to innervate either the duodenum specifically or the gut more generally (Figure S9D), highlighting a possible gastrointestinal-nodose-DVC signaling pathway via *Tac1/Tac1r*.^{58,59} This aligns with previous reports that GLP-1-producing neurons in the nucleus of the solitary tract are directly innervated by vagal afferents.⁶⁰ Additionally, energy-homeostasis-associated gene (*Enho*) signaling was identified with a few-to-many signaling relationship (Figure S11B). *Enho* encodes the small peptide Adropin, reported to bind and signal via the G protein-coupled receptor 19 (*Gpr19*).^{61,62} All nodose neuronal clusters expressed at least some levels of *Enho*, with potential target clusters in the hindbrain including HB_NE_Tbx20/Prph, thought to be NTS specific due to its expression of transcription factor *Phox2b*. A list of all identified potential signaling pathways, their ligands and receptors, source and target clusters, and their classifications is shown in Table S14. However, anatomical mapping studies are required to determine how many of these putative cellular connections reflect actual physiological signaling pathways.

The effects of fasting on nodose neurons

The vagus nerve plays a crucial role in the gut-brain axis, regulating feeding behavior in response to food ingestion.^{20,24,63} Fasting has previously been reported to alter the expression of specific genes associated with energy homeostasis in the nodose ganglia,^{31,34,64,65} but the changes occurring in individual neuronal types are largely unknown. We performed snRNA-seq on the nodose ganglia of mice fasted overnight and compared the expression profile to that from *ad libitum*-fed mice, using data from 598 nuclei from overnight fasted mice and 1,126 from *ad libitum*-fed animals. These nuclei were distributed across nearly all of the clusters we identified across the five datasets (50 out of 52 clusters, with no nuclei found from the MGC6 and NGN20 clusters) (Figures 2A and 2B). As expected, fasting did not alter cell cluster identity, but differential gene expression analysis within each nodose

neuronal cluster identified a number of genes upregulated or downregulated in specific nodose neuronal populations by fasting (Figure 2C; Table S5). NGN2, NGN5, NGN8, and NGN10, which are all predicted to project to the gut or to have broad projections including the gut, appeared particularly transcriptionally sensitive to fasting. NGN2 and NGN10 had the greatest number of genes downregulated, and NGN8 and NGN5 had the greatest number upregulated in response to fasting. These changes included the upregulation by fasting of the gene encoding amyloid-like protein 1 (*Ap1p1*) in the NGN2 cluster, which has been implicated in the modulation of glucose and insulin homeostasis,⁶⁶ and the downregulation of the gene encoding the metabotropic glutamate receptor 8 (*Grm8*) in NGN10 (Figures 2D–2G). Examining specifically the expression of gastrointestinal and pancreatic hormone receptors and nutrient-sensing transporters and receptors, cholecystokinin B receptor (*Cckbr*) was downregulated in NGN1 by fasting, while glucagon-like peptide-1 receptor (*Glp1r*) was upregulated by fasting in NGN14 (Figures S12 and S13; Table S5). Ingenuity Pathway Analysis of the altered expression profiles in NGN2, NGN5, NGN8, and NGN10 found diverse signaling and metabolic pathways were altered in specific clusters, including the upregulation of stress-sensitive pathways such as the eukaryotic initiation factor 2 (*Eif2*) signaling and the response of eukaryotic translation initiation factor 2 α kinase 4 (EIF2AK4/GCN2) to amino acid deficiency in NGN5 and the upregulated AMPK signaling in NGN10 (Figure 2H; Table S7).

Differences between left and right nodose neuronal gene expression

Current literature suggests functional differences in the left and right nodose ganglia, with, for example, the left nodose ganglion thought to be more involved in distension-induced satiety and the right nodose ganglion having a greater role in food preference.²⁷ Differential gene expression was analyzed using in-house data and Buchanan et al.,³⁷ totaling 11,032 cells or nuclei from the left nodose and 8,411 from the right nodose ganglia (Figures 3A and 3B), distributed across all 52 clusters (Figure 3A). Similar numbers of cell clusters and neighborhoods were observed in both left and right ganglia (Figures 3C–3J). However, all clusters showed differential expression of specific genes between left and right ganglia (Figure 3K; Table S6). In particular, clusters NGN3, NGN9, NGN16, and NGN18 had 1,418, 1,929, 1,714, and 1,278 significantly differentially expressed genes (DEGs), respectively (Figures 3K–3O). Examining once again the expression of gastrointestinal and pancreatic hormone receptors and nutrient-sensing transporters and receptors, cannabinoid receptor 1 (*Cnr1*), insulin receptor (*Insr*), and the solute carriers *Slc5a3*, *Slc5a5*, and *Slc5a7* were significantly enriched in left compared to right nodose ganglia in NGN9 (Figures S14 and S15; Table S6). Pathway analysis on the DEGs in NGN3, NGN9, NGN16 and NGN18 identified a number of signaling pathways enriched in left or right nodose neurons. For example, oxidative phosphorylation and respiratory electron transport were significantly upregulated in right nodose neurons in the NGN3 clusters, indicating the right ganglia may be considered more nutrient sensitive. Glutamatergic receptor signaling pathways, the insulin secretion signaling pathway,

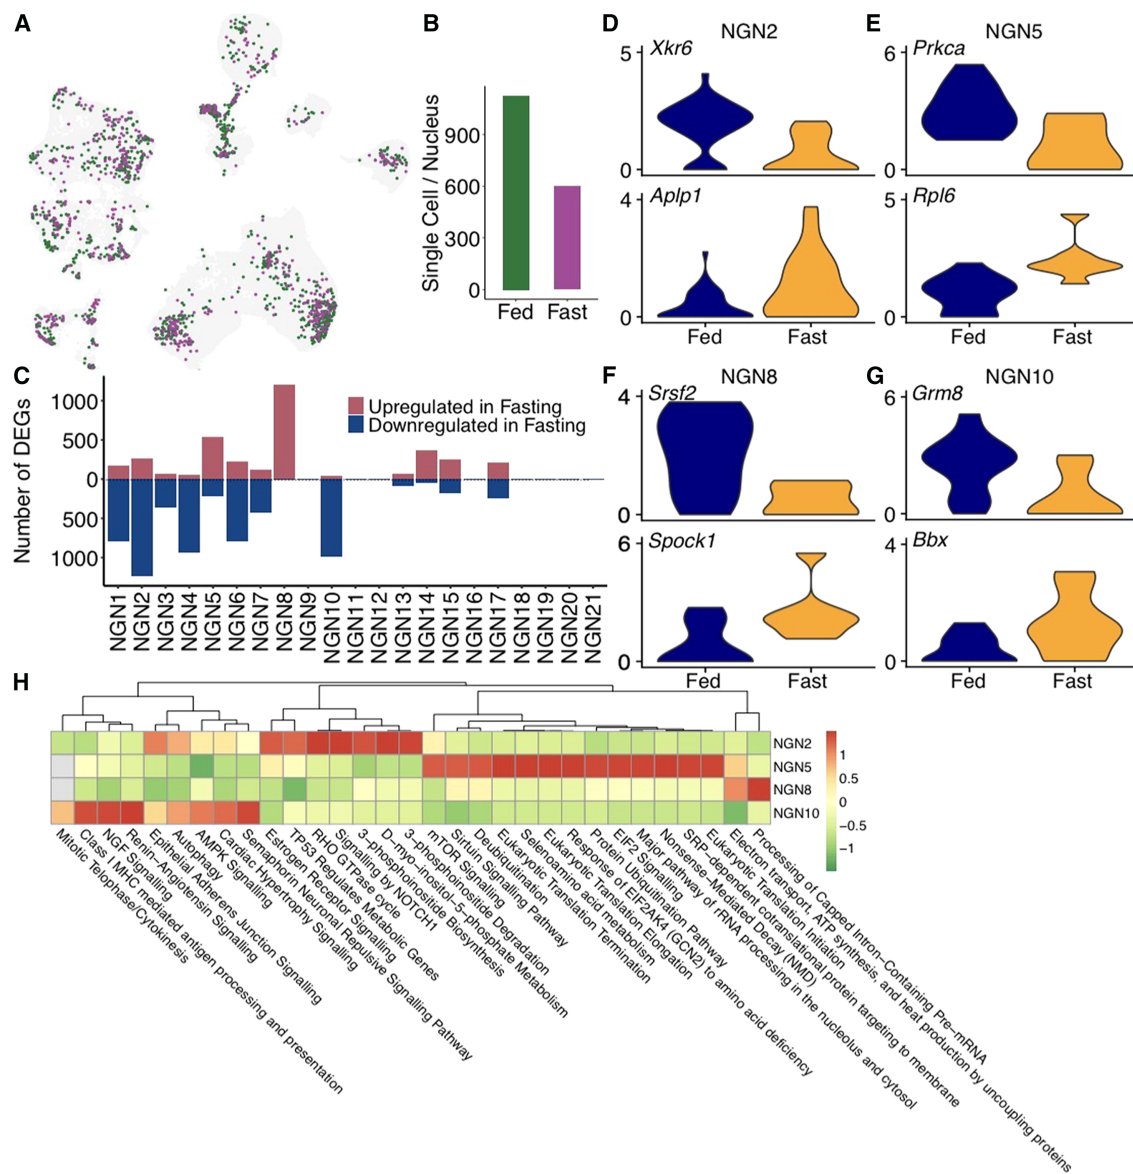

Figure 2. The effects of fasting on nodose ganglion neuronal gene expression

(A) A UMAP plot with cells from *ad libitum*-fed (green) and overnight-fasted (pink) mice highlighted.

(B) The number of nuclei originating from *ad libitum*-fed and overnight-fasted mice.

(C) The number of significantly upregulated (red) and downregulated (blue) genes in each nodose neuronal cluster in response to overnight fasting ($p < 0.05$).

(D–G) The top upregulated and downregulated genes in NGN2, NGN5, NGN8, and NGN10 in fasted animals, selected based on specificity scores and their expression levels (see STAR Methods).

(H) The top 10 pathways that were enriched in the top 4 transcriptionally sensitive nodose neuronal clusters (see STAR Methods).

and serotonin receptor signaling were significantly enriched in right nodose neurons in the NGN9, NGN16, and NGN18 clusters, respectively (Figure 3P; Table S8).

Jugular neurons

In accord with previous analyses, jugular neurons organized into fewer clusters than nodose neurons.³⁰ Jugular neurons were identified by enriched expression of *Prdm12*³⁰ and formed five clusters distinct from the nodose clusters (Figures 4A and 4B)

and defined by enrichment of individual genes (Figure 4C). Interestingly, JGN5 expressed the cold and menthol receptor *Trpm8*, thought to be involved in esophageal vagal sensory signaling.⁶⁷ Jugular neuron clusters also showed a number of DEGs in response to fasting and between the left and right ganglia (Figures 4D–4I), though the numbers of DEGs were lower than in nodose neurons. The JGN1 and JGN5 clusters showed the highest number of significantly downregulated (890) and upregulated (612) DEGs in response to fasting, respectively. The

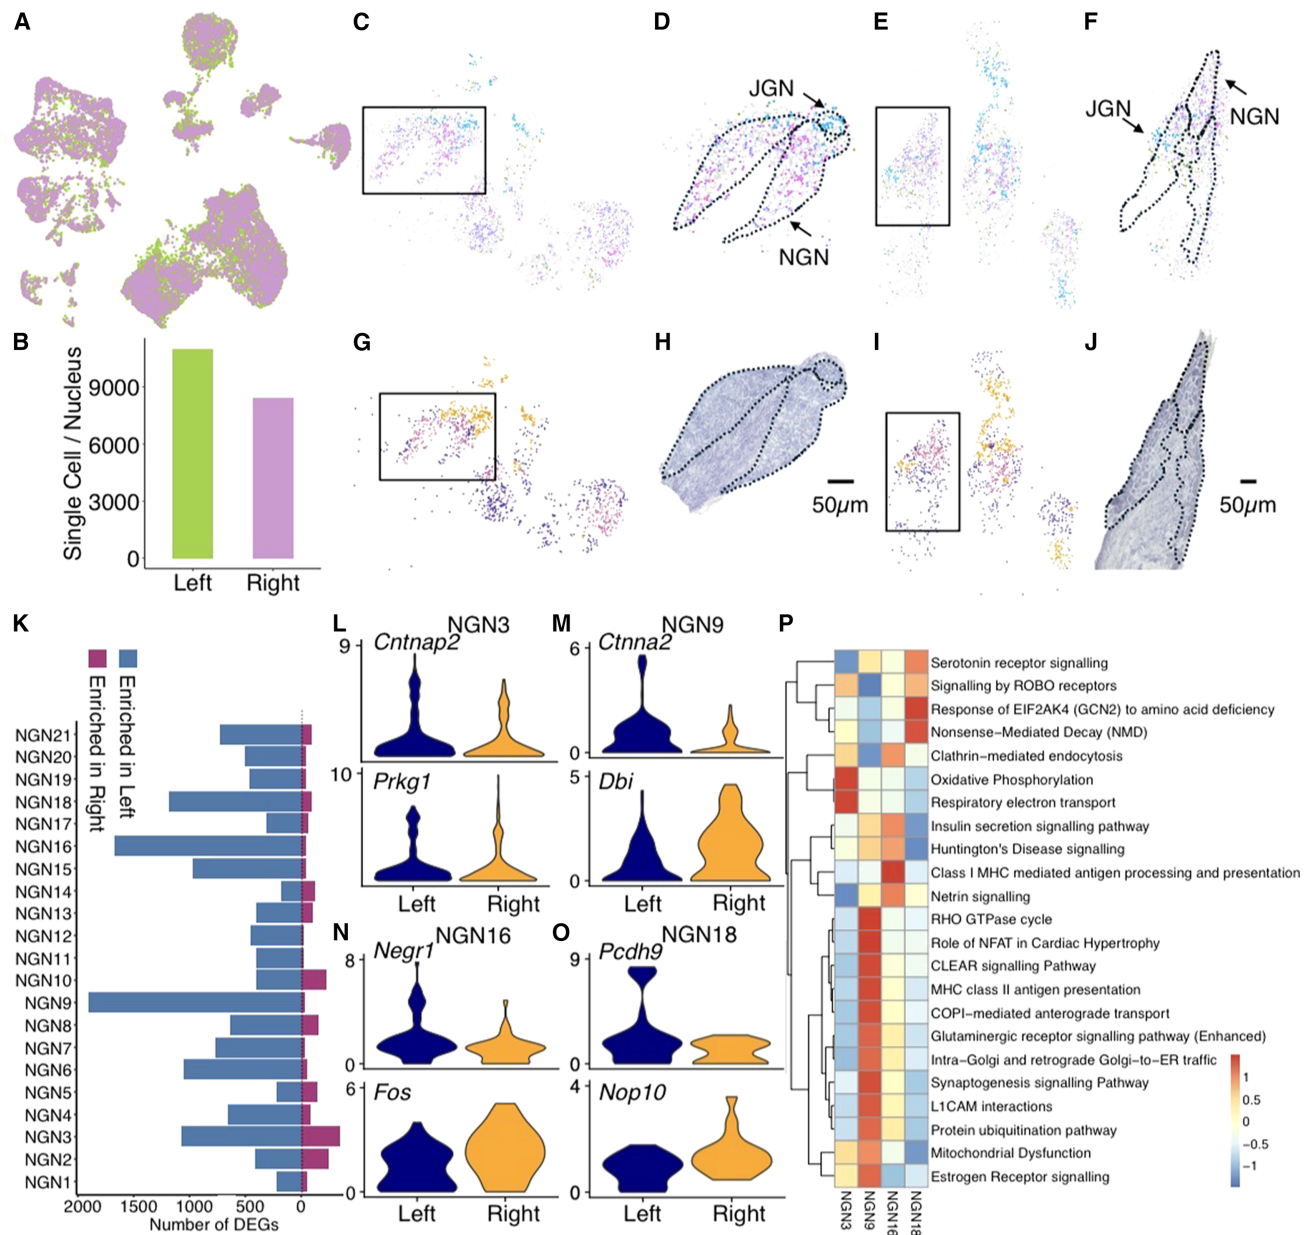

Figure 3. Differences in gene expression between the left and right nodose ganglia

(A) A UMAP plot highlighting cells that originated from left nodose ganglia (green) and right nodose ganglia (purple).

(B) The number of cells from left or right nodose ganglia within the dataset.

(C and D) RCTD mapping of snRNA-seq clusters on 3 left nodose ganglion sections on 1 tile, with (D) showing a zoomed-in image of the highlighted region in (C). Regions containing nodose or jugular neurons are highlighted.

(E and F) RCTD mapping of snRNA-seq clusters on 3 right nodose ganglion sections on 1 tile, with (F) showing a zoomed-in image of the highlighted region in (E). Regions containing nodose or jugular neurons are highlighted.

(G) Neighborhoods identified in the left nodose ganglia, with NGN neighborhoods labeled in pink, NGN/glia neighborhoods highlighted in purple, and JGN neighborhoods highlighted in orange.

(H) Hematoxylin-stained near-adjacent tissue section of the nodose ganglia highlighted in the box in (C) and (D). NGN and JGN regions are highlighted by dotted lines.

(I) Neighborhoods identified in the right nodose ganglia, with NGN neighborhoods labeled in pink, NGN/glia neighborhoods highlighted in purple, and JGN neighborhoods highlighted in orange.

(J) Hematoxylin-stained near-adjacent tissue section of the nodose ganglia highlighted in the box in (E) and (F). NGN and JGN regions are highlighted by dotted lines.

(legend continued on next page)

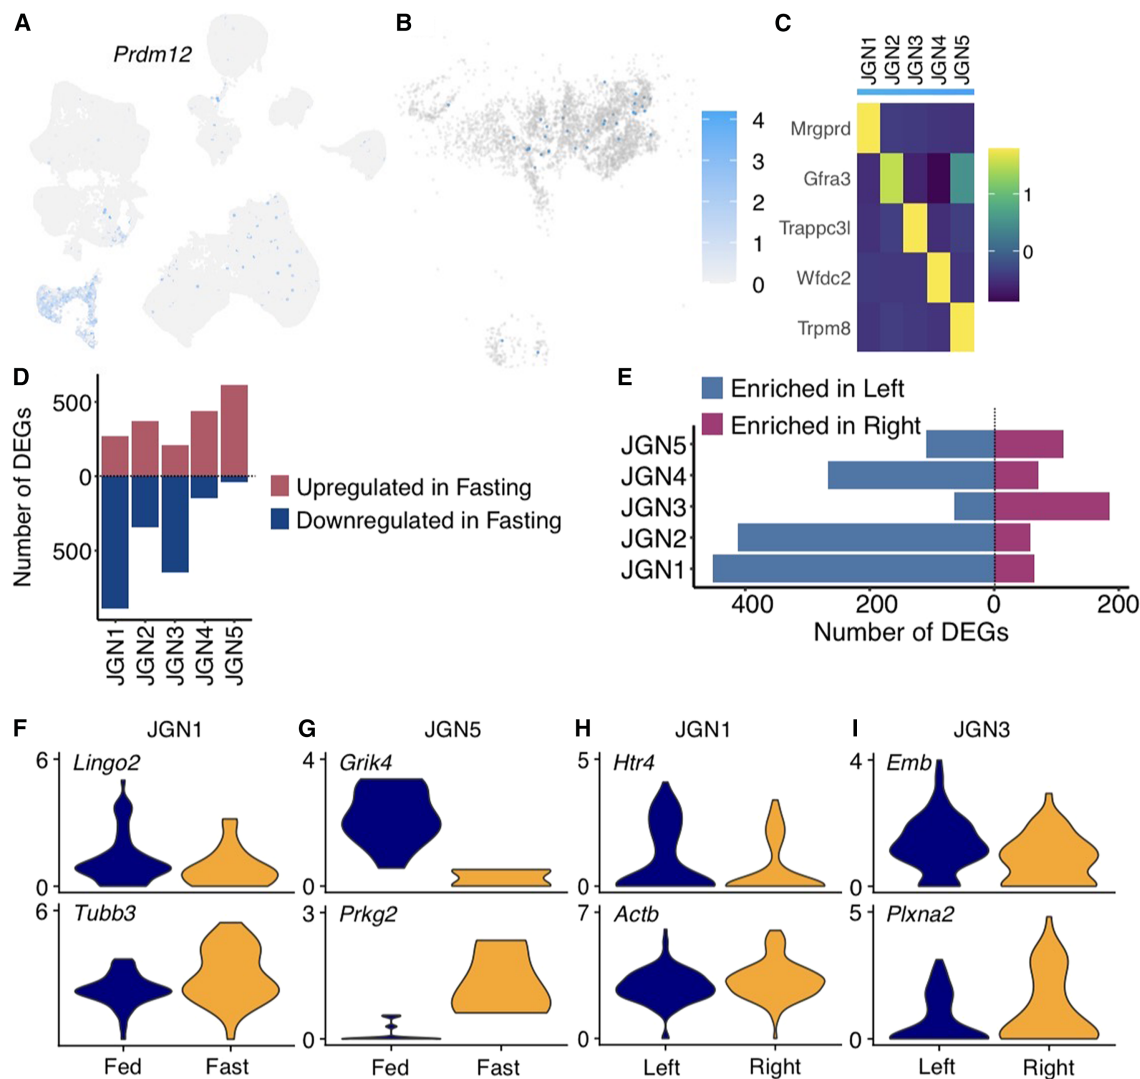

Figure 4. Overview of jugular neurons

(A) UMAP plot highlighting expression of *Prdm12* in NodotMap (log₂ scale).

(B) Log-normalized expression of *Prdm12* in spatial transcriptomics dataset. Cells were colored by the same expression level scale bar as (A).

(C) Heatmap showing scaled expression of five marker genes in jugular ganglion neuronal clusters.

(D and E) Graph showing the number of statistically significant DEGs ($p < 0.05$) in each jugular neuronal cluster (D) when comparing overnight fasting to *ad libitum*-fed (red: upregulated in fasting, blue: downregulated in fasting) (E) and left vs. right (red: enriched in right nodose ganglia, blue: enriched in left nodose ganglia).

(F–I) Violin plots showing log-normalized expression of top DEGs in (F and G) fed and fasted animals and in (H and I) left vs. right nodose ganglia.

nutrient-sensitive and metabolism pathways altered in response to fasting in JGN clusters were similar to those observed in NGN clusters (Table S16). For example, the response of EIF2AK4 (GCN2) to the amino acid deficiency pathway was upregulated by fasting in JGN1, and the regulation of lipid metabolism by the PPARα pathway was upregulated in JGN5. It is interesting that both jugular neuronal clusters and nodose neuronal clusters,

typically not thought to be involved in appetite or metabolic regulation, show extensive changes in gene expression in response to fasting. Such changes may reflect, for example, that fasting can change the circulating levels of neuronal trophic factors^{68–71} and cytokines,^{72–78} and it can also alter neuronal energy substrate use,^{79–82} all of which can alter nodose neuronal activity and gene expression in diverse neuronal populations.^{16,19,83–91}

(K–O) DEG analysis comparing left vs. right in nodose neuronal clusters. Some clusters displayed particularly high numbers of DEGs ($p < 0.05$). NGN3, NGN9, NGN16, and NGN18 had 1,418, 1,929, 1,714, and 1,278 significantly DEGs, respectively, with (L–O) showing the top genes enriched in left/right in each of these 4 clusters.

(P) Pathway analysis on the DEGs ($p < 0.05$) in the top 4 transcriptionally sensitive nodose neuronal clusters.

Thus, these effects may represent the broad effects of fasting on, for example, inflammation, growth, and metabolism. JGN1 also had the highest number (451) of DEGs enriched in the left ganglia, and JGN3 had the highest number (185) enriched in the right ganglia. Oxytocin and glutaminergic receptor signaling pathways were downregulated in left jugular neurons in JGN1, and nutrient-sensitive pathways, such as the response of EIF2AK4 (GCN2) to amino acid deficiency, were upregulated in right jugular neurons in JGN3 (Table S17).

Non-neuronal cells

Twenty-six clusters of non-neuronal cell types were identified in both the snRNA-seq and spatial transcriptomic datasets by the presence of the marker genes *Emcn* (endothelial cells), *Ebf2* (fibroblasts), *Ptpcr* (hematopoietic cells), *Mpz* (myelinated glial cells), and *Fabp7* (satellite glial cells)^{30,92–94} (Figures 5A–5K). Again, specific cell types showed differential gene expression between fed and fasted states and between left and right ganglia (Figures 5L–5Q), though the number of genes with altered expression was typically lower than the number of genes altered in the neuronal clusters. Cluster MGC1 had the highest number of fasting downregulated DEGs (258), and SGC1 had the highest number of fasting upregulated DEGs (357). Intracellular transduction and myelination signaling pathways were either downregulated or upregulated by fasting across different non-neuronal clusters (Table S16). Comparing left and right ganglia, FB3 had the highest number (1,024) of enriched DEGs in the left ganglia, and FB4 the highest number (815) enriched in the right ganglia. Interestingly, estrogen receptor and insulin-like growth factor 1 signaling were both downregulated in the left ganglia of FB3. In contrast, both estrogen receptor- and cholecystokinin/gastrin-mediated signaling were enriched in the right ganglia of FB4 (Table S17).

DISCUSSION

We have harmonized multiple scRNA-seq/snRNA-seq datasets of the mouse nodose ganglia and aligned them with spatial transcriptomics data to create a tool for researchers interested in the physiological and pathophysiological roles of the vagus nerve. Research into vagal signaling has advanced significantly in the last decade,^{24,26,55,56,63,95} helped greatly by new molecular approaches, and we hope that NodMap will facilitate further understanding of this major gut-brain pathway. Harmonizing data from multiple sources is likely to improve the resolution of cell classification, particularly for rarer populations.

NodMap represents a significant advance over prior individual datasets in several respects. By integrating five independent datasets, we achieve substantially greater cell numbers than any single study, improving statistical power to detect rare cell populations and enabling robust identification of cluster-specific marker genes. The resulting atlas has refined resolution when comparing nodose ganglion neuronal clusters (e.g., NG14 and NG15).^{30,37} It includes 52 clusters, of which 26 are neuronal subtypes. Even though we have not had the opportunity to perform similar analyses on human tissue, evidence suggests that human nodose ganglia have characteristics similar to those in the

mouse, including expression of key genes and overlapping functional pathways.⁹⁶

The observation that all neuronal clusters exhibit differential gene expression between the left and right nodose ganglia is striking and extends prior reports of functional lateralization in vagal signaling.^{26,38,39,97} Left-right differences in vagal circuits have been documented at the level of connectivity, physiology, and behavior. The left vagus has been more strongly implicated in distension-induced satiety signals,³⁸ while the right has been linked to nutrient preference and reward signals.²⁶ Our data suggest that these functional differences may have a transcriptional basis, with hundreds of DEGs in some neuronal subtypes. These findings highlight the importance of treating the left and right vagus as distinct entities in experimental design and in interpreting vagal stimulation studies, where the choice of side may have significant consequences for functional outcomes.

CellChat analysis identified a number of potential signaling pathways between the vagus and the hindbrain. Although a number of specific vagal-brainstem pathways have been characterized,^{55,98} there are likely to be many more, with the role of, for example, 2-AG and prostaglandin⁹⁹ synthesized in nodose neurons having been little examined and the roles of neuropeptide signaling from the vagus to the hindbrain also remaining largely unknown.

Limitations of the study

We have based our classification of neuron innervation targets on the work carried out by Bai et al.²⁴ and have not anatomically or functionally confirmed these pathways. While these previous data strongly suggest that the markers used are helpful for this classification, it is possible that not all neurons in a cluster target the assigned organs, and it is unclear how broad and heterogeneous the projection patterns of clusters with multiple organ innervation markers actually are. CellChat analysis likely overestimates possible connections, as the hindbrain dataset used will include many cells not innervated by vagal neurons. However, we hope that this analysis can suggest new pathways to investigate using functional studies. Future experiments using spatial transcriptomics analysis of the DVC, linked to tracing of vagal terminals, may help focus future projects on the most promising circuits.

The spatial transcriptomic analyses we have carried out were performed on a limited number of sections and ganglia, and while the major cell-type assignments were reproducible, the coverage of rarer populations in the spatial data was necessarily limited by the section sampling strategy. It is also possible that using snRNA-seq for our own dataset, rather than scRNA-seq, may result in underrepresentation of some transcripts, although both seem to capture the same cell clusters in comparable tissues.⁴² Finally, while NodMap provides a rich transcriptional resource, the links between transcriptional identity and physiological function must ultimately be established through functional studies targeting the specific cell populations identified here.

In summary, NodMap provides a rich resource for researchers studying vagal signaling. It is intended as a dynamic tool, regularly updated as new data come to light, and to be compared with any future equivalent analysis of the human

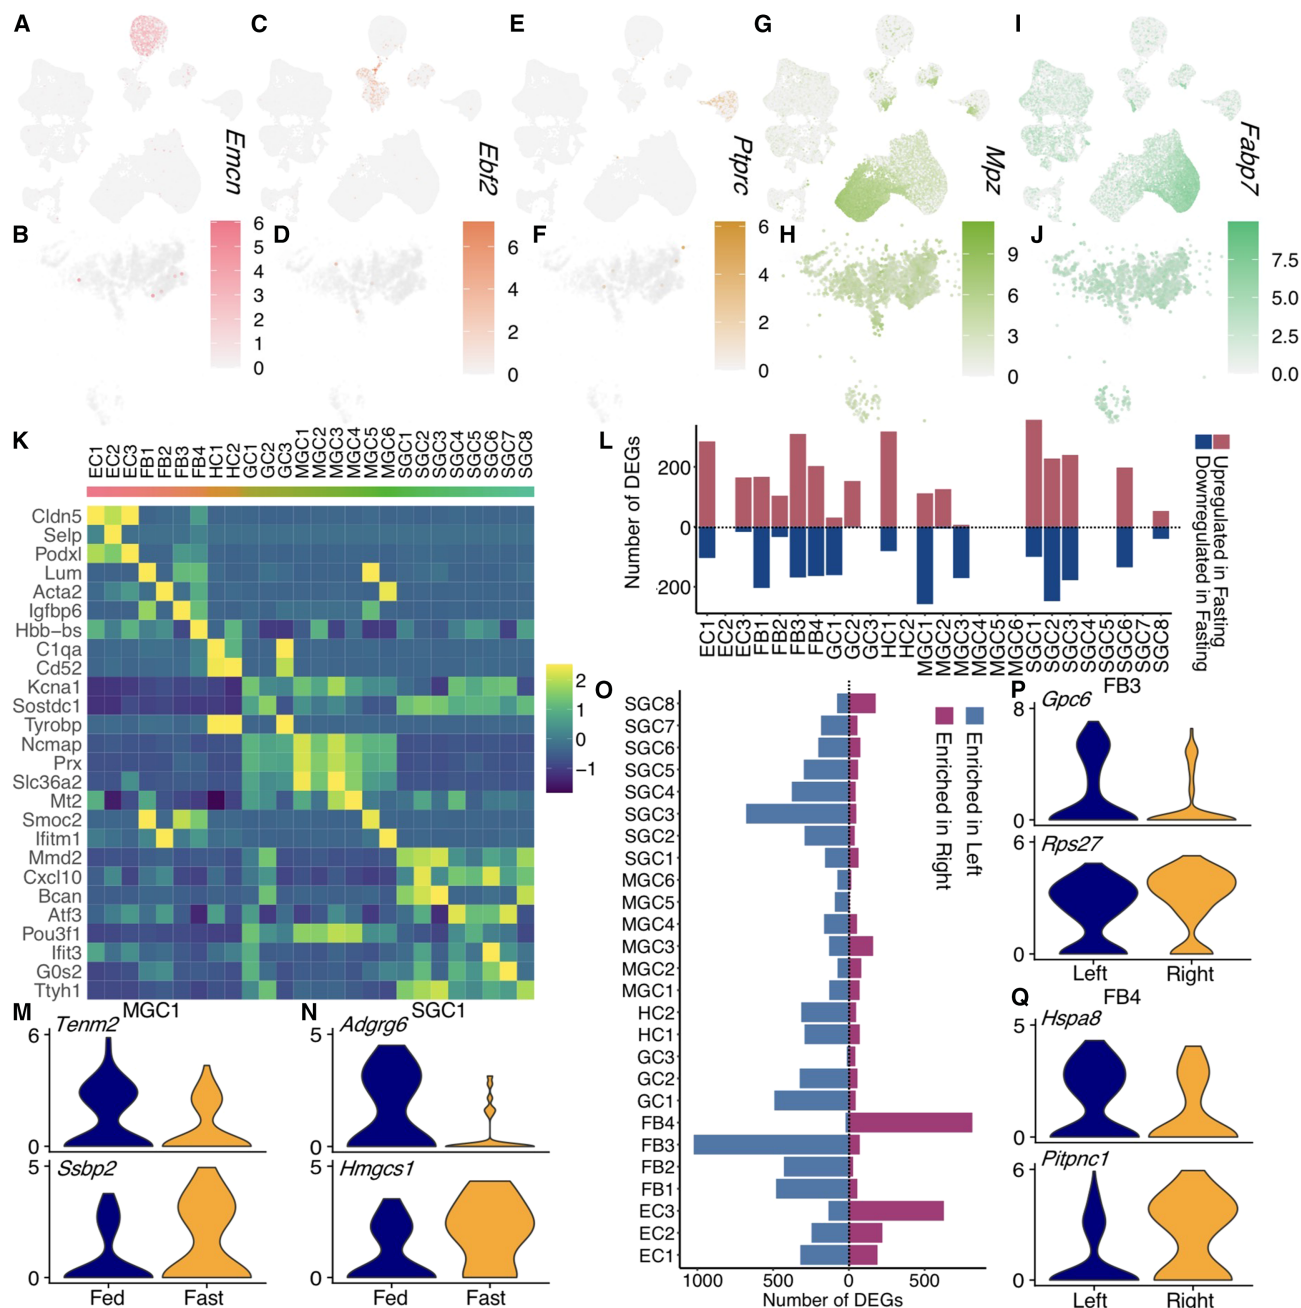

Figure 5. Overview of non-neuronal cells

(A, C, E, G, and I) UMAP plot highlighting expression of non-neuronal cell markers in single-cell atlas (log₂ scale) and (B, D, F, H, and J) a tile of the spatial transcriptomics dataset of 3 left nodose ganglia. For each marker gene, the cells were colored by the same expression scale bar (A and B: *Emcn*, endothelial cells [ECs]; C and D: *Ebf2*, fibroblasts [FBs]; E and F: *Ptprc*, hematopoietic cells [HCs]; G and H: *Mpz*, myelinated glial cells [MGCs]; and I and J: *Fabp7*, satellite glial cells [SGCs]; if both MGC and SGC markers were presented in the clusters, they were labeled as glial cells [GCs]).

(K) Heatmap with scaled expression of marker genes in non-neuronal clusters.

(L) Number of significantly DEGs in fasting across all non-neuronal clusters ($p < 0.05$).

(M and N) Violin plots showing top DEGs in the fasted state.

(O) Number of significantly DEGs comparing left and right nodose ganglia across the non-neuronal clusters ($p < 0.05$).

(P and Q) Violin plots with marker genes enriched in left or right nodose ganglia from the FB3 (P) or FB4 (Q) cluster.

nodose ganglia. We aim for NodoMap to provide a shared reference framework that facilitates the integration of findings across laboratories and experimental approaches and aids researchers seeking to interrogate specific vagal neuronal populations, identify molecular targets, or design genetically targeted experiments. NodoMap will thus hopefully support the discovery of new approaches to exploiting vagal signaling in a clinical context.

RESOURCE AVAILABILITY

Materials availability

This study did not generate new unique reagents.

Data and code availability

- Raw sequencing files have been deposited at GEO: GSE296454. The four existing published datasets^{24,30,37,40} analyzed are deposited at GEO: GSE124312, GSE138651, GSE185173, and GSE192987. The NodoMap full dataset is available to explore on CellXgene here: <https://cellxgene.cziscience.com/collections/982f9f44-031c-4c8c-91ee-dcaa53b10151>. The RDS objects are available to download from the University of Cambridge APOLLO repository here: <https://doi.org/10.17863/CAM.125125>.
- The droplet-based 10× single-cell sequence reads of mouse nodose ganglia were downloaded using FASTQ-dump from the Sequence Read Archive prefetch toolkit (NCBI SRA v.3.0.0).
- Data used to construct figures are provided in Tables S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, and S19.
- All original code for the pre-processing, integration, and plotting of data has been deposited at GitHub and is publicly available at <https://github.com/sc2470/NodoMap> and at Zenodo at <https://doi.org/10.5281/zenodo.20329018>.

ACKNOWLEDGMENTS

The Section of Endocrinology and Investigative Medicine is funded by grants from the MRC, BBSRC, and NIHR and is supported by the NIHR Biomedical Research Centre Funding Scheme and the NIHR/Imperial Clinical Research Facility. The views expressed are those of the authors and not necessarily those of the MRC, BBSRC, NHS, NIHR, or Department of Health. K.G.M. is supported by Diabetes UK (18/0005886 and 20/0006295), the BBSRC (BB/W001497/1 and BB/X017273/1), the MRC (MR/Y013980/1), and the Wellcome Trust (310835/Z/24/Z). S.C. was supported by the British Society of Neuroendocrinology. B.Y.H.L. and G.S.H.Y. are supported by BBSRC Project Grant (BB/S017593/1) and the MRC Metabolic Diseases Unit (MC_UU_00014/1). Next-generation sequencing was performed at the IMS Genomics and Bioinformatics Core supported by the MRC (MC_UU_00014/5 and RGAG/542 MC_UU_00039), the Wellcome Trust (208363/Z/17/Z and RGAG/546 226800/Z/22/Z), and the Cancer Research UK Cambridge Institute Genomics Core.

AUTHOR CONTRIBUTIONS

S.C. and G.K.C.D. were responsible for conceptualization, investigation, visualization, formal analysis, project administration, and the writing of the original draft. K.R., M.N., A.G.R., and P.P. were involved in investigation. G.A.B. contributed to visualization and formal analysis. B.Y.H.L. contributed to methodology, visualization, and formal analysis. G.S.H.Y. and K.G.M. were responsible for conceptualization, formal analysis, data curation, manuscript review and editing, supervision, and funding acquisition. All authors were

involved in drafting the article or reviewing it critically for important intellectual content and gave final approval of the version to be published.

DECLARATION OF INTERESTS

B.Y.H.L. provides remunerated consultancy for Nuntius Therapeutics. G.S.H.Y. receives grant funding from Novo Nordisk and Amgen, Inc.; he also consults for both Novo Nordisk and Eli Lilly and Company.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
- METHOD DETAILS
  - Nuclei isolation
  - Molecular tagging of nuclei
  - snRNASeq library preparation
  - Tissue preparation for spatial transcriptomics
  - Spatial transcriptomics library preparation
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Dataset downloads
  - Sequence alignment
  - Dataset quality control
  - Batch correction and clustering
  - Defining cell types
  - Differential gene expression analysis
  - Downstream pathway analysis
  - Neurotransmitter/neuropeptide assignment
  - Assigning neuronal properties
  - Cell-cell communication
  - Spatial transcriptomics pre-processing
  - Integration of the spatial transcriptomics data of mouse left and right nodose ganglia
  - Integration of snRNASeq and spatial transcriptomics data
  - Neighborhood analysis to identify spatial patterns in cell distribution
  - Statistics

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.cpb.2026.100072>.

Received: May 11, 2025

Revised: February 3, 2026

Accepted: June 12, 2026

Published: July 20, 2026

REFERENCES

1. Browning, K.N., Babic, T., Toti, L., Holmes, G.M., Coleman, F.H., and Travagli, R.A. (2014). Plasticity in the brainstem vagal circuits controlling gastric motor function triggered by corticotropin releasing factor. *J. Physiol.* 592, 4591–4605. <https://doi.org/10.1113/jphysiol.2014.278192>.
2. Kentish, S.J., and Page, A.J. (2014). Plasticity of gastro-intestinal vagal afferent endings. *Physiol. Behav.* 136, 170–178. <https://doi.org/10.1016/j.physbeh.2014.03.012>.
3. Kollarik, M., Ru, F., and Brozmanova, M. (2010). Vagal afferent nerves with the properties of nociceptors. *Auton. Neurosci.* 153, 12–20. <https://doi.org/10.1016/j.autneu.2009.08.001>.
4. Steinert, R.E., and Beglinger, C. (2011). Nutrient sensing in the gut: Interactions between chemosensory cells, visceral afferents and the

- secretion of satiety peptides. *Physiol. Behav.* 105, 62–70. <https://doi.org/10.1016/j.physbeh.2011.02.039>.
5. Shah, A., Carreno, F.R., and Frazer, A. (2014). Therapeutic modalities for treatment resistant depression: Focus on vagal nerve stimulation and ketamine. *Clin. Psychopharmacol. Neurosci.* 12, 83–93. <https://doi.org/10.9758/cpn.2014.12.2.83>.
6. Yuan, H., and Silberstein, S.D. (2016). Vagus Nerve and Vagus Nerve Stimulation, a Comprehensive Review: Part II. Headache 56, 259–266. <https://doi.org/10.1111/head.12650>.
7. Láinez, M.J., and Guillaumon, E. (2017). Cluster headache and other TACs: Pathophysiology and neurostimulation options. *Headache* 57, 327–335. <https://doi.org/10.1111/head.12874>.
8. Kumar, A., Bunker, M.T., Aaronson, S.T., Conway, C.R., Rothschild, A.J., Mordenti, G., and Rush, A.J. (2019). Durability of symptomatic responses obtained with adjunctive vagus nerve stimulation in treatment-resistant depression. *Neuropsychiatr. Dis. Treat.* 15, 457–468. <https://doi.org/10.2147/NDT.S196665>.
9. Yao, G., Kang, L., Li, J., Long, Y., Wei, H., Ferreira, C.A., Jeffery, J.J., Lin, Y., Cai, W., and Wang, X. (2018). Effective weight control via an implanted self-powered vagus nerve stimulation device. *Nat. Commun.* 9, 5349. <https://doi.org/10.1038/s41467-018-07764-z>.
10. Ogbonnaya, S., and Kaliaperumal, C. (2013). Vagal nerve stimulator: Evolving trends. *J. Nat. Sci. Biol. Med.* 4, 8–13. <https://doi.org/10.4103/0976-9668.107254>.
11. Val-Laillet, D., Biraben, A., Randuineau, G., and Malbert, C.H. (2010). Chronic vagus nerve stimulation decreased weight gain, food consumption and sweet craving in adult obese minipigs. *Appetite* 55, 245–252. <https://doi.org/10.1016/j.appet.2010.06.008>.
12. Burneo, J.G., Faught, E., Knowlton, R., Morawetz, R., and Kuzniecky, R. (2002). Weight loss associated with vagus nerve stimulation. *Neurology* 59, 463–464. <https://doi.org/10.1212/WNL.59.3.463>.
13. Brierley, D.I., and de Lartigue, G. (2022). Reappraising the role of the vagus nerve in GLP-1-mediated regulation of eating. *Br. J. Pharmacol.* 179, 584–599. <https://doi.org/10.1111/bph.15603>.
14. Krieger, J.P., Arnold, M., Pettersen, K.G., Lossel, P., Langhans, W., and Lee, S.J. (2016). Knockdown of GLP-1 receptors in vagal afferents affects normal food intake and glycemia. *Diabetes* 65, 34–43. <https://doi.org/10.2337/db15-0973>.
15. Bonaz, B., Sinniger, V., and Pellissier, S. (2016). Anti-inflammatory properties of the vagus nerve: potential therapeutic implications of vagus nerve stimulation. *J. Physiol.* 594, 5781–5790. <https://doi.org/10.1113/JP271539>.
16. Huerta, T.S., Chen, A.C., Chaudhry, S., Tynan, A., Morgan, T., Park, K., Adamovich-Zeitlin, R., Haider, B., Li, J.H., Nagpal, M., et al. (2025). Neural representation of cytokines by vagal sensory neurons. *Nat. Commun.* 16, 3840. <https://doi.org/10.1038/s41467-025-59248-6>.
17. Goehler, L.E., Gaykema, R.P.A., Opitz, N., Reddaway, R., Badr, N., and Lyte, M. (2005). Activation in vagal afferents and central autonomic pathways: Early responses to intestinal infection with *Campylobacter jejuni*. *Brain Behav. Immun.* 19, 334–344. <https://doi.org/10.1016/j.bbi.2004.09.002>.
18. Komegae, E.N., Farmer, D.G.S., Brooks, V.L., McKinley, M.J., McAllen, R.M., and Martelli, D. (2018). Vagal afferent activation suppresses systemic inflammation via the splanchnic anti-inflammatory pathway. *Brain Behav. Immun.* 73, 441–449. <https://doi.org/10.1016/j.bbi.2018.06.005>.
19. Jin, H., Li, M., Jeong, E., Castro-Martinez, F., and Zuker, C.S. (2024). A body–brain circuit that regulates body inflammatory responses. *Nature* 630, 695–703. <https://doi.org/10.1038/s41586-024-07469-y>.
20. Waise, T.M.Z., Dranse, H.J., and Lam, T.K.T. (2018). The metabolic role of vagal afferent innervation. *Nat. Rev. Gastroenterol. Hepatol.* 15, 625–636. <https://doi.org/10.1038/s41575-018-0062-1>.
21. Nassenstein, C., Taylor-Clark, T.E., Myers, A.C., Ru, F., Nandigama, R., Bettner, W., and Undem, B.J. (2010). Phenotypic distinctions between neural crest and placodal derived vagal C-fibres in mouse lungs. *J. Physiol.* 588, 4769–4783. <https://doi.org/10.1113/jphysiol.2010.195339>.
22. Zeisel, A., Hochgerner, H., Lönnerberg, P., Johnsson, A., Memic, F., van der Zwan, J., Häring, M., Braun, E., Borm, L.E., La Manno, G., et al. (2018). Molecular Architecture of the Mouse Nervous System. *Cell* 174, 999–1014.e22. <https://doi.org/10.1016/j.cell.2018.06.021>.
23. Bhuiyan, S.A., Xu, M., Yang, L., Semizoglou, E., Bhatia, P., Pantaleo, K.I., Tochitsky, I., Jain, A., Erdogan, B., Blair, S., et al. (2024). Harmonized cross-species cell atlases of trigeminal and dorsal root ganglia. *Sci. Adv.* 10, ead9173. <https://doi.org/10.1126/sciadv.ad9173>.
24. Bai, L., Mesgarzadeh, S., Ramesh, K.S., Huey, E.L., Liu, Y., Gray, L.A., Aitken, T.J., Chen, Y., Beutler, L.R., Ahn, J.S., et al. (2019). Genetic Identification of Vagal Sensory Neurons That Control Feeding. *Cell* 179, 1129–1143.e23. <https://doi.org/10.1016/j.cell.2019.10.031>.
25. Chang, R.B., Strohlic, D.E., Williams, E.K., Umans, B.D., and Liberles, S.D. (2015). Vagal sensory neuron subtypes that differentially control breathing. *Cell* 161, 622–633. <https://doi.org/10.1016/j.cell.2015.03.022>.
26. Williams, E.K., Chang, R.B., Strohlic, D.E., Umans, B.D., Lowell, B.B., and Liberles, S.D. (2016). Sensory Neurons that Detect Stretch and Nutrients in the Digestive System. *Cell* 166, 209–221. <https://doi.org/10.1016/j.cell.2016.05.011>.
27. Han, W., Tellez, L.A., Perkins, M.H., Perez, I.O., Qu, T., Ferreira, J., Ferreira, T.L., Quinn, D., Liu, Z.W., Gao, X.B., et al. (2018). A Neural Circuit for Gut-Induced Reward. *Cell* 175, 665–678.e23. <https://doi.org/10.1016/j.cell.2018.08.049>.
28. Prescott, S.L., Umans, B.D., Williams, E.K., Brust, R.D., and Liberles, S.D. (2020). An Airway Protection Program Revealed by Sweeping Genetic Control of Vagal Afferents. *Cell* 181, 574–589.e14. <https://doi.org/10.1016/j.cell.2020.03.004>.
29. Tao, J., Campbell, J.N., Tsai, L.T., Wu, C., Liberles, S.D., and Lowell, B.B. (2021). Highly selective brain-to-gut communication via genetically defined vagus neurons. *Neuron* 109, 2106–2115.e4. <https://doi.org/10.1016/j.neuron.2021.05.004>.
30. Kupari, J., Häring, M., Agirre, E., Castelo-Branco, G., and Ernfors, P. (2019). An Atlas of Vagal Sensory Neurons and Their Molecular Specialization. *Cell Rep.* 27, 2508–2523.e4. <https://doi.org/10.1016/j.celrep.2019.04.096>.
31. Burdya, G., Varro, A., Dimaline, R., Thompson, D.G., and Dockray, G.J. (2006). Feeding-dependent depression of melanin-concentrating hormone and melanin-concentrating hormone receptor-1 expression in vagal afferent neurones. *Neuroscience* 137, 1405–1415. <https://doi.org/10.1016/j.neuroscience.2005.10.057>.
32. Burdya, G., Varro, A., Dimaline, R., Thompson, D.G., and Dockray, G.J. (2006). Ghrelin receptors in rat and human nodose ganglia: Putative role in regulating CB-1 and MCH receptor abundance. *Am. J. Physiol. Gastrointest. Liver Physiol.* 290, G1289–G1297. <https://doi.org/10.1152/ajpgi.00543.2005>.
33. De Lartigue, G., Dimaline, R., Varro, A., and Dockray, G.J. (2007). Cocaine- and amphetamine-regulated transcript: Stimulation of expression in rat vagal afferent neurons by cholecystokinin and suppression by ghrelin. *J. Neurosci.* 27, 2876–2882. <https://doi.org/10.1523/JNEUROSCI.5508-06.2007>.
34. Burdya, G., De Lartigue, G., Raybould, H.E., Morris, R., Dimaline, R., Varro, A., Thompson, D.G., and Dockray, G.J. (2008). Cholecystokinin regulates expression of Y2 receptors in vagal afferent neurons serving the stomach. *J. Neurosci.* 28, 11583–11592. <https://doi.org/10.1523/JNEUROSCI.2493-08.2008>.
35. De Lartigue, G., Dimaline, R., Varro, A., Raybould, H., De La Serre, C.B., and Dockray, G.J. (2010). Cocaine- and Amphetamine-Regulated Transcript Mediates the Actions of Cholecystokinin on Rat Vagal Afferent Neurons. *Gastroenterology* 138, 1479–1490. <https://doi.org/10.1053/j.gastro.2009.10.034>.

How the deposited data were processed for this re-analysis (not part of the article)

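The nodose ganglia of 20 male C57BL/6J mice aged 7 weeks were collected by the authors in 4 pools of 10 ganglia by side and feeding state (fed, or fasted for 16 h), tagged and sequenced as 1 pooled 10x library of single nuclei. The deposited matrix holds UMI counts that the authors made with Cell Ranger 6.0.1 (GRCm38, Ensembl 100 annotation) and is the filtered output of its cell calling. It has 4121 barcodes, 55399 genes and 39389760 UMIs. For the sections, the deposited bead files hold other values, the x and y positions of the beads of each tile, in a unit whose length the authors do not give in the sources used here; how the positions were made is not given there either. No aligned reads and no counts of the sections were used here. The study's supplementary tables gave its limits, tag reads (1998 of 4109 barcodes used here) and bead calls (1999 of 9683 beads used here).

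Barcodes with more than 600 genes, more than 1000 and fewer than 100000 UMIs and less than 2% mitochondrial UMIs were kept, which are the study's limits for these nuclei. Its minimum of 150 tag reads could not be applied to every barcode and served as an alternative. Doublets were scored with scrublet in scanpy 1.11.5; the threshold it set called 0 barcodes, and the 6% with the highest scores were removed in its place, a rule chosen after that was seen. Of 4121 barcodes, 3039 were kept with a median of 2679 UMIs. The median was 11932 UMIs in nodose-like neurons, so most genes have few UMIs per nucleus and were read from sums over classes.

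Counts were scaled to the depth of each nucleus and log-transformed, and the 3000 most variable genes, without mitochondrial genes and every gene of the lists below, were reduced to 50 principal components. Nuclei were joined by shared nearest neighbors (20 neighbors) and clustered with leidenalg 0.10.2 and igraph 0.11.9 at resolution 1 and seed 1. Clusters were named from markers listed before the data were examined, and neurons were clustered again on their own. A class needed at least 3 markers in at least 10% of the nuclei and 2 times higher than elsewhere by CPM, with at least 2 among the 50 leading genes; clusters led by ribosomal or respiratory chain genes, or carrying *Mog* and *Mobp* of oligodendrocytes among myelin genes, stayed unnamed. This rule was adjusted several times after clusters had been looked at, and 828 nuclei and 308 neurons stayed unnamed. The other work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

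For each gene and class, CPM, the share of nuclei with at least 1 UMI and UMIs per nucleus were computed, the last added after the data had been seen. Non-neural nuclei stood for free RNA of neuronal genes. For a gene that these cells make themselves, their value is not a free RNA level. Shares were repeated on nuclei thinned to 1500 UMIs, leaving out shallower nuclei. Intervals are 95% and exact: Clopper-Pearson for shares, Poisson for CPM and conditional binomial for CPM ratios. With 1 library and no replicates, no test between conditions was made and no p-value was computed. Some planned results are not reported here. Otherwise the text names every gene that the paper names for a claim on these nuclei and members of lists fixed beforehand: of each list, how many of its genes reach 10% of nodose-like or jugular-like neurons, up to 4 by highest share and each gene the paper names. The lists are glutamate transporters, other transmitters, neuropeptides, gut hormone and energy receptors, nutrient sensors, channels and fiber type, sensors, organ genes, class readouts, immediate-early and stress genes, nuclear long RNAs, sex genes and red cell genes. Gene positions are those of GENCODE M21 on GRCm38.

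The noradrenergic set was neurons with UMIs of at least 2 of *Slc6a2*, *Npy* and *Hand2*. Label genes of atlas clusters were followed by selecting neurons with UMIs of 2 of them and measuring the third. For the sections, the study's single and certain pair calls were counted by their first type, and for each bead the types of its 15 nearest resolved beads were counted. Alternatives changed 1 choice at a time, except that components and variable genes were changed together: doublets kept, mitochondrial share under 5%, over 2000 UMIs, only barcodes of the tag table used here with over 150 tag reads, resolution 0.5 and 2, 30 components with 2000 variable genes, at least 2 UMIs, thinning, 5 or 30 nearest beads, and single calls only. Which value stands for each planned result there, and which genes were recomputed, was set after the main values had been seen.

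The intervals were tested on simulated counts, drawn from the same Poisson and binomial models that the intervals assume. Coverage near 95% was thus built in, and it checks the computation, not the spread between real nuclei. Of 16638 genes simulated without a difference, 95.9% had their true ratio inside the interval; of 100 genes with a 2-fold difference, 96% were covered and 88% had an interval above 1, and of those with a 4-fold difference, 99% and 100%. Share intervals covered 95.5%. Naming returned the right class for 83.3% of simulated nodose-like and 99.3% of jugular-like neurons, 100% of satellite, myelinating and fibroblast nuclei and 98.5% of endothelial nuclei. The simulated nuclei were drawn from the mean profile of each class as named here, with no unnamed nuclei among them. They show that the naming recovers its own classes, not that the classes are right. The comparisons of fed with fasted and of left with right ganglia were left out, because no source used here ties a tag pool to a side or feeding state. The public data sets of the atlas, the hindbrain nuclei and pathway analyses were not analysed here.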

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

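The tests on *Xist* were chosen after the result was seen; those on the nuclear long RNAs and *Atf3* were not. Each result in the next paragraph is a signal in genes that the paper does not discuss, found in a cluster that the gene itself leads.

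*Xist*, the RNA that silences an X chromosome in females, was in 48% (33.7 to 62.6) of the 50 nuclei of cluster 17, against 0.602% of other nuclei. *Ucp1*, for the heat-producing protein of brown fat, was in 45.8% (25.6 to 67.2) of the 24 nuclei of cluster 20, against 1.09% of others. *Mog*, a gene of oligodendrocytes, was in 80% (44.4 to 97.5) of the 10 nuclei of cluster 23, against 0.363% of others. *Slc6a20a*, for an amino acid transporter, was in 81.8% (69.1 to 90.9) of the 55 nuclei of cluster 15, against 4.46% of others.

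*Xist* should be absent from male mice. It reached 606 CPM (495 to 734) in cluster 17, which was picked for it, against 1.18 CPM in all other nuclei. Free RNA is argued against by a count over all nuclei that does not use the clusters: 16 nuclei (9.15 to 26.0) held at least 3 *Xist* UMIs, against 0.936 expected if all 134 *Xist* UMIs were spread over nuclei by depth, and 14 of the 16 lay in cluster 17. Nuclei of female mice remain open: in the 24 nuclei of the cluster with *Xist*, *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, on the Y chromosome, summed to 25.8 CPM (5.31 to 75.3), against 398 CPM (368 to 429) in non-neural nuclei. Cells of the forebrain could not be told from the rest by marker genes, since 4 of 10 forebrain genes, 0 of 10 hindbrain genes and 4 of 8 inhibitory neuron genes had a CPM ratio to all other nuclei whose lower 95% limit was over 2, as had 2 of 6 astrocyte and 0 of 6 oligodendrocyte genes. Of 28 nuclei of the cluster with a tag pool, 17 were in pool 3, which holds 12.6% of such nuclei, and a nucleus from outside the study's mice may be the source, with no biological explanation tested.

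*Miat*, *Snhg11* and *Meg3*, long RNAs kept in the nucleus, are label genes of a nodose cluster of the atlas. All 3 were in 96.4% of the neurons of the median cluster here (43.7% to 100%), but the low values are those of shallow clusters (43.7% in cluster 1, at a median of 3002 UMIs), and *Meg3* was in 89.8% of non-neural nuclei. The share thus follows depth, and nuclear RNA content and a neuron subtype cannot be told apart by it. No biological explanation was tested. *Atf3*, *Emp1* and *Cebpd* are label genes of a satellite glia cluster of the atlas. *Atf3*, an injury gene, was in 0.212% (1 of 472) of satellite glia-like and 0.647% of non-neural nuclei, *Emp1* in 0 of 472 and 6.96%, and *Cebpd* in 10.8% (51 of 472; 8.15 to 14.0) and 4.21%. A response to cell dissociation, from which nuclei are spared, would give the low values of *Atf3* and *Emp1* and not that of *Cebpd*.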

How the results depend on the processing

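All alternatives were planned. Of 113 values of the 16 main results reported here under an alternative, 70 stayed within the counting interval, 35 moved beyond it and 8 changed direction; of 1643 values of named genes, 1015, 601 and 27. A ratio was counted as changing direction only if its main interval lay wholly on 1 side of 1; by value alone, 37 of the 49 ratio values of the main results stayed on the side of the main value. Ratios on nodose over jugular neurons depend on which neurons are named: 27 of 413 ratios of 59 genes changed direction by that rule, in 11 genes; others whose main interval held 1, such as *Adcyap1* and *Nts*, also crossed it. *Prdm12*, *Dbh* in the noradrenergic set, *Slc17a6*, *Cartpt*, *Vip*, *Cckar*, *Th*, *Ddc*, *Trpm8*, *Runx1*, *Piezo2* and *Scn10a* kept their direction under every alternative that gave a value. The jugular share of the neighbors of jugular beads, the only bead value counted here, moved by less than its interval. The myelinating share around myelinating glia moved more, from 26.8% to 40% with 5 neighbors and 18.6% with 30. Shares by bead cluster were not recomputed. Macrophage-like, mural-like and other immune nuclei formed no class with only tagged barcodes or with over 2000 UMIs, and myelinating glia none with over 2000 UMIs, so no value was computed there. Depth limits shares: the 4 main values recomputed after thinning all moved. Ratios below are nodose over jugular by CPM unless marked, and the cause was not tested.

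With doublets kept, values that moved were: *Prdm12* (jugular over nodose) 5.31, *Tac1* (jugular over nodose) 1.81, *Scn1a* 1.01, jugular-like share in tag pool 1 49.2%. Turned round there were: *Nefh* 0.944, *Slc17a7* 0.847, *Gal* 1.10, *Cntn1* 0.863, *Cntnap1* 0.744, *Slc18a2* 0.856. With a mitochondrial share under 5%, values that moved were: share of nodose-like neurons 16.4%. With over 2000 UMIs, values that moved were: nuclei kept 1950, share of nodose-like neurons 26.2%, share of satellite glia-like nuclei 21.5%, *Tac1* (jugular over nodose) 2.76, *Nefh* 1.39. With only tagged barcodes of the table used here, values that moved were: nuclei kept 1371, share of nodose-like neurons 18.2%, share of satellite glia-like nuclei 12.8%, *Prdm12* (jugular over nodose) 3.49, *Slc17a6* in 87.2% of nodose-like neurons, *Tac1* (jugular over nodose) 1.90, *Scn1a* 2.30, *Nefh* 1.39. At resolution 0.5, values that moved were: share of nodose-like neurons 39.5%, *Prdm12* (jugular over nodose) 2.80, *Slc17a6* in 50.1% of nodose-like neurons, *Nefh* 1.57, jugular-like share in tag pool 1 17.2%. Turned round there were: *Tac1* (jugular over nodose) 0.764, *Gal* 2.21, *Calca* 1.48, *Trpv1* 2.11, *Trpa1* 1.11, *Mef2c* 0.980. At resolution 2, values that moved were: share of nodose-like neurons 12.2%, *Prdm12* (jugular over nodose) 5.65, *Slc17a6* in 51.1% of nodose-like neurons, jugular-like share in tag pool 1 46.3%. Turned round there were: *Tac1* (jugular over nodose) 0.888, *Scn1a* 0.689, *Nefh* 0.600, *Slc17a7* 0.360, *Gal* 2.07, *Cntn1* 0.680, *Cntnap1* 0.580, *Trpv1* 1.77, *Trpa1* 1.26, *Ptgfr* 0.466, *Mef2c* 0.492. With 30 components and 2000 variable genes, values that moved were: share of satellite glia-like nuclei 11.8%, *Prdm12* (jugular over nodose) 4.16. Turned round there were: *Tac1* (jugular over nodose) 0.693, *Scn1a* 0.807, *Nefh* 0.542, *Slc17a7* 0.439, *Gal* 2.94, *Calca* 1.08, *Cntn1* 0.636, *Cntnap1* 0.580, *Gfra1* 0.866, *Trpv1* 2.64, *Trpa1* 1.58, *Ptgfr* 0.696. With at least 2 UMIs, values that moved were: *Slc17a6* in 46.6% of nodose-like neurons, *Oxtr* in 0.323% of neurons. After thinning, values that moved were: *Slc17a6* in 18.7% of nodose-like neurons, *Cckar* in 38.1% of neurons with *Uts2b* and *Vip*, organ genes in at least 10% of nodose-like neurons 7, *Oxtr* in 0.441% of neurons.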

Differences from the paper's values

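The paper's count of nuclei from its own library is 1724, and 3039 were kept here. Of the alternatives set before the data were examined, the count of 1950 with over 2000 UMIs lies within 1.5 times the paper's. So does that of 1371 with only barcodes of the tag table used here with over 150 tag reads, but it is bounded by the part of that table used here (1998 of 4109 barcodes) and says nothing on the tag read minimum. Those of 3233 with doublets kept and 3098 with a mitochondrial share under 5% do not. The share of jugular neurons among nodose and jugular neurons, 33.7% in the paper's table and 27.1% here, differs by that measure only at resolution 0.5 (11.2%). Neurons made up 44.4% of nuclei in the paper's table and 30.6% here. That share lies within 1.5 times the paper's in every setting, and it reached 50.1% at resolution 0.5 and with over 2000 UMIs.

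The paper describes the *Slc6a2*, *Npy* and *Hand2* cluster as lacking glutamate genes; here no such cluster formed, and of the 12 neurons picked for at least 2 of these genes, which lay in 6 clusters and of which 6 had all 3, 83.3% (after thinning 16.7%) had *Slc17a6* UMIs, at 84.1 CPM and 2.25 UMIs per nucleus, against 93.0 CPM and 0.251 in non-neural nuclei. The paper assigns more clusters to Nav1.8 than to Nav1.1. By CPM, an approximate comparison between genes, *Scn1a* exceeded *Scn10a* in 2 of 11 clusters here. At the paper's limits on shares, 11 clusters passed for *Scn10a* and 5 for *Scn1a*, and the same 5 passed for both. The paper also finds myelinated, unmyelinated and mechanosensory clusters, where 0 of 11 clusters met its limits for any of these here. Its limit for fibroblasts joins *Ebf2* and *Acta2*; fibroblast-like nuclei here met it for *Ebf2* (85.1%) and not for *Acta2* (0.532%). Its limit for satellite glia was met through *Apoe* (95.3%) and not through *Fabp7* (62.5%) or *Dbi* (57.2%), any 1 of which is enough, and that for *Emcn* in endothelial cells was met (63.1%). The paper has *Slc17a7* with *Slc17a6* in a few clusters, and 0 of 11 clusters passed its limit for both here. The paper applied all these limits to the clusters of the whole atlas. Here they were applied to fewer clusters, or to classes, of its own nuclei alone. Shares also depend on depth, so a limit missed here does not by itself mean a disagreement with the paper.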

Other observations

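Receptors for gut hormones and energy signals differed between nodose-like and jugular-like neurons in both directions. Of 22 such genes, 8 were seen in at least 10% of nodose-like and 8 in at least 10% of jugular-like neurons, and 1 and 1 after thinning. *Cnr1*, for the cannabinoid receptor that promotes feeding, reached 73.4 CPM (67.7 to 79.5) in nodose-like and 32.6 CPM (27.6 to 38.3) in jugular-like neurons, 2.25-fold (1.88 to 2.71), in 51.0% and 43.5% of neurons and 7.28% of non-neural nuclei. *Glp1r*, for the receptor of the satiety hormone GLP-1, was 3.96-fold (2.53 to 6.50) and *Npy2r*, for that of peptide YY, 3.31-fold (2.16 to 5.28) as high in nodose-like neurons, and cluster 7 was the highest for both. *Npy1r*, for a receptor of neuropeptide Y, was 3.43-fold (2.36 to 5.04) and *Ntsr2*, for a neurotensin receptor, 2.98-fold (1.15 to 8.30) higher in jugular-like neurons, both chosen after their values were seen. Nodose over jugular, they stood at 0.292 and 0.335, and at 0.284 to 0.772 and 0.333 to 0.520 under the 7 alternatives. *Cckbr*, for the second cholecystokinin receptor, was rare (2.52 CPM in nodose-like and 0.661 CPM in jugular-like neurons, against 3.00 CPM in non-neural nuclei). *Insr*, for the insulin receptor, was alike in nodose-like and jugular-like neurons (91.7 CPM and 91.2 CPM) and higher in non-neural nuclei (182 CPM).

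Of 22 nutrient sensor and transporter genes, 5 reached 10% of nodose-like and 5 of jugular-like neurons, and 0 of either after thinning. *Slc5a7*, for the choline transporter, was 3.18-fold (2.38 to 4.31) as high in nodose-like neurons (38.5 CPM against 12.1 CPM), and 1.85 to 7.88 under the 7 alternatives. *Slc5a3*, for the inositol transporter, had the highest share (33.3% and 50%) but a lower CPM in neurons (29.8 CPM and 33.0 CPM) than in non-neural nuclei (49.2 CPM), and so had *Slc5a5*, for the iodide transporter (7.08 CPM and 5.51 CPM against 9.00 CPM).

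Of 13 immediate-early and stress genes, 4 reached 10% of nodose-like and 3 of jugular-like neurons, and of 4 red cell genes, 3 and 3; after thinning 0 in each case. Relative to all RNA, the red cell genes *Hba-a1* and *Hbb-bt* were lower in nodose-like neurons (9.48 CPM and 3.48 CPM) than in non-neural nuclei (48.0 CPM and 21.0 CPM). Per nucleus they were not. Nodose-like neurons held 0.174 (0.138 to 0.217) and 0.0640 (0.0429 to 0.0919) UMIs, and non-neural nuclei 0.129 (0.103 to 0.161) and 0.0566 (0.0394 to 0.0788). Of 5 sex genes, 4 and 4 reached 10% (1 and 2 after thinning). All 4 long RNAs (*Miat*, *Snhg11*, *Meg3* and *Malat1*) did in both classes, thinned or not. Of 6 channel and fiber genes, 6 and 6 did (5 and 4 after thinning), and of 10 class readouts, 7 and 7 (4 and 4). Of 3 glutamate transporter genes, 1 and 2 did (1 and 1).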
